# Whole-Transcriptome Profiling of Canine and Human in Vitro Models Exposed to a G-Quadruplex Binding Small Molecule

**DOI:** 10.1038/s41598-018-35516-y

**Published:** 2018-11-20

**Authors:** Eleonora Zorzan, Ramy Elgendy, Mery Giantin, Mauro Dacasto, Claudia Sissi

## Abstract

G-quadruplexes (G4) are secondary nucleic acid structures that have been associated with genomic instability and cancer progression. When present in the promoter of some oncogenes, G4 structures can affect gene regulation and, hence, represent a possible therapeutic target. In this study, RNA-Seq was used to explore the effect of a G4-binding anthraquinone derivative, named AQ1, on the whole-transcriptome profiles of two common cell models for the study of *KIT* pathways; the human mast cell leukemia (HMC1.2) and the canine mast cell tumor (C2). The highest non-cytotoxic dose of AQ1 (2 µM) resulted in 5441 and 1201 differentially expressed genes in the HMC1.2 and C2 cells, respectively. In both cell lines, major pathways such as cell cycle progression, KIT- and MYC-related pathways were negatively enriched in the AQ1-treated group, while other pathways such as p53, apoptosis and hypoxia-related were positively enriched. These findings suggest that AQ1 treatment induces a similar functional response in the human and canine cell models, and provide news insights into using dogs as a reliable translational model for studying G4-binding compounds.

## Introduction

Targeted therapy is a novel strategy for cancer treatment that aims to destroy cancer cells with more precision and, potentially, fewer side effects^1^. For the discovery of clinical agents targeting oncogenic signaling pathways, it is important to define the compound’s specificity towards the target molecular pathway. In this respect, the field of cancer genetics and genomics is rapidly evolving, particularly focusing on targeted pathways that are critically linked to a malignant behavior^2^. Currently, multiple compounds are being used to treat cancer and many more are being tested in clinical trials^3–5^.

Canine/human comparative oncology is recently playing an increasingly important role in advancing cancer research from basic science, preclinical and clinical perspectives. The acknowledgment of spontaneous cancer development in companion animals and the potential of using these animals in drug development studies and preclinical trials is harnessed by the morphologic, histologic and biological similarities between canine and human spontaneously-occurring malignancies. Dogs’ physical size, accessibility to serial biological sample collections, comparable tumor biology, intact immunity and short survival compared to humans led to their inclusion as a complementary animal model^2^. Inter-species cancer studies have contributed to gaining new insights into the biology of breast cancer, osteosarcoma, lung and bladder cancer^6–10^. Further, recent studies on canine B-cell lymphoma demonstrated that recurrent aberrations were correlated with cancer subtype, and the corresponding cytogenetic lesions were also noticed in human patients^11,12^. Meantime, another study showed that canine melanoma possesses rare mutations in the B-Raf (*BRAF)* and N-ras (*NRAS)* proto-oncogenes; however, they present similar gene expression changes to human melanoma within the same downstream activation pathways^13^. Thus, although the oncogenic driving somatic mutations between the two species may differ, similar upregulation and signaling pathways underscore the translational value of studying tumor biology from a comparative point of view. This concept might support the beginning of the so-called ‘oncological basket’ trials, wherein the response of tumors with shared credentialed biology to a specific targeted therapy are assessed beyond histologic diagnosis^2^.

In the past decade, several studies have been focusing on guanine-rich stretches found in important genomic regions such as telomeres, centromeres, immunoglobulin switch regions, mutational hot spots, and promoter elements^14^. These guanine-rich sequences may have the potential to form four-stranded secondary structures called G-quadruplexes (G4) that are stabilized by non-Watson-Crick interactions (Hoogsteen bond^15^). Several studies clarified that G4 structures are often linked to important DNA regions involved in the regulation of gene transcription and translation^16,17^. Moreover, studies have shown that several proto-oncogenes like v-myc avian myelocytomatosis viral oncogene homolog (*MYC*), v-kit Hardy-Zuckerman 4 feline sarcoma viral oncogene homolog (*KIT*), B-cell lymphoma 2 (*BCL2*), vascular endothelial growth factor (*VEGF*), platelet-derived growth factor (*PDGF*) and hypoxia-inducible factor (*HIF*) bear G4 motifs in their promoters^16,18–24^. Specific proteins, which selectively bind G4 structures, have been discovered impinging on the biological roles of G4^25^. These motifs could be efficiently targeted by G4-selective ligands, thus altering their molecular recognition and, consequently, affect their downstream expression^25^.

More than 55% of the genes in the human genome bear at least one potential G4 motif 1 kb up- or downstream of the transcription starting site (TSS); hence, it is important to carefully assess whether the treatment with G4 binding compounds could affect the transcriptional activity of these genes^26^. Using the G4-stabilizing molecule TMPyP4, previous studies showed genome-wide effects on transcription in human cells; moreover, relatively high doses of TMPyP4 promoted cell migration and apoptosis in human cell lines^27–29^. Likewise, Halder and colleagues demonstrated that bisquilinium compounds were able to induce quadruplex-specific transcriptomic changes in HeLa S3 cells^26^. Marchetti *et al*., in 2018, used the RNA-Seq technology to study the effects of a new G4 binding compound in pancreatic ductal adenocarcinoma^30^.

Recently, we demonstrated that an anthraquinone derivative (named AQ1, Supplementary Fig. S1) significantly downregulated *KIT* mRNA and protein levels in several human cancer cell lines, thereby preventing their proliferation^31^. Meantime, two *KIT* G4-forming sequences (d_kit1 and d_kit2) were discovered in the canine genome (Supplementary Fig. S1)^32^. They showed a high degree of homology with the corresponding human sequences, and preliminary studies were conducted to assess their interaction with AQ1^33^. These studies on G4 structures were executed using a targeted-gene approach; nevertheless, it is of interest to extend the study of AQ1 transcriptional effects to a wider scenario, like the whole-transcriptome. Such an approach is expected to: (1) clarify the AQ1 influence on *KIT*-related pathways and (2) unveil specific off-targets of AQ1 in species-specific cells. Therefore, in the present study, we investigated - using RNA-Seq- the AQ1-induced effects on the global gene expression in two species-specific *KIT*-dependent cancer cell lines, in order to identify which cellular pathways are likely to be affected by treatment. For this purpose, we used the HMC1.2 human mast cell leukemia and the C2 canine mast cell tumor cell line, which are two common models for the study of tyrosine kinase inhibitors and, in particular, the proto-oncogene *KIT*.

## Results

### Effects of AQ1 on cell cytotoxicity and *KIT* and *BCL2* mRNA levels

We previously demonstrated that AQ1 significantly downregulated *KIT* and *BCL2* oncogenes in human mast cell leukemia HMC1.2, where the major effect of the treatment was observed 12 hours (T_12_) post-exposure^31^. Thus, we selected this incubation time to follow the activity of AQ1 on the two cell lines used in this study. Proliferation curves (Supplementary Fig. S2) demonstrated that, after 12 hours of incubation, AQ1 was moderately cytotoxic, with 70–90% cell survival in both the two cell lines at the tested concentration range (0–10 μM). Additionally, quantitative real-time PCR (qPCR) showed a significant dose-dependent reduction of *KIT* and *BCL2* mRNA levels in both HMC1.2 (*p* < 0.01) and C2 (*p* < 0.001) cells (Supplementary Fig. S3).

### Whole-transcriptome profiling

To account for any possible vehicle- (dimethyl sulfoxide, DMSO) related effects on cell gene expression, we also profiled the transcriptome of untreated cells (treatment- and vehicle-free medium). 

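The transcriptome was profiled by RNA-Seq after 12 hours with AQ1 in HMC1.2 cells, a human mast cell leukemia line, and in C2 cells, a canine mast cell tumor line. Both lines express a mutated KIT receptor, with a different mutation in each. AQ1 is an anthraquinone that binds G4 structures, and it was dissolved in DMSO. Each line had 4 groups (untreated, DMSO, 1 µM AQ1 and 2 µM AQ1) of n = 4 libraries each, and the libraries of each group are numbered as replicates from 1 to 4. The authors selected poly(A) RNA, prepared strand-specific libraries, sequenced single-end reads, mapped them with HISAT2 to GRCh38 or CanFam3.1, counted uniquely mapped reads over exons per gene with HTSeq, and tested the counts with DESeq2. The deposited values are these counts per gene, with no scaling between libraries. In HMC1.2, the total count per library ranged from 11145696 to 21529976 (median 19100889) in untreated cells and from 13292695 to 22831082 (median 18326074.5) with DMSO. It ranged from 10166788 to 25777429 (median 21350496) at 1 µM and from 7309039 to 19532223 (median 10018487) at 2 µM. In C2, the ranges were 15998833 to 17928679 (median 16544061) in untreated cells, 16033672 to 17968262 (median 16981844) with DMSO, 14999304 to 22766192 (median 18024464) at 1 µM and 13162123 to 18142995 (median 14265564.5) at 2 µM. Here the counts were scaled by TMM and fitted with edgeR's quasi-likelihood model, one fit per line over its 16 libraries, after a filter on low counts within the groups. A gene is called higher or lower at an adjusted p (Benjamini-Hochberg) under 0.05 and a fold change over 2, the limits of the paper, and log2 fold changes below are given ± their standard error. Levels are CPM, counts scaled to the library sizes after TMM, as mean ± SD over the 4 libraries of a group. The scaling moves all genes together: with total counts alone, the median log2 fold change over the tested genes was -0.157 in HMC1.2 and 0.122 in C2 at 2 µM. Once the group means were removed, libraries with the same replicate number correlated above 0.1 in 7 of the 8 comparisons, and a fit with the replicate number as a block was run as an alternative. The files carry dog gene identifiers without names. Names came from Supplementary Dataset S2, which pairs 614 C2 genes lower under AQ1 with human genes, so no identifier that rose in C2 can be named. Below, a C2 gene is called named only if its identifier has a name there. The supplement also prints KEGG tables from a dataset named dog, which give symbols and ranking values without identifiers.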

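KIT, which encodes the mast cell growth receptor, had a log2 fold change of -0.06 ± 0.18 in DMSO against untreated HMC1.2 cells and of -0.07 ± 0.08 in C2 cells (adjusted p = 1 and 0.915 from edgeR). BCL2, an inhibitor of apoptosis, stood at 0.03 ± 0.16 in HMC1.2 and 0.03 ± 0.11 in C2, and the cell cycle inhibitor CDKN1A at -0.24 ± 0.19 in HMC1.2. None of these changes passed the threshold. Over all genes, edgeR called 0 of 16259 tested genes in HMC1.2, where 201 had an unadjusted p under 0.05, and DESeq2 called 0 with and without a prior on the fold change (156 and 258 at that level). In C2, edgeR called 0 of 13537 genes, with 1004 at an unadjusted p under 0.05. DESeq2 called 1 lower C2 gene without the prior and 0 with it, and edgeR called 3 C2 genes (1 higher, 2 lower) with the replicate number as a block. With that block, 2354 C2 genes and 634 HMC1.2 genes had an unadjusted p under 0.05 from edgeR. The HMC1.2 counts lie under 0.05 of the tested genes, the share expected with no effect at all, so these fits may be strict. The few calls therefore do not show that DMSO had no effect in either line. Among 49 gene lists fixed before the data were examined, the 32 tested p53 targets were the only list to move with camera in HMC1.2, by a median log2 fold change of -0.12 (adjusted p = 0.000112, and 0.998 with an estimated correlation), and no member was called.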

No differentially expressed genes (DEGs) were detected in the DMSO-treated cells compared with the untreated ones (results not shown); consequently, the DMSO-treated cells dataset was used as control.

The RNA-Seq analysis of the AQ1-treated HMC1.2 cells, compared with DMSO-treated cells, evidenced 3644 and 5441 DEGs (false discovery rate, FDR <0.05 and fold-change, FC >2) at 1 µM and 2 µM AQ1 concentrations, respectively. 

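In HMC1.2 cells, AQ1 lowered the gene of the insulin receptor, INSR (log2 fold change -4.52, standard error 0.28, adjusted p = 1.09e-10 from edgeR), and GLI2, a transcription factor of hedgehog signaling, by -4.88 ± 0.39, at 2 µM. It raised PLK2, a kinase of the stress response and the cell cycle (log2 fold change 4.91, standard error 0.42, adjusted p = 6.67e-09 from edgeR), and IER5L, a relative of an immediate early gene, by 4.91 ± 0.42. Among the genes with a mean log2 CPM of at least 3 and the same direction in all 4 replicate pairs, the largest falls also included TMEM108, VAV3, EYA4, SIPA1L3, MED27 and TANC1, from -4.52 to -4.39. The largest increases also included CLDN14, PADI4, PLXNB3, NECTIN4, CYP4F3 and the histone gene H2BC9, from 4.62 to 4.93. At 1 µM, 2155 genes were higher and 2563 lower (4718 of 16259 tested genes), and at 2 µM, 3216 were higher and 3777 lower (6993). At 1 µM, the counts ranged from 4660 to 4879 when each of the 16 libraries was left out in turn, and at 2 µM from 6904 to 7366. The fold limit removes many genes, since 9859 and 11656 genes had an adjusted p under 0.05 at 1 and 2 µM.

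**Figure D1:**
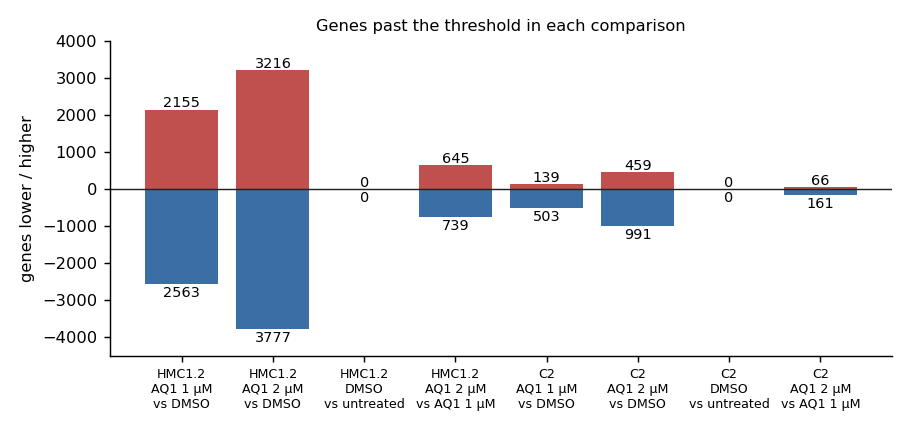
Number of genes higher (above zero) and lower (below zero) than the compared group in HMC1.2 and C2, at an adjusted p under 0.05 and a fold change over 2 from edgeR. In HMC1.2 at 2 µM, 3216 genes were higher and 3777 lower, and with DMSO against untreated cells 0 were called.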

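Among the called genes of HMC1.2 cells, most protein-coding ones were lower and most long non-coding RNA genes were higher. At 1 µM, 2235 protein-coding genes were lower and 1275 higher, and at 2 µM, 3302 were lower and 1949 higher among 12387 tested with edgeR. Of 1805 tested long non-coding RNA genes, 602 were higher and 176 lower at 1 µM, and 763 were higher and 238 lower at 2 µM. Over all tested genes, 54.3% of the called genes were lower at 1 µM and 54.0% at 2 µM, and among protein-coding genes 63.7% and 62.9%, a split by gene type chosen after seeing the data. With scaling by total counts alone, 51.9% and 61.3% of all called genes were lower. The majority at 2 µM was lost with DESeq2 (49.6% lower) and slight with no filter on low counts (50.4%) and with the prior on the fold change (50.7%), while at 1 µM these gave 54.1%, 53.3% and 53.9%.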

For both concentrations, more than 60% of the total DEGs were downregulated. 

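In C2 cells, the glycosyltransferase gene MGAT5 fell by 4.54 on the log2 scale at 2 µM (standard error 0.31, adjusted p = 6.58e-10 from edgeR), the largest fall among named genes at a mean log2 CPM of at least 3. It was followed by HDAC4, a histone deacetylase, PRKCE, a protein kinase C, and TTC28, whose log2 fold changes were -4.51 ± 0.17, -4.33 ± 0.17 and -4.22 ± 0.18. SNX29 and RALGPS1 had log2 fold changes of -4.06 ± 0.12 and -3.92 ± 0.14, with MAML3, a coactivator of Notch signaling, between them. The gene with the identifier ENSCAFG00000029558, whose name is not given in the sources used here, rose from 5.76 to 25.9 CPM (log2 fold change 2.17, standard error 0.22, adjusted p = 1.78e-07 from edgeR). Of 13537 tested genes, 139 were higher and 503 lower at 1 µM (642 in all), and 459 were higher and 991 lower at 2 µM (1450 in all). With DESeq2 and a prior on the fold change, the totals were 404 and 1350.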

In the AQ1-treated C2 cells, the whole-transcriptome analysis identified 397 and 1201 DEGs at 1 µM and 2 µM AQ1 concentration, respectively. Likewise to HMC1.2, more than 70% of these DEGs were downregulated. 

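The share of lower genes in C2 was 78.3% at 1 µM and 68.3% at 2 µM, and 70.9% and 59.7% with scaling by total counts alone. Between 1 and 2 µM, 66 C2 genes were higher and 161 lower in a direct edgeR test, with RPTOR, a subunit of the mTORC1 complex, at -1.30 ± 0.11 and BCL2 at -1.12 ± 0.12 (adjusted p = 2.1e-07 and 2.3e-06).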

The whole list of the DEGs for both cell lines is reported in Supplementary Dataset S1 and a list of the common downregulated genes between HMC1.2 and C2 is reported in Supplementary Dataset S2.

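Genes named in Supplementary Dataset S2 gave 596 pairs of a human and a canine gene tested in both lines, which the study had chosen as lower in both on these samples, so they are not independent evidence of a shared fall. At 2 µM, 589 were lower in HMC1.2, 563 in C2 and 556 in both, with median log2 fold changes of -3.04 and -1.67. At 1 µM, 566 were lower in HMC1.2, 271 in C2 and 264 in both. In C2, IGF1R, the receptor of insulin-like growth factor, had a log2 fold change of -3.44 ± 0.15, and PLCB1, a phospholipase C, of -3.69 ± 0.20. STAG1, a subunit of cohesin, stood at -2.78 ± 0.11 in C2, and ACACA, an enzyme of fatty acid synthesis, at -1.77 ± 0.07. GABBR2, a subunit of the GABA receptor, was 2.90 ± 0.40 in HMC1.2 and -2.41 ± 0.17 in C2 (adjusted p = 2.87e-06 and 1.2e-09 from edgeR). Across the 596 pairs, Spearman's rho of the log2 fold changes in both lines was 0.431 at 2 µM and 0.563 at 1 µM, and genes are not independent replicates. With each line scaled on its own genes, 534 pairs fell further in HMC1.2, and the median difference (HMC1.2 minus C2) was -1.23. The joint scaling set in advance covers only these pairs, so it centres their fall in each line. Its median difference of 0.16 is near 0 by construction and does not bear on which line fell more.

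**Figure D2:**
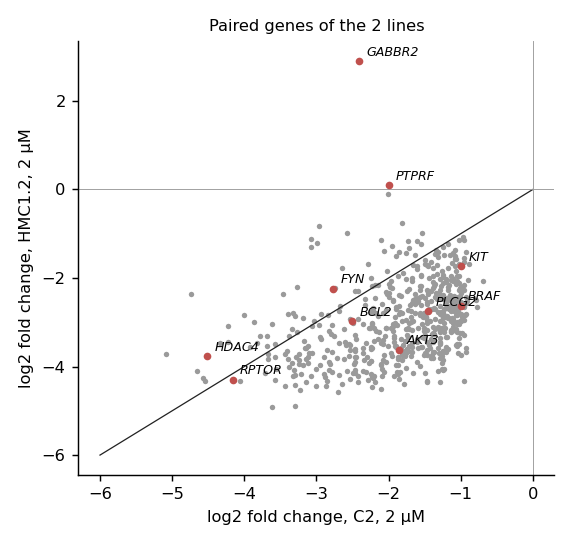
Log2 fold change at 2 µM against DMSO in HMC1.2 (y axis) and C2 (x axis) for the 596 gene pairs named by the study as lower in both lines. The medians are -3.04 in HMC1.2 and -1.67 in C2, and 534 pairs lie below the line of equal change, lower in HMC1.2, with each line scaled on its own genes.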

Both experimental groups clustered uniquely on a hierarchical clustering plot (Fig. 1a,b), and a Principal Component Analysis (PCA) plot, using the top 100 DEGs, resulted into two distinct clusters of samples with the principal component 1 (PC1) accounting for the major variation between groups (PC1 >98%; Fig. 1c,d). This variation between AQ1-treated and control groups is further visualized using two heatmaps that are shown in Supplementary Fig. S4.

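The 12 libraries of each line without the untreated cells were placed on principal components of log2 CPM over the 100 genes of smallest p at 2 µM. The first component held 97.1% of the variance in both HMC1.2 and C2, and the second 1.91% and 1.75%. With only the 8 libraries of DMSO and 2 µM, the groups of Fig. 1, the first held 99.2% in both lines, a set chosen after seeing the data. On the first component, the libraries at 2 µM lay 25.3 units from the nearest DMSO library in HMC1.2 and 27.2 units in C2, and the widest range within a group was 3.97 and 2.71 units. At 1 µM, these distances were 18.7 and 18.1 units. The 100 genes were chosen for their difference between the groups, and over all tested genes the first component held 71.2% in HMC1.2 and 56.6% in C2. In a hierarchical clustering of all 16 libraries per line, the AQ1 libraries formed 1 of 2 clusters, and the libraries of each dose had a cluster of their own at 3 clusters.

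**Figure D3:**
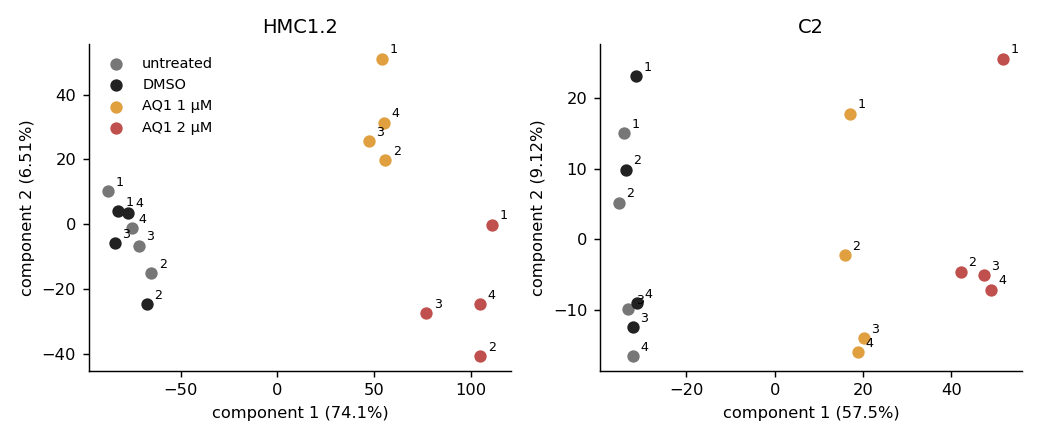
Scores on the first 2 principal components of log2 CPM over all tested genes, 16 libraries per line, colored by group and numbered by replicate. The first component holds 74.1% of the variance in HMC1.2 and 57.5% in C2, and the AQ1 libraries lie to the right of the DMSO and untreated ones.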

**Figure 1:**
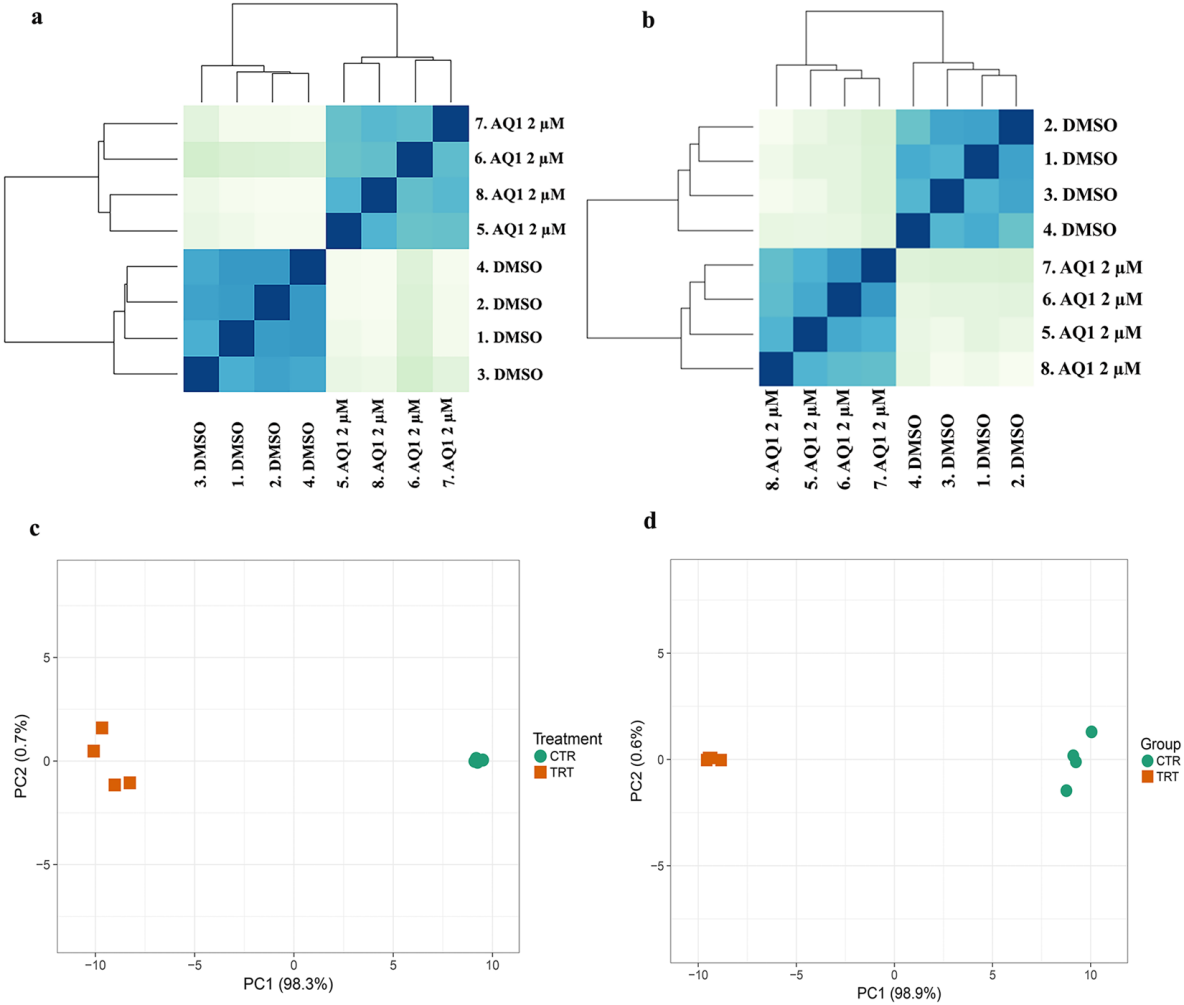
Analysis of intra-population consistency: hierarchical clustering and PCA. (**a**,**b**) Hierarchical clustering analyses performed using DESeq2 rlog-normalized RNA-Seq data. (**a**) HMC1.2 cells, AQ1 (2 µM) vs DMSO. (**b**) C2 cells, AQ1 (2 µM) vs DMSO. Color code (from white to dark blue) refers to the distance metric used for clustering (dark blue corresponds to the maximum of correlation values). (**c**,**d**) Principal Component Analysis (PCA) performed on top 100 differentially expressed genes using ClustVis (Metsalu & Vilo, 2015) tool. Loadings PC1 and PC2 are reported in graph (on x and y-axes). (**c**) HMC1.2 cells, AQ1 (2 µM) vs DMSO. (**d**) C2 cells, AQ1 (2 µM) vs DMSO.

### Gene set enrichment analysis (GSEA) and protein-protein interactions

Canine C2 and human HMC1.2 cell lines showed similar functional response to AQ1 treatment. Figures 2 and 3 show the most positively- or negatively-enriched cancer hallmarks in the AQ1-treated (2 µM) HMC1.2 (Fig. 2) and C2 cells (Fig. 3). In HMC1.2 cells (Fig. 2), the most negatively-enriched hallmarks were the mTORC1 signaling pathway (FDR = 0.017), the targets of *MYC* (FDR = 0.026), the G2M cell cycle checkpoint (FDR = 0), and the mitotic spindle (FDR = 0). 

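In HMC1.2 cells at 2 µM, the mitotic kinase adaptor BUB1B fell by 3.43 on the log2 scale (standard error 0.30, adjusted p = 9.37e-09 from edgeR), and the spindle motor KIF11 (-2.81 ± 0.30), the condensin gene SMC4 and, outside the list below, the checkpoint gene MAD1L1 (-2.77 ± 0.15) fell as well. Of 51 genes of mitosis, listed before the data were examined, 37 were lower, 0 were higher with edgeR and 14 did not pass the test, and the counts were the same when adjusted over the list alone. Their median log2 fold change was -1.36 (camera, adjusted p = 6.83e-06, and 0.459 with an estimated correlation). Among 28 metabolic genes that depend on mTORC1, 13 were lower and 1 was higher, the same as adjusted over the list alone, with a median of -0.70 (camera, adjusted p = 0.00681, and 0.275 with an estimated correlation). The fatty acid elongase ELOVL6 was at -3.43 ± 0.19, the serine synthesis enzyme PSPH at -2.86 ± 0.16, and the amino acid transporters SLC7A5 and SLC1A5 at -1.28 ± 0.08 and -1.20 ± 0.09. Of 37 MYC targets of ribosome biogenesis, 8 were lower and 3 higher, also when adjusted over the list alone, among them the folate transporter SLC19A1 (-3.33 ± 0.18), the pseudouridine synthase DKC1 (-1.15 ± 0.09) and the methyltransferase NOP2 (1.16 ± 0.10). The median of the MYC targets was -0.32 (camera, adjusted p = 0.0706, 0.0475 with the replicate number as a block and 0.376 with an estimated correlation). NOP2 and MYBBP1A (-1.01 ± 0.09) lie close to the 2-fold limit and were not past it under some alternatives. No list kept its call in HMC1.2 at 2 µM with camera's correlation estimated from the data, so each such p rests on the preset correlation of 0.01.

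**Figure D4:**
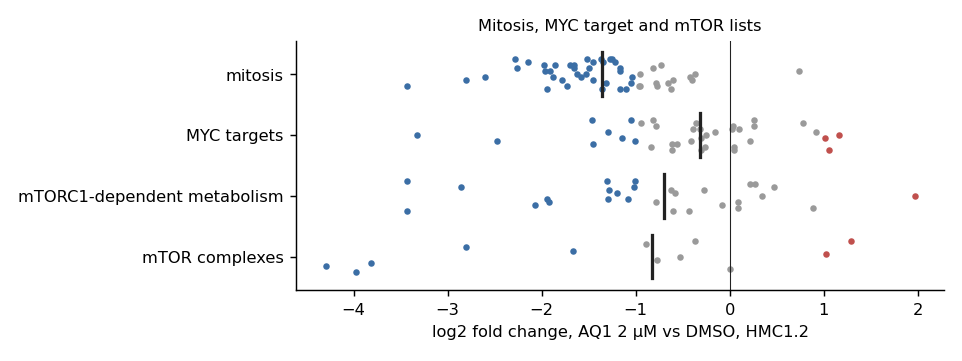
Log2 fold change in HMC1.2 at 2 µM of each tested member (points) of gene lists on growth and division, with the list's median (bar); red, higher, blue, lower, grey, neither, by edgeR. Of 51 mitosis genes 37 were lower and 0 higher.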

As shown in Fig. 3, AQ1-treated canine C2 cells show a similar functional response to the human HMC1.2 cells. 

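In C2 cells at 2 µM, MAD1L1, a gene of the spindle checkpoint, had a log2 fold change of -2.21 ± 0.29, POLA1 and PRIM2, which encode subunits of the DNA primase complex, of -1.48 ± 0.16 and -1.32 ± 0.15, and MAPKAP1, a subunit of mTORC2, of -1.56 ± 0.09 (adjusted p = 3.74e-06, 5.18e-07, 4.64e-07 and 3.11e-11 from edgeR). These names come from the table of genes lower in both lines. Of the 49 gene lists, only the proteins of Fig. 6 had at least 80% of their symbols named in C2. The other 48 could not be tested on the counts of this line. For some KEGG lists, the supplement prints the study's own normalized enrichment scores from a dataset named dog. They were -1.96 for adherens junctions, -1.81 for focal adhesion, -1.77 for phosphatidylinositol signaling, 1.22 for p53 signaling and 1.93 for complement and coagulation. Their members had median ranking values of -0.257, -0.139, -0.058, 0.123 and 0.000 in that order. Where named genes allowed a check, these values matched C2. Of the 29 named Fig. 6 genes, 29 were lower at 2 µM and 17 at 1 µM, 0 were higher with edgeR, and the counts were the same when adjusted over the list alone. The median log2 fold change at 2 µM was -1.86 (camera, adjusted p = 1.74e-23, and 0.000212 with an estimated correlation). Because a C2 gene has a name only if the study listed it as lower in both lines, this count follows from the naming and is not evidence of a fall of the list. Whether the lists respond alike in HMC1.2 and C2 was not tested.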

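For 9 KEGG pathways whose members the supplement lists, HMC1.2 members were counted at 2 µM. BLM, a helicase gene of homologous recombination, fell by 2.79 on the log2 scale (standard error 0.24, adjusted p = 8.21e-09 from edgeR), and the RAD51 paralog RAD51D stood at -1.71 ± 0.11. BRCA1, a repair gene outside that list, was at -3.28 ± 0.25. Of 25 tested genes of homologous recombination, 12 were lower and 0 higher with edgeR (the same when adjusted over the list alone), with a median log2 fold change of -0.98 (camera, adjusted p = 9.31e-05, and 0.252 with an estimated correlation). Among 108 tested genes of focal adhesion, which anchor cells to the matrix, 54 were lower and 12 higher (the same when adjusted over the list alone), with a median of -1.02 (camera, adjusted p = 0.000613, and 0.252 with an estimated correlation). That median was -0.15 once the trend of fold change with gene span was removed, and the list no longer passed (limma's camera, adjusted p = 0.64). The focal adhesion kinase PTK2 was at -4.21 ± 0.29 in HMC1.2 and -2.20 ± 0.08 in C2. The supplement's ranking values for homologous recombination match these HMC1.2 samples, so that count is not independent evidence. Those for focal adhesion match C2 (median difference 0.04 over 20 named genes, and 1.12 from HMC1.2). Whether the study also reported focal adhesion from HMC1.2 cannot be told from the sources used here.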

Further, KEGG pathways analysis (Supplementary Tables S1–S4) identified many pathways that were negatively-enriched in the AQ1-treated samples, in both cell lines^34–36^. For instance, cell-cell adherent junctions (HMC1.2, FDR = 0.009; C2, FDR = 0.043), mismatch repair (HMC1.2, FDR = 0.015; C2, FDR = 0.041), the regulation of actin cytoskeleton (HMC1.2, FDR = 0.012; C2, FDR = 0.036), the DNA replication machinery (FDR = 0.008), the tRNA biosynthesis (FDR = 0.012) and the cell cycle pathway (FDR = 0.014). 

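Some genes that copy DNA fell in HMC1.2 at 2 µM, among them PRIM2 (log2 fold change -3.57, standard error 0.20, adjusted p = 2.99e-11 from edgeR), POLA1 (-2.88 ± 0.22) and the helicase subunits MCM3 (-2.99 ± 0.20) and MCM6 (-2.50 ± 0.20). Of 35 genes of DNA replication, 19 were lower and 1 higher, with a median log2 fold change of -1.07 (camera, adjusted p = 0.000309, and 0.38 with an estimated correlation). Of 22 mismatch repair genes, 11 were lower and 1 higher (median -0.97, camera, adjusted p = 0.00122, and 0.285 with an estimated correlation), with MSH2 at -3.02 ± 0.19, MSH3 at -3.49 ± 0.20 and MSH6 at -2.04 ± 0.14. Of 37 aminoacyl-tRNA synthetases, 21 were lower and 0 higher by edgeR (median -1.06, camera, adjusted p = 0.000309, and 0.053 with an estimated correlation). The genes of the mitochondrial enzymes FARS2 and NARS2 were at -4.14 ± 0.25 and -3.45 ± 0.19, and those of the cytosolic AARS1 and MARS1 at -2.41 ± 0.15 and -1.22 ± 0.08. Of 53 genes that regulate the actin cytoskeleton, 28 were lower and 0 higher by edgeR (median -1.25, camera, adjusted p = 6.04e-06, and 0.252 with an estimated correlation), among them the formin DIAPH1 (-2.38 ± 0.11). Of 46 genes of adherens junctions, 24 were lower and 2 higher (median -1.28, camera, adjusted p = 0.000882, and 0.252 with an estimated correlation), with TCF7L2 at -3.76 ± 0.26 and the catenin CTNNA1 at -1.49 ± 0.14. Of 119 cell cycle genes, 55 were lower and 10 higher (median -0.93, camera, adjusted p = 0.00151, and 0.285 with an estimated correlation). With the trend of fold change with gene span removed, the medians were -0.25 for the actin cytoskeleton and -0.12 for adherens junctions, and neither list passed (limma's camera, adjusted p = 0.139 and 0.581). All 6 lists gave the same counts when adjusted over the list alone, and the KEGG lists of cell cycle, DNA replication and adherens junctions were reported by the study from these samples. In C2, CTNNA1 was at -1.23 ± 0.07, FARS2 at -3.71 ± 0.15, LARS2 at -1.18 ± 0.07 and MSH3 at -1.05 ± 0.13, the last lying close to the 2-fold limit and not past it under some alternatives.

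**Figure D5:**
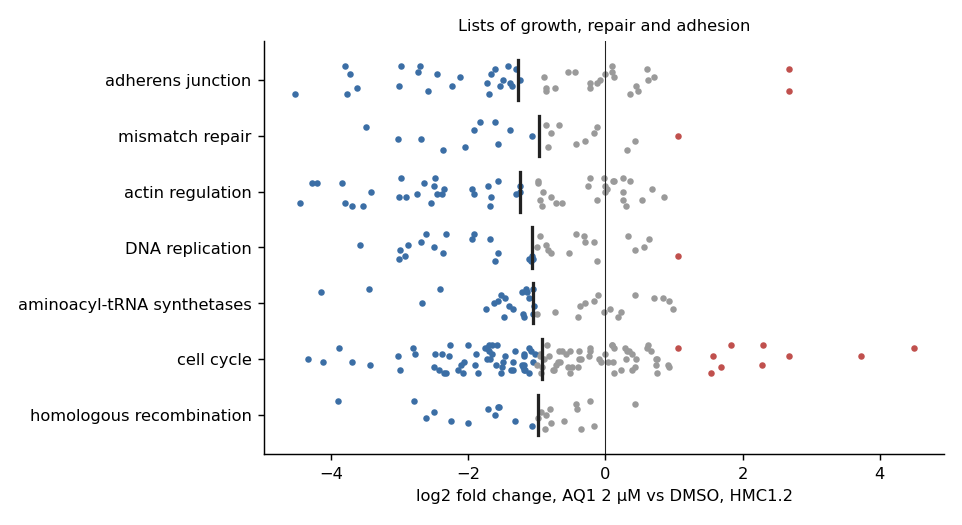
Log2 fold change in HMC1.2 at 2 µM of each tested member (points) of gene lists on replication, repair, translation and adhesion, with the list's median (bar); red, higher, blue, lower, grey, neither, by edgeR. The medians of DNA replication and of adherens junctions are -1.07 and -1.28.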

Figure 4 (panels a,b) shows the downregulation of phosphatidylinositol signaling system (*p* ≤ 0.001) KEGG pathway in HMC1.2 and C2, respectively. Moreover, the complement and coagulation cascade were the most important KEGG pathway positively enriched in both cells (Fig. 4c,d). 

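PIP4K2A and PIP5K1C, kinases that make phosphatidylinositol bisphosphate, had log2 fold changes of -3.01 ± 0.15 and -2.46 ± 0.11 in HMC1.2 at 2 µM (adjusted p = 1.16e-11 and 3.23e-12 from edgeR). The diacylglycerol kinase DGKD was at -2.66 ± 0.11 and the calcium channel gene ITPR1 at -3.05 ± 0.21. In C2, PIP5K1B was also lower, and ITPR1 was at -2.36 ± 0.09. Of 67 tested HMC1.2 genes of the phosphatidylinositol list, 32 were lower, 7 higher and 28 neither, the same when adjusted over the list alone. Their median log2 fold change was -0.78 (camera, adjusted p = 0.003, and 0.252 with an estimated correlation). The list's genes are long, with a median span of 72.2 kb, and the median was -0.08 once the trend of fold change with gene span was removed (limma's camera, adjusted p = 0.522).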

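In HMC1.2 cells at 2 µM, C1R, a protease that starts the complement cascade, rose by 2.03 ± 0.19 on the log2 scale, and F2R, the thrombin receptor, by 2.86 ± 0.30 (adjusted p = 1.38e-08 and 8.7e-08 from edgeR). The complement inhibitor SERPING1 (0.94 ± 0.16) and the urokinase receptor PLAUR (0.86 ± 0.16) were below the 2-fold limit, and SERPING1 was past it under some alternatives. Of 26 tested genes of the complement and coagulation cascades, 6 were higher and 1 lower, the same when adjusted over the list alone. The median log2 fold change was 0.57 (camera, adjusted p = 0.0769, and 0.252 with an estimated correlation), and fgsea gave a normalized enrichment score of 1.67 (adjusted p = 0.0218). The list of xenobiotic metabolism, also reported as positively enriched, had 7 higher and 1 lower gene among 20 (the same when adjusted over the list alone), with a median of 0.30 (limma's camera, adjusted p = 0.144). The glutathione transferase genes GSTM2 and GSTM3 were higher, GSTM3 at 1.04 ± 0.09, close to the limit, and the related MGST2 was lower, with GSTM3 and MGST2 not past the limit under some alternatives. No C2 identifier of the cascade could be named. The supplement's table of a dataset named dog gives ranking values for 47 genes of the cascade, with a median of 0.000. C1R, F2R, SERPING1 and PLAUR are among them, with positive values under 1. Of the 47 values, 4 lay beyond 1 in either direction, and none could be checked against the C2 counts.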

Supplementary File 1 report, more in details, the most important pathways identified by KEGG GSEA analysis in HMC1.2 and C2, respectively. This functional similarity was also confirmed by the The Database for Annotation, Visualization and Integrated Discovery (DAVID) tool (data not shown). Also, several important cancer hallmarks, such as P53- and apoptosis-related pathways as well as hypoxia and tumor necrosis factor α (TNFα) pathways related to NF-κβ, were positively enriched (FDR < 0.05) in both cell lines (Figs 2 and 3).

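Targets of p53 rose in HMC1.2 at 2 µM, among them SESN1 (log2 fold change 3.93, standard error 0.18, adjusted p = 4.89e-12 from edgeR), which encodes a stress sensor, and FAS, a death receptor (2.69 ± 0.14). The DNA repair gene XPC stood at 2.37 ± 0.10, the ubiquitin ligase gene FBXO22 at 2.20 ± 0.09 and the phosphatase gene PPM1D at 1.93 ± 0.09. Of 32 tested p53 targets, listed before the data were examined, 30 were higher, 0 were lower with edgeR and 2 did not pass the test, the same when adjusted over the list alone. Their median log2 fold change was 2.47 (camera, adjusted p = 2.03e-13, and 0.186 with an estimated correlation). The KEGG list of p53 signaling also holds cell cycle genes. It was reported in the study's supplement, with an FDR over 0.05 in the tables of both lines. Of its 56 tested genes, 21 were higher and 15 lower (the same when adjusted over the list alone). That list's median was 0.36 (camera, adjusted p = 0.0456, 0.139 with the replicate number as a block and 0.252 with an estimated correlation). Of 10 pro-apoptotic genes of the BCL2 family, 5 were higher and 0 lower with edgeR, also when adjusted over the list alone, with a median of 1.04 (camera, adjusted p = 0.0111, and 0.252 with an estimated correlation). Of 4 anti-apoptotic members, 2 were lower and 0 higher with edgeR (the same when adjusted over the list alone; camera, adjusted p = 0.316), and BCL2L1 was at -1.31 ± 0.09 and MCL1 at 0.54 ± 0.13. Of 24 targets of TNF and NF-κB, 7 were higher and 3 lower, also when adjusted over the list alone, with TNFAIP3 at 2.00 ± 0.14 and NFKBIE at 1.54 ± 0.11, and the list did not pass the test (limma's camera, adjusted p = 0.316). Of 26 hypoxia targets, 5 were higher and 7 lower, also when adjusted over the list alone (median 0.05, limma's camera, adjusted p = 0.9), with DDIT4 at 1.67 ± 0.11 and the glycolysis gene HK2 at -2.22 ± 0.18. The lists of p53, TNF and hypoxia targets were written for this purpose and are not the gene sets of Figs 2 and 3.

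**Figure D6:**
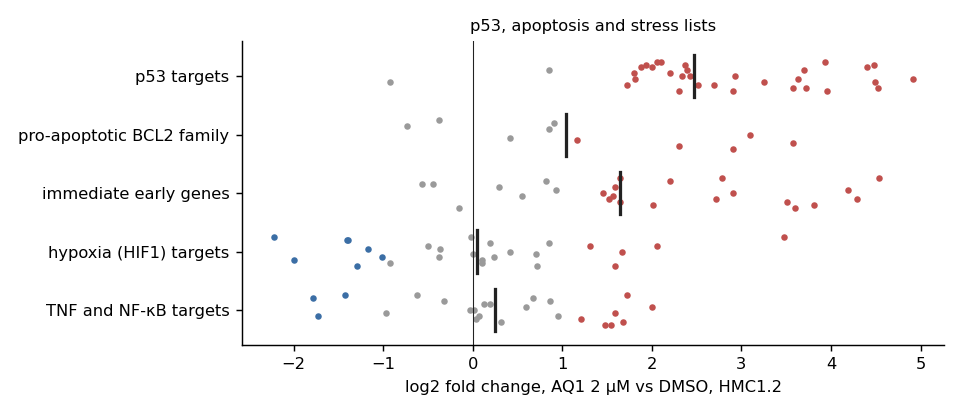
Log2 fold change in HMC1.2 at 2 µM of each tested member (points) of gene lists on p53, apoptosis, immediate early genes, hypoxia and TNF, with the list's median (bar); red, higher, blue, lower, grey, neither, by edgeR. Of 32 p53 targets 30 were higher and 0 lower.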

**Figure 2:**
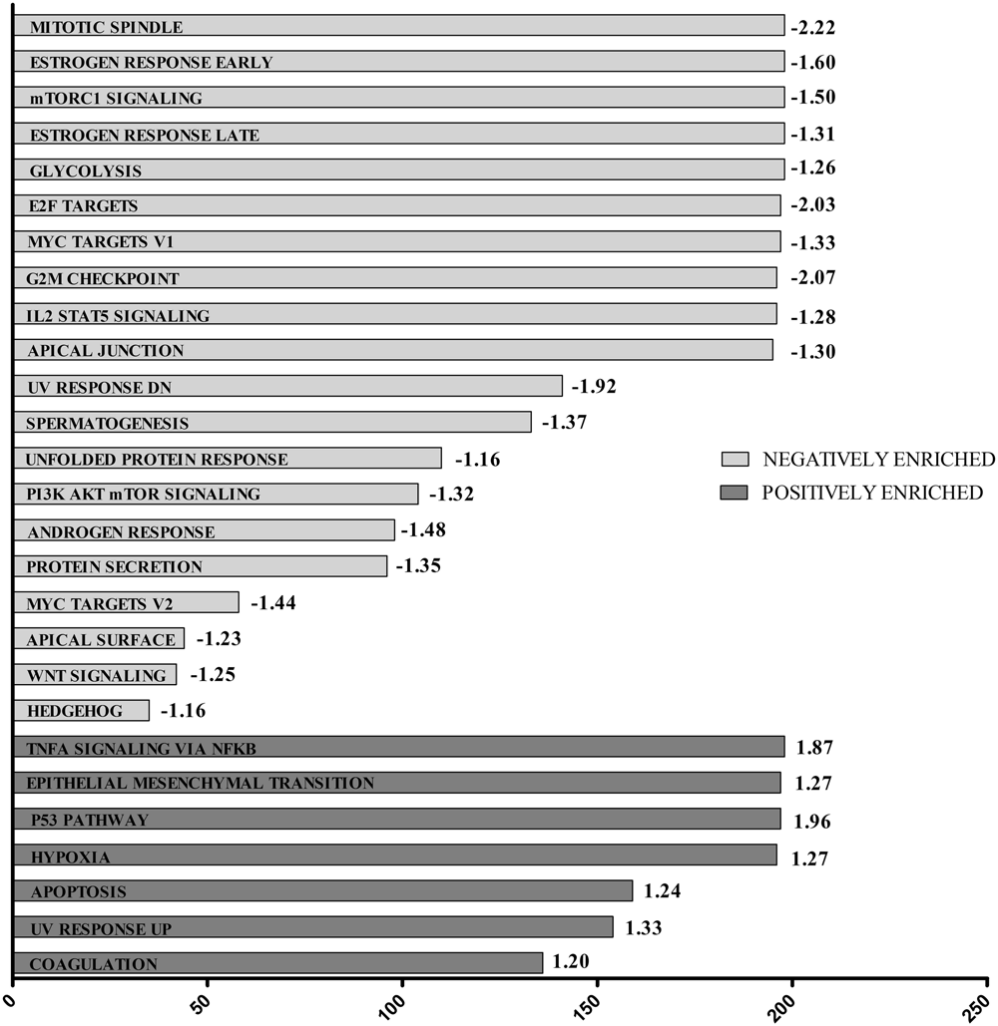
GSEA cancer hallmarks positively and negatively enriched after treatment with 2 μM AQ1 in HMC1.2 cells. The x-axis reported the gene group size and numbers at the end of the bars represented NES value.

**Figure 3:**
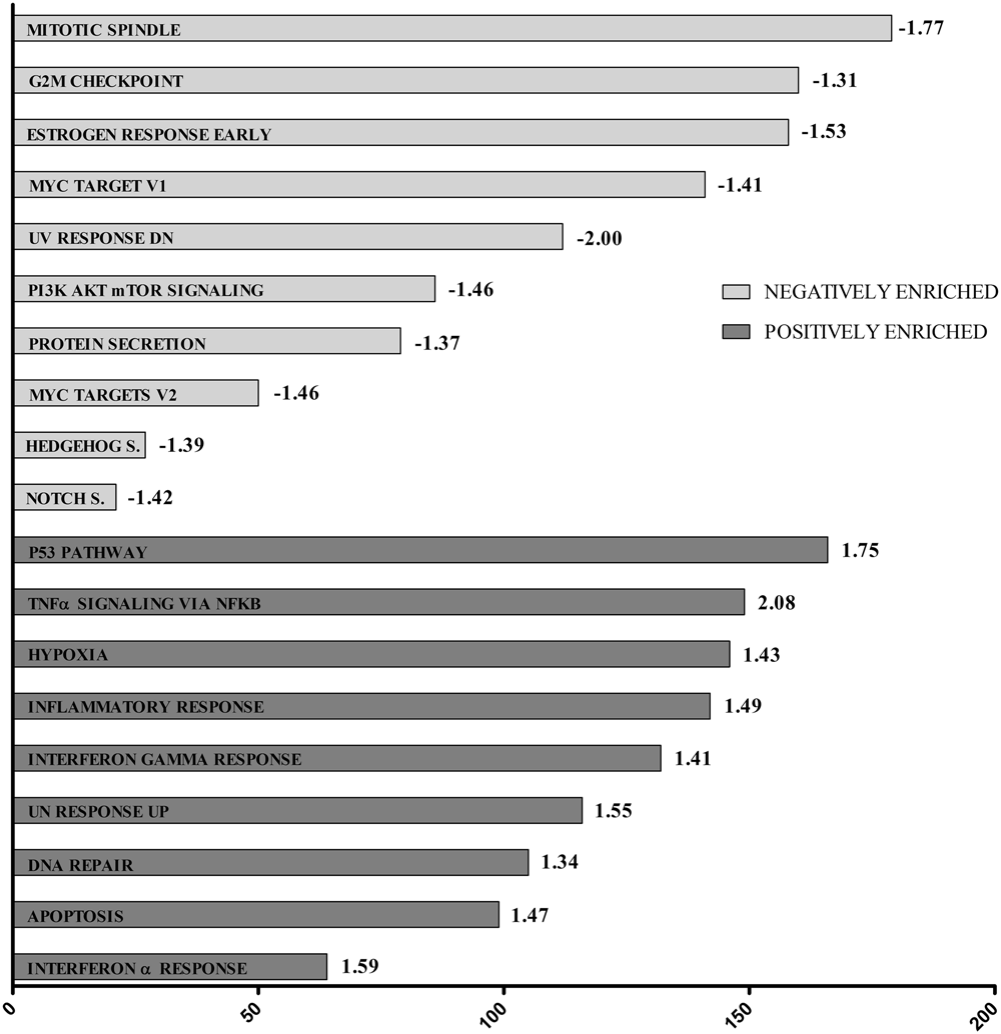
GSEA cancer hallmarks positively and negatively enriched after treatment with 2 μM AQ1 in C2 cell line. The x-axis reported the gene group size and numbers at the end of the bars represented NES value.

**Figure 4:**
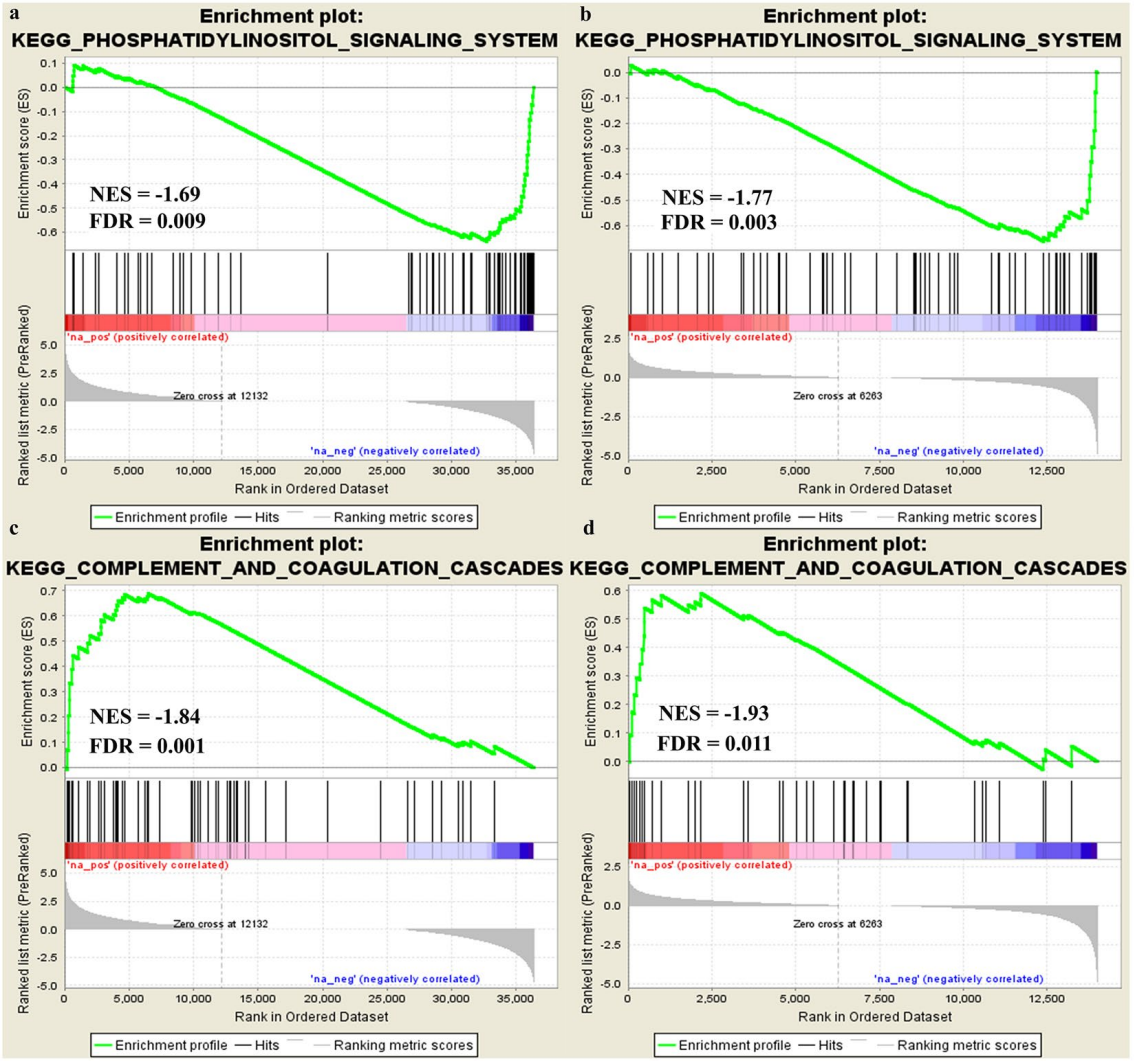
GSEA Enrichment plot (KEGG pathways) negatively and positively enriched in HMC1.2 and C2 cell lines exposed to AQ1 2 μM. The phosphatidylinositol signaling system was negatively enriched by AQ1 in HMC1.2 (panel a) and C2 (panel b). The complement and coagulation cascades pathways was positively enriched by AQ1 in HMC1.2 (panel c) and C2 (panel d). The green curve corresponds to the ES (enrichment score) curve, which is the running sum of the weighted enrichment score obtained from GSEA software, while the normalized enrichment score (NES) and the corresponding FDR are reported within each graph. A permission for the use of the images was obtained by KEGG (Kanehisa Laboratories rif. 180271)^34–36^.

With regard to *KIT* regulation, the RNA-Seq data evidenced a significant inhibition of multiple downstream processes activated by this proto-oncogene. 

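KIT (ENSG00000157404, chromosome 4 of GRCh38 from 54657267 to 54740783) fell in HMC1.2 from 2800 ± 672 CPM with DMSO to 838 ± 172 CPM at 2 µM (SD, n = 4). The change was -1.74 ± 0.19 on the log2 scale at 2 µM and -0.63 ± 0.18 at 1 µM (adjusted p = 1.37e-07 and 0.00634 from edgeR), the latter under the 2-fold limit. Between 2 and 1 µM, it was -1.11 ± 0.19 (adjusted p = 0.000162 from edgeR), and -0.94 without AQ1 2 µM replicate 2, a value under the limit. In C2, KIT (ENSCAFG00000002065) went from 5230 ± 276 to 2640 ± 253 CPM at 2 µM, a log2 change of -0.99 ± 0.08 (adjusted p = 1.39e-08 from edgeR). That value is just under the 2-fold limit, which it passed with the untreated cells in place of DMSO (-1.05), with no filter on low counts (-1.00), and without DMSO replicate 2 (-1.01), DMSO replicate 3 (-1.00), AQ1 2 µM replicate 1 (-1.01) or AQ1 2 µM replicate 4 (-1.04).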

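At 2 µM in HMC1.2, the kinase AKT3 of the PI3K pathway fell by 3.62 on the log2 scale (standard error 0.27, adjusted p = 1.09e-09 from edgeR), and the kinases LYN and MTOR stood at -2.86 ± 0.13 and -2.81 ± 0.22. The phospholipase PLCG2 was at -2.75 ± 0.16, the kinase BRAF at -2.63 ± 0.27, SOS1, an exchange factor of Ras, at -2.23 ± 0.22, the adaptor GRB2 at -1.85 ± 0.09 and JAK2 at -1.76 ± 0.21. MAPK1 was at -1.45 ± 0.12 and the transcription factor STAT1 at -1.29 ± 0.13. All 12 genes drawn in Fig. 5 were lower, also when adjusted over the list alone, with a median log2 fold change of -2.26 (camera, adjusted p = 7.03e-06, and 0.252 with an estimated correlation), and the study chose them on these samples. These genes have a median span of 151 kb, and their median was -0.81 once the trend with span was removed and did not pass (limma's camera, adjusted p = 0.124). In C2, AKT3 was at -1.85 ± 0.13 and PLCG2 at -1.45 ± 0.07 (adjusted p = 8.26e-10 and 4.67e-12 from edgeR). BRAF in C2 was at -1.00 ± 0.10, just under the 2-fold limit (adjusted p = 2.45e-07 from edgeR), and at -1.21 against untreated cells. The other Fig. 5 genes apart from FYN are not named in C2 by the sources used here.

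**Figure D7:**
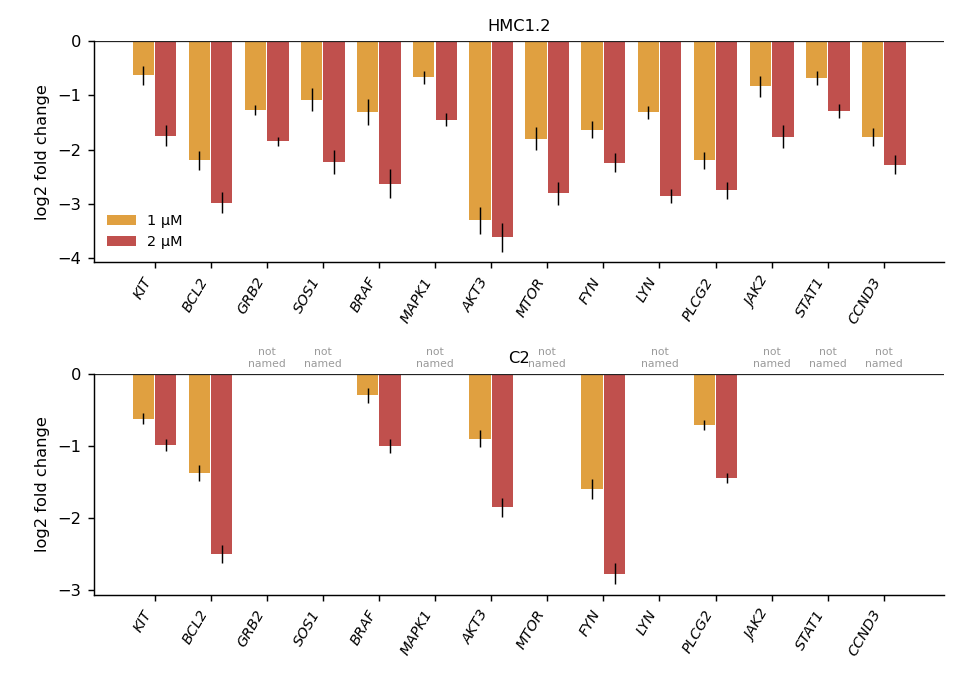
Log2 fold change (bars) ± standard error at 1 and 2 µM against DMSO of the genes drawn in Fig. 5 and of KIT and BCL2, with HMC1.2 on top and C2 below. In HMC1.2 at 2 µM the values run from -3.62 for AKT3 to -1.29 for STAT1, and AKT3 is at -1.85 in C2.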

Figure 5 shows the expression profile (mRNA) of some genes that are part of several *KIT* downstream pathways such as the Ras/Erk signal transduction, the PI3K signal transduction, the PLC-γ signaling transduction, the Src kinase signal transduction and the JAK/STAT signaling pathways^37^. In both cell lines, the whole set of target genes were negatively enriched following the AQ1 treatment, except for the canine JAK-STAT pathway.

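Among genes that act after KIT in HMC1.2 at 2 µM, PTK2, the focal adhesion kinase of the Src module, fell, and PRKCH, a protein kinase C of the PLC-γ module, had a log2 fold change of -3.78 ± 0.27 (adjusted p = 5.87e-10 from edgeR). The adaptor gene GAB2 of the Ras/Erk module fell, its kinase MAP2K1 was at -2.27 ± 0.12, and the kinase subunit PIK3CB of the PI3K module at -3.25 ± 0.21. JAK1, STAT5B and the target gene CISH of the JAK/STAT module were at -1.58 ± 0.15, -1.49 ± 0.08 and -2.25 ± 0.12. SHC1, an adaptor of the Ras/Erk module, was at 1.00 ± 0.08, at the 2-fold limit, and not past it under some alternatives. Of 16 Ras/Erk genes, 8 were lower and 2 higher (median -0.89, limma's camera, adjusted p = 0.153). Of 16 PI3K genes, 8 were lower and 0 higher with edgeR (median -1.01, camera, adjusted p = 7.32e-05, and 0.252 with an estimated correlation). Of 11 PLC-γ genes, 9 were lower and 0 higher with edgeR (median -3.05, camera, adjusted p = 0.000882, and 0.252 with an estimated correlation), and of 11 Src genes, 8 were lower and 0 higher (median -2.24, camera, adjusted p = 0.000967, and 0.252 with an estimated correlation). Of 15 JAK/STAT genes, 7 were lower and 0 higher with edgeR (median -0.74, camera, adjusted p = 0.0435, 0.0565 with the replicate number as a block and 0.252 with an estimated correlation). The counts in all 5 modules were the same when adjusted over the list alone. With the trend of fold change with gene span removed, the medians were -0.58 for the PI3K, -0.58 for the PLC-γ, -1.08 for the Src and -0.25 for the JAK/STAT module, and none of them passed (limma's camera, adjusted p = 0.268, 0.154, 0.051 and 0.205). In C2, the exchange factor VAV3 was at -2.87 ± 0.20 and MITF, the mast cell transcription factor, at -1.37 ± 0.12, and none of the 15 JAK/STAT genes is named.

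**Figure D8:**
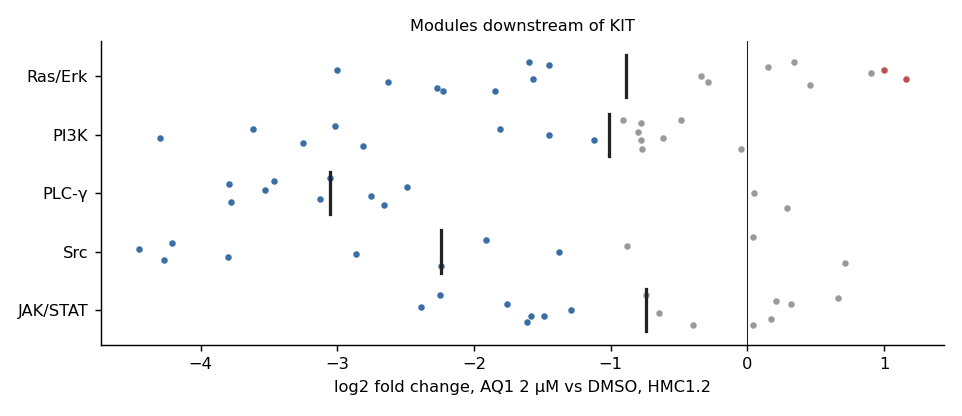
Log2 fold change in HMC1.2 at 2 µM of each tested member (points) of gene lists on the signaling modules after KIT, with the list's median (bar); red, higher, blue, lower, grey, neither, by edgeR. The medians run from -3.05 for the PLC-γ module to -0.74 for the JAK/STAT module.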

**Figure 5:**
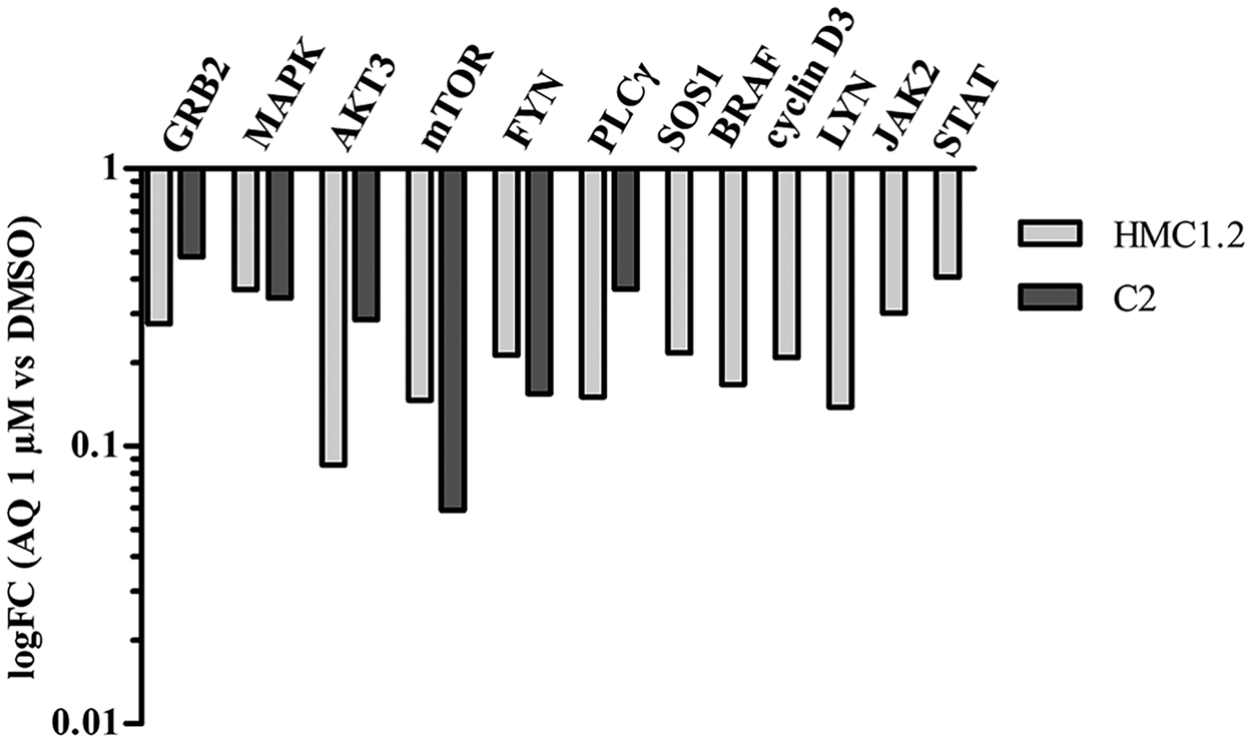
RNA-Seq fold change (FC) of genes involved in *KIT* downstream pathways after treatment with AQ1 2 µM. *GRB2*: Growth Factor Receptor Bound Protein 2. *MAPK*: Mitogen-Activated Protein Kinase 1. *AKT3*: AKT Serine/Threonine Kinase 3. *mTOR:* Mechanistic Target Of Rapamycin Kinase. *FYN*: FYN Proto-Oncogene, Src Family Tyrosine Kinase. *PLCγ2*: Phospholipase C Gamma 2. *SOS1*: SOS Ras/Rac Guanine Nucleotide Exchange Factor 1. *BRAF*: B-Raf Proto-Oncogene, Serine/Threonine Kinase. *LYN*: LYN Proto-Oncogene, Src Family Tyrosine Kinase. *JAK2*: Janus Kinase 2. *STAT*: Signal Transducer And Activator Of Transcription 1.

To uncover some of the biological consequences the DEGs might have, the top downregulated protein-coding genes were collapsed to their corresponding protein symbols and their interactions were visualized by a protein-protein interaction (PPI) network, using the Search Tool for the Retrieval of Interacting Genes/Proteins (STRING, https://string-db.org/) database. Figure 6 shows the PPI network (*p* < 0.001) observed in HMC 1.2 cells exposed to 2 µM AQ1. 

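PLCB1, a phospholipase C, and other genes of the proteins drawn in Fig. 6 were among those lower in HMC1.2 at 2 µM. Of the 34 genes tested, 31 were lower, 0 were higher with edgeR and 3 did not pass the test, the same when adjusted over the list alone, and their median log2 fold change was -3.23 (camera, adjusted p = 1.52e-10, and 0.252 with an estimated correlation). The kinase gene PTK2 and the phosphatase gene PPP3CA (-3.38 ± 0.17) fell. Outside this list, the kinase gene GSK3B was at -3.02 ± 0.19, the phosphatase gene PTPRJ at -3.01 ± 0.22 and the transcription factor NFATC3 at -2.49 ± 0.15 on the log2 scale. The median gene span of the list was 222 kb, and its median was -1.01 once the trend of fold change with gene span was removed (limma's camera, adjusted p = 0.000777). The study drew these proteins from the genes that fell most in the same samples, so the counts are not independent evidence.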

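The VEGF receptor drives growth of blood vessels through kinases and phospholipases, and of 32 tested genes of its pathway, 13 were lower and 2 higher in HMC1.2 at 2 µM, the same when adjusted over the list alone. Their median log2 fold change was -0.88 (camera, adjusted p = 0.00198, and 0.186 with an estimated correlation). It was -0.37 once the trend with gene span was removed, and the list no longer passed (limma's camera, adjusted p = 0.233). VEGFA, the ligand gene, was at 0.72 ± 0.09, under the 2-fold limit (adjusted p = 1.74e-06 from edgeR).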

The most negatively-enriched pathways were the transmembrane receptor protein tyrosine kinase signaling pathway (GO.0007169; FDR <0.001), the vascular endothelial growth factor receptor signaling pathway (GO.0048010; FDR <0.001), and the cell surface receptor signaling pathway (GO.0007166; FDR <0.001). Because the STRING database relies largely on curated experimental data, a meaningful PPI for the DEGs of C2 cells was not possibly – likely because little information is available on the function of proteins in dogs.

**Figure 6:**
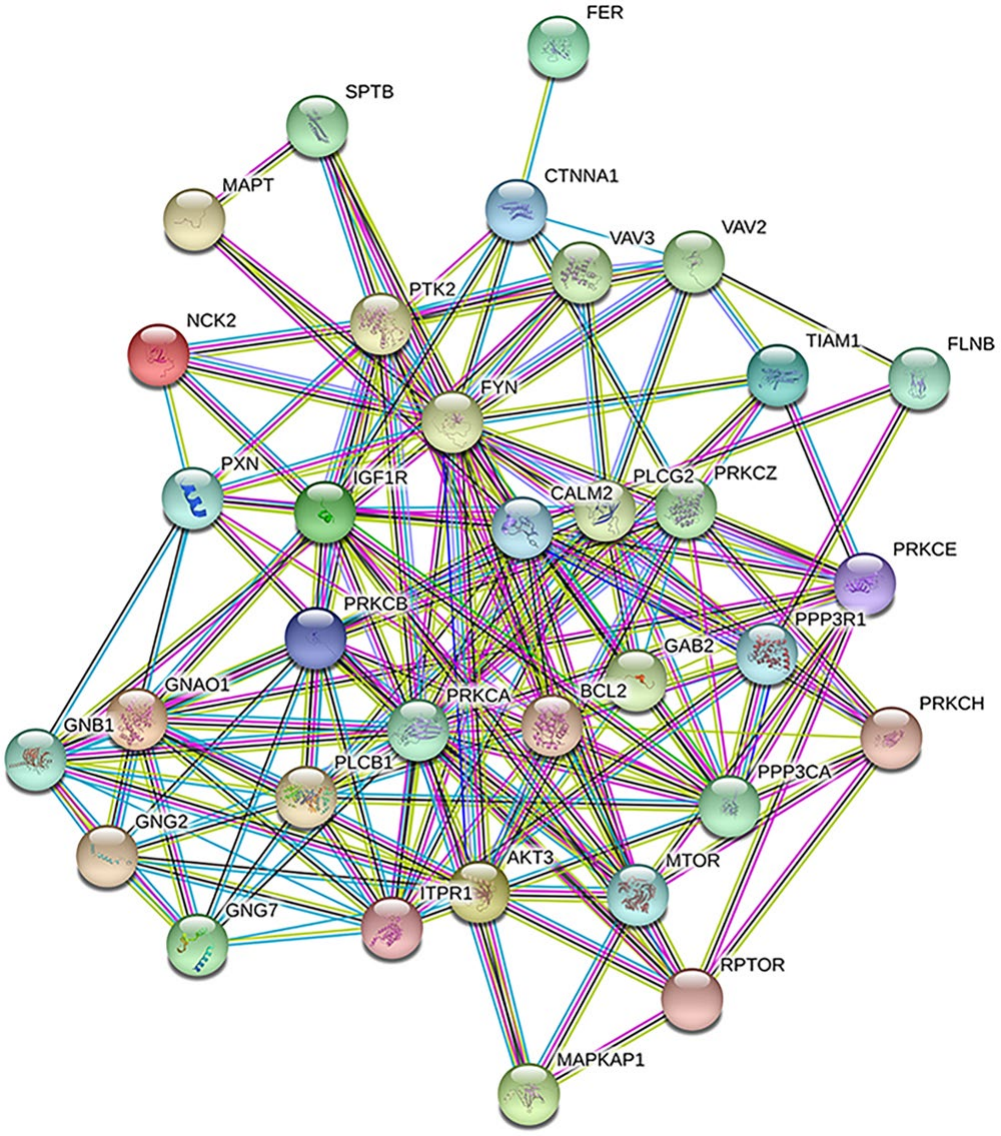
STRING protein network map of thirty proteins commonly downregulated by AQ1 2 µM in HMC1.2. Colored nodes indicate the individual protein identified. Lines between nodes represent direct and indirect association of proteins. Line colors indicate the type of interaction evidence (light blue: known interaction from curated database; purple: known interaction experimentally determined; green: predicted interaction gene neighborhood; red: predicted interaction gene fusion; blue: predicted interaction gene co-occurrence; yellow: text mining; black: co-expression; lilac: protein homology.

### G4 prediction

The Quadbase2/EuQuad tool^38,39^ was used to mine G4 from RNA-Seq results using the corresponding gene’s Ensembl ID. Figure 7 reports the results obtained searching for the G3 L1–7 motif in ±2 kb TSS of each record. In both species, EuQuad predicted the presence of at least one G4 domain near the TSS for the majority of DEGs (overall >75%). 

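Motifs of 4 runs of at least 3 G with loops of 1 to 7 bases were searched on both strands within 2000 bases of the annotated gene start of each HMC1.2 gene on GRCh38, and the dog genome was not analysed here. At 2 µM, 2875 of 3753 lower genes and 2267 of 3158 higher genes had at least 1 motif, or 74.4% of the called genes, and among protein-coding genes 79.3%, a split chosen after seeing the data. Of 9206 tested genes that were not called, 6699 (72.8%) had a motif. Within 1000 bases of the start, 67.4% of the called genes had a motif, and within 500 bases 57.3%.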

The percentage of DEGs with a predicted G4 domain did not differ between the down- and up-regulated genes (71% vs 85.8% in canine DEGs and 80% vs 76% in human DEGs, respectively).

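Lower genes carried a motif more often than higher ones over all tested HMC1.2 genes, and the shares were closer among protein-coding genes. At 2 µM, 76.6% of lower, 71.8% of higher and 72.8% of uncalled genes had a motif. The odds ratio was 1.29 for lower against higher genes (Fisher's exact test, two-sided, p = 4.97e-06, adjusted p = 1.54e-05) and 1.23 for lower against uncalled genes (p = 6.16e-06, adjusted p = 1.71e-05). For higher against uncalled genes, it was 0.952 (Fisher's exact test, p = 0.288, adjusted p = 0.347). Among protein-coding genes, the shares were 79.9%, 78.2% and 79.2%, with an odds ratio of 1.11 for lower against higher genes (Fisher's exact test, p = 0.139, adjusted p = 0.2) and 1.04 for lower against uncalled ones (p = 0.42, adjusted p = 0.472). At 1 µM, the shares among protein-coding genes were 82.0% of lower and 77.5% of higher genes (Fisher's exact test, p = 0.00126, adjusted p = 0.00239). The adjusted values are Benjamini-Hochberg over 36 such tests, and genes are not independent replicates.

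**Figure D9:**
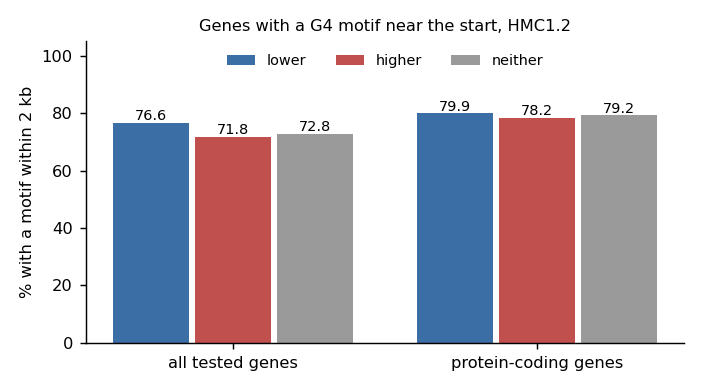
Percent of HMC1.2 genes with at least 1 G4 motif near the gene start at 2 µM, within 2000 bases on either side, in lower, higher and uncalled genes. The shares are 76.6%, 71.8% and 72.8% over all tested genes and 79.9%, 78.2% and 79.2% over protein-coding genes.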

**Figure 7:**
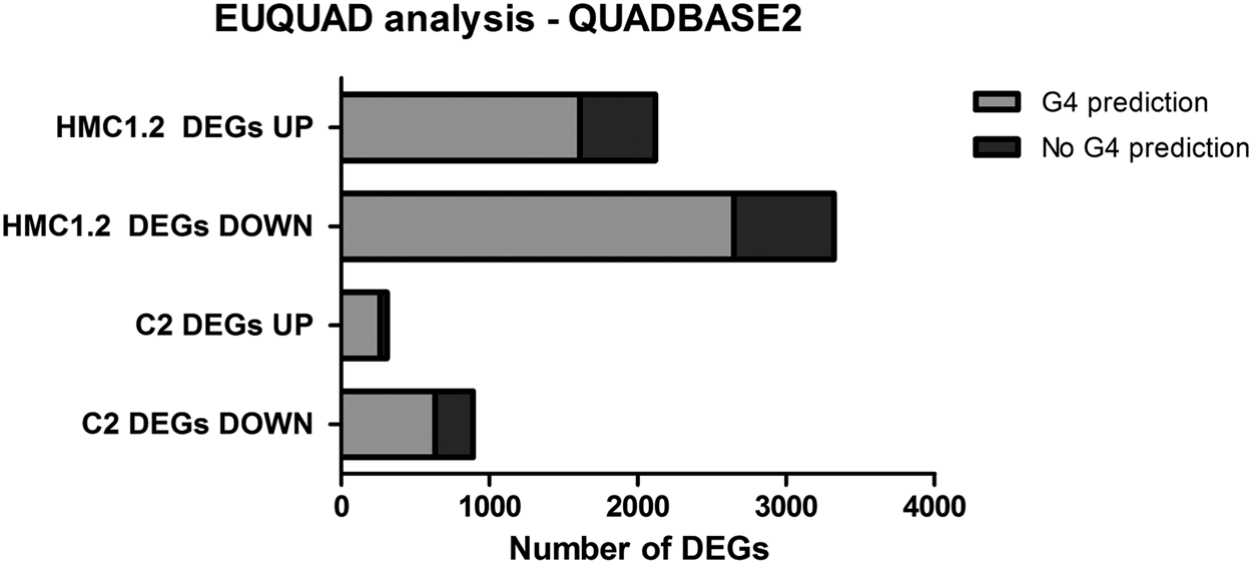
Number of DEGs that are predicted by EuQuad tool to have at least one putative G-quad sequence in the region ±2 kb TSS (G3 L1-7).

### qPCR confirmation

To cross-validate the RNA-Seq data, twelve genes were tested for their relative gene expression by qPCR. The selected genes belonged to different pathways: *KIT* activation pathways (*RPTOR)*, epigenetic regulation (*HDAC4)*, apoptosis (*BMF*), cell cycle (*CDKN1A*, *CDK6*), metabolism (*CYP1A1*, *FAXDC2*), cell signaling (*KRS2*, *TNFRSF11β*), transcription regulation (*EGR2*), cell morphology (*MID1*), and tumor oncogenes (*EGFR)*. The qPCR results (Supplementary Figures S5–S7) corroborated the RNA-Seq data analysis. 

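In the RNA-Seq counts of HMC1.2, the cell cycle kinase CDK6 (ENSG00000105810) had a log2 fold change of -3.88 ± 0.40 at 2 µM and -3.09 ± 0.34 at 1 µM (adjusted p = 8.15e-08 and 3.59e-07 from edgeR). MID1, a ubiquitin ligase of microtubules, was at -4.54 ± 0.61 and -2.70 ± 0.41, at a low level that went from 1.26 CPM with DMSO to 0.0513 CPM at 2 µM. EGR2, an early growth response factor, rose by 3.60 ± 0.21 at 2 µM and 2.93 ± 0.21 at 1 µM, and CYP1A1, a xenobiotic monooxygenase, by 3.03 ± 0.16 and 2.00 ± 0.16. FAXDC2, a gene of lipid metabolism, did not pass the test at 2 µM (0.28 ± 0.50, adjusted p = 0.633 from edgeR).

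**Figure D10:**
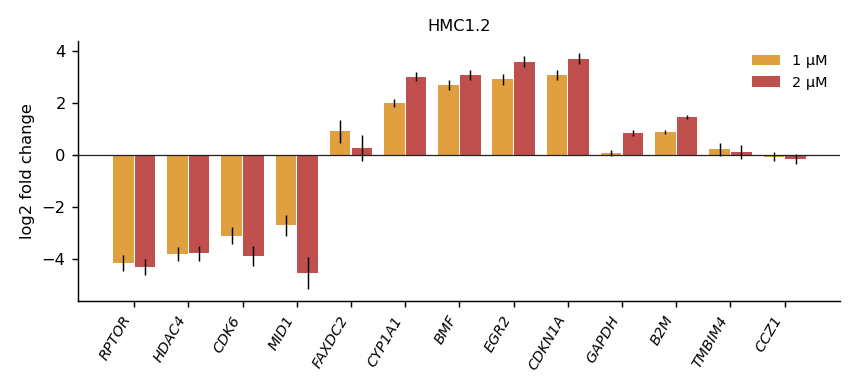
Log2 fold change (bars) ± standard error at 1 and 2 µM against DMSO, from edgeR, of the genes the study chose for qPCR and tested in HMC1.2 by RNA-Seq, with its internal control genes on the right. At 2 µM the control genes B2M and GAPDH are at 1.47 and 0.86.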

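RPTOR (ENSG00000141564), a subunit of mTORC1, had a log2 fold change in HMC1.2 of -4.30 ± 0.32 at 2 µM and -4.14 ± 0.30 at 1 µM (adjusted p = 8.4e-10 and 1.85e-09 from edgeR), from 107 ± 12.8 CPM with DMSO to 5.82 ± 3.36 CPM at 2 µM. HDAC4 (ENSG00000068024) was at -3.77 ± 0.29 and -3.80 ± 0.27 (adjusted p = 1.56e-09 and 1.56e-09 from edgeR). BMF (ENSG00000104081), a pro-apoptotic gene of the BCL2 family, rose by 3.09 ± 0.18 at 2 µM and 2.71 ± 0.18 at 1 µM, and CDKN1A (ENSG00000124762) by 3.72 ± 0.21 and 3.08 ± 0.20. CDKN1A went from 198 ± 47.4 to 2600 ± 374 CPM at 2 µM (adjusted p = 3.1e-11 from edgeR). In C2, RPTOR was at -4.16 ± 0.11 at 2 µM and -2.86 ± 0.10 at 1 µM (adjusted p = 4.73e-15 and 4.09e-13 from edgeR), and HDAC4 at -3.78 ± 0.16 at 1 µM. BMF and CDKN1A are not named in C2 by the sources used here.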

In specific, the downregulation of *RPTOR* and *HDAC4* by AQ1, as well as the upregulation of the pro-apoptotic factor *BMF* and cell cycle controller *CDKN1A* were significantly correlated between the qPCR and RNA-Seq data, in both cell lines.

The EuQuad output for each gene selected for qPCR confirmation is shown in Supplementary Table S5. For every gene, the software analyzed around 2 kb before and after the TSS to search for G3 L1-7 motif. *HDAC4* was the gene with the highest number of putative G4-forming sequences near the TSS in both species, followed by *CDK6* in human and *RPTOR* in dog. 

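On GRCh38, HDAC4 lies on chromosome 2 from 239048168 to 239401654 and had 9 motifs within 2000 bases of its start, 2 with G on the plus and 7 on the minus strand. CDK6 lies on chromosome 7 from 92604921 to 92836573 and had 5 motifs, 1 on the plus and 4 on the minus strand. BMF, on chromosome 15 from 40087890 to 40108892, also had 5 motifs, and CYP1A1 had 4. RPTOR, on chromosome 17 from 80544819 to 80966371, had 2 motifs, both on the minus strand, and FAXDC2 had 2, both on the plus strand. The canine genes were not analysed here.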

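CDKN1A lies on chromosome 6 of GRCh38 from 36676460 to 36687337, and 0 motifs were found within 2000 bases of its annotated start. MID1, on chromosome X from 10445310 to 10833654, also had 0 motifs. EGR2, on chromosome 10 from 62811996 to 62819167, had 3 motifs, 2 with G on the plus and 1 on the minus strand. The start used is that of the gene in the annotation, and a transcript with another start has another window.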

On the contrary, for other genes like canine *EGFR*, human *CDKN1a* and human *EGR2* the tool did not find G3 L1-7 motifs.

## Discussion

DNA is one of the main targets of most anticancer drugs. However, it is rather difficult to achieve a selective effect on particular DNA regions because of the high homogeneity of cellular DNA, mostly occurring in the B form. Interestingly, the possible interactions with specific non-canonical DNA structures may improve the selectivity of low molecular weight compounds towards certain cell processes or signaling pathways. In this scenario, an increasing interest has recently gained targeting the G4 secondary structure of nucleic acids that might affect pathways that are critical for tumor cells growth and proliferation^40^.

We previously used a targeted approach to assess the effect of AQ1 both in human and canine *KIT*-dependent cell lines (from two to almost forty-fold inhibition)^31–33^. Results demonstrated a significant inhibition of cell proliferation and downregulation of *KIT* and *BCL2* induced by AQ1 whereas other prototypical oncogenes as *hTERT*, *MYC*, and *PDGF* were not highly modulated by this compound. Moreover, we confirmed the presence of two conserved G4 forming domain in canine *cKIT* promoter^32^.

Taking into consideration these evidence, in the present study, we profiled, using RNA-Seq, the effects of AQ1 treatment on the transcriptome of two *KIT*-dependent cell lines of human and canine origin (HMC1.2 and C2, respectively). The choice of time and doses derived from a preliminary validation step; in particular, the two doses we used were poorly cytotoxic for both cell lines, while the time of exposure (T_12_) was sufficiently short to attribute the major transcriptional modulation to DNA binding by AQ1 and not to secondary effects that could occur over a longer treatment time. Indeed, the occurrence of such a drawback emerged in previous transcriptional works. For instance, Halder and colleagues (2012) performed a transcriptional profiling with microarray after 48 h of treatment; because of the long-time of treatment, it was not possible to rule out whether or not some or many of the observed effects were attributed to a direct G4 formation or to secondary effects^26^. Furthermore, HeLa S3 and K562 cells exposed to the G4-stabilizing molecule TMPyP4, showed genome-wide transcriptional effects. However, a smaller set of affected genes (69 and 87 genes for HeLa S3 and K562 cells, respectively) were identified at prolonged (48 h) time of exposure to relatively high TMPyP4 concentration^27,28^ (100 μM).

In this study, upon cell treatment with AQ1, we noticed a dose-dependent increasing number of DEGs; moreover, an overall major inhibitory transcriptional effect was observed in both cell lines. This is in line with several studies indicating G4 as a transcription suppressor element^41–43^. 

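The immediate early gene JUN and the pro-apoptotic gene PMAIP1 were higher at 2 than at 1 µM in HMC1.2, by 2.45 ± 0.28 and 1.43 ± 0.17 on the log2 scale (adjusted p = 8.15e-06 and 9.2e-06 from edgeR), and the repressor gene BCL6 by 1.54 ± 0.25. LYN was lower at 2 than at 1 µM, by -1.55 ± 0.13. BCL2 was lower by -0.79 ± 0.20 and the p53 regulator MDM2 by -0.67 ± 0.12, both under the 2-fold limit (adjusted p = 0.00374 and 0.000356 from edgeR). HDAC4 and RPTOR did not differ between the doses in HMC1.2 by this test (0.03 ± 0.33 and -0.16 ± 0.33, adjusted p = 0.954 and 0.718 from edgeR). In this direct comparison, which does not share the DMSO libraries, 645 HMC1.2 genes were higher and 739 lower at 2 µM, or 53.4% lower, and 81.1% of the called genes were lower with scaling by total counts alone. More genes were higher than lower with DESeq2 size factors (48.3% lower), DESeq2 (47.0%), the prior on the fold change (44.4%), only the 2 groups compared (49.5%), and without AQ1 1 µM replicate 4 (47.1%), AQ1 2 µM replicate 1 (47.5%) or AQ1 2 µM replicate 2 (44.8%), so no direction of this majority is settled. In C2, KIT was lower at 2 than at 1 µM by -0.37 ± 0.08, under the 2-fold limit, and FYN by -1.17 ± 0.16, which was not past it with DESeq2 and a prior on the fold change (-0.98). The share of lower genes among those called in C2 was 70.9%.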

The ligand-induced stabilization of G4 motifs could lead to “jamming” of the transcription bubble, thus resulting in stalling of RNA polymerase and in an aborted transcription^27,44^. This is also in agreement with the suppression of gene expression that we observed in our experimental conditions. 

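Genes that fell in HMC1.2 were longer at the median than uncalled ones, and genes that rose were shorter. At 2 µM, the median gene span on GRCh38 was 88.7 kb for 3753 lower genes, 8.65 kb for 3158 higher genes and 18.9 kb for 9206 tested genes that were not called. In the 10% of genes with the longest spans (median 203 kb), the median log2 fold change was -2.21, and 78.5% were lower and 3.04% higher by edgeR. In the 10% with the shortest spans (median 0.69 kb), the median was 0.58, and 7.57% were lower and 32.6% higher. Across 16117 genes, Spearman's rho of log2 fold change and span was -0.498 at 2 µM and -0.398 at 1 µM, and -0.566 and -0.438 among protein-coding genes. In DMSO against untreated cells, it was 0.007 (-0.15 among protein-coding genes), and over all genes from -0.161 to 0.274 when each library was left out in turn. Genes are not independent replicates, so no p is given, and C2 gene spans were not analysed here.

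**Figure D11:**
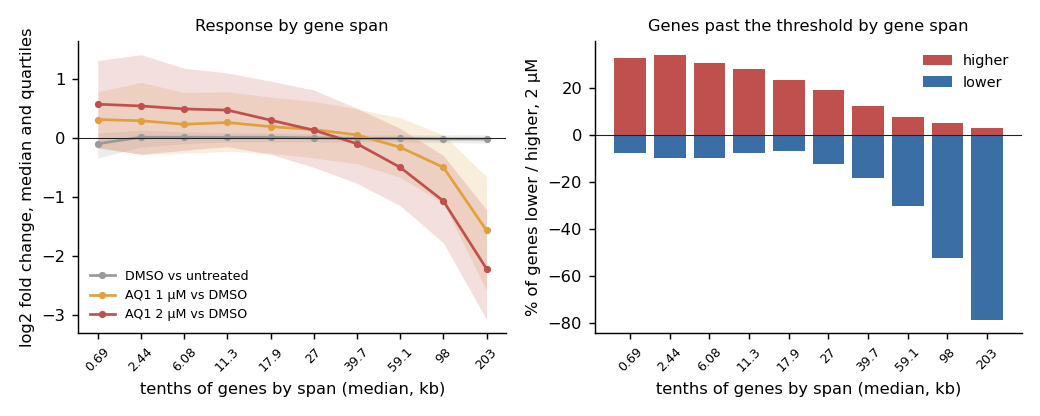
Median and quartiles (bands) of the log2 fold change in HMC1.2 in 3 comparisons (left), and percent of genes lower and higher at 2 µM (right), in 10 equal groups of the tested genes ordered by gene span. At 2 µM the median goes from 0.58 in the group of shortest genes to -2.21 in that of the longest, and with DMSO against untreated cells it stays between -0.09 and 0.02.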

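Within 3 equal groups of protein-coding genes ordered by span, the share that fell was compared between HMC1.2 genes with and without a motif within 2000 bases of the start. In the group with the longest spans, 59.5% of 3230 genes with a motif and 53.2% of 899 genes without one were lower at 2 µM. In the middle group, the shares were 15.0% and 15.2%, and in the group with the shortest spans 6.96% and 5.98%. The mean number of motifs per gene at 2 µM was 2.80 in lower, 2.58 in higher and 2.49 in uncalled genes over all tested genes.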

The use of EuQuad clarified that most of up- or downregulated DEGs possessed at least one G3 L1-7 motif near the TSS. Nevertheless, this is just an *in-silico* prediction and other approaches, e.g. the Chem-seq technique and G4-Seq or G4 ChIP-seq methods, could give more precise information about AQ1 and G4 interactions on the whole genome level^45–47^.

On a comparative basis, we observed a higher number of DEGs in the human *versus* the dog cell line. This result supports preliminary analysis on C2 cells where a slight reduction of *KIT* mRNA and protein levels was observed upon treatment with AQ1^33^. This can be reasonably connected to the different sequence and distribution of the G4 forming domains in the human *versus* canine promoters although the modulation of distinct cellular pathways cannot be ruled out. Indeed, a critical issue might be represented by the fact that the two cell lines we used in this study represent, in both species, suitable *in vitro* models for mast cell diseases. However, they derive from different neoplasms, i.e. human mastocytosis (HMC 1.2) and cutaneous mast cell tumor (C2). Hence, this study does not represent a mere transcriptome comparison between the two species since apparent contradictions might result from gene and/or pathways differential expression in the two cell lines. However, despite the possible presence of substantial transcriptional differences between the two cell lines, several common cancer hallmarks and oncogene-related pathways were identified. In particular, the mTOR- and MYC-dependent pathways were downregulated in both species, whereas the apoptosis and p53-mediated programmed cell death were positively enriched. 

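AKT3, BRAF and PLCG2 fell further in HMC1.2 than in C2 at 2 µM, by a difference in log2 fold change of -1.78, -1.64 and -1.30 with the scaling of each line's own genes (adjusted p = 5.23e-06, 1.15e-05 and 7.93e-07 from an edgeR interaction test). KIT differed by -0.75 (adjusted p = 0.00199 from edgeR), under the 2-fold limit, and RPTOR by -0.13, which did not pass the test (adjusted p = 0.742 from edgeR). Among 596 pairs at 2 µM, 343 were lower and 13 higher in HMC1.2 than in C2 with this scaling. The joint scaling over the 596 pairs and all 32 libraries, set in advance, gave 28 lower and 103 higher. The pairs were chosen as lower in both lines, so that scaling centres their fall in each line and moves all differences nearly alike, with a median of 0.16 against -1.23. Its values (KIT 0.64, RPTOR 1.19, AKT3 -0.36, BRAF -0.21 and PLCG2 0.07) place a pair only against the other pairs and do not show which line fell more. The counts of called genes in the lines rest on different genomes and on 16259 and 13537 tested genes, and no test compares them.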

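At 1 µM in HMC1.2, 30 of 32 p53 targets were higher and 0 lower with edgeR, with a median log2 fold change of 2.14 (camera, adjusted p = 2.13e-17, and 0.12 with an estimated correlation). Of 37 MYC targets, 5 were lower and 0 higher (median -0.45, camera, adjusted p = 0.000758, and 0.206 with an estimated correlation). Of 28 metabolic genes that depend on mTORC1, 12 were lower and 0 higher (median -0.58, camera, adjusted p = 0.000574, and 0.206 with an estimated correlation). Among 12 genes of the mTOR complexes at 2 µM, 5 were lower and 2 higher (median -0.83, camera, adjusted p = 0.0371, and 0.252 with an estimated correlation), with MAPKAP1 at -3.98 ± 0.22 and DEPTOR at -3.82 ± 0.18. That list no longer passed once the trend with gene span was removed (median -0.82, limma's camera, adjusted p = 0.225). The counts in these lists were the same when adjusted over the list alone. The p53-induced genes PMAIP1, BBC3 and SESN2 stood at 3.57 ± 0.18, 2.91 ± 0.21 and 3.25 ± 0.21 at 2 µM.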

Other ligands have already been investigated for their ability to stabilize the G4 structure of *MYC* and *KIT* promoter, thereby affecting their downstream pathways. In Goh *et al*. (2016), a salicylaldehyde semicarbazone copper (II) complex induced apoptosis through the caspase-dependent pathway by reducing the expression of *RAS* and *MYC*, and by inhibiting Ras-ERK and PI3K-Akt pathways in MOLT-4 leukemia cells^48^. In 2013, Shen and colleagues proved that a G4 ligand named SYUIQ-FM05 suppressed *KIT* mRNA transcription and total kit protein amount in K562 cells, and this inhibition led to a downregulation of MEK activity, ERK phosphorylation, and the RAS/MEK/ERK signaling pathway^49^.

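In HMC1.2 at 2 µM, the interferon-induced gene IFIT2 rose by 3.08 ± 0.21 on the log2 scale, and the interferon regulatory factors IRF1 and IRF7 by 1.43 ± 0.12 and 1.77 ± 0.17 (adjusted p = 3.48e-10, 7.71e-09 and 3.87e-08 from edgeR), while USP18, which damps interferon signaling, was at -1.69 ± 0.17. Of 27 tested interferon-stimulated genes, 9 were higher and 4 lower, the same when adjusted over the list alone, and the list did not pass the test (median 0.56, limma's camera, adjusted p = 0.165). TNFAIP2, an early response gene of TNF, was at 1.21 ± 0.10.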

If we consider as a whole the GSEA hallmarks and KEGG pathways upregulated by AQ1, there is a predominance of immune system-related pathways. In this respect, no information is available on the stimulation of immune system by other G4 ligands; hence, this could represent an interesting and positive aspect to be considered in further studies.

Assuming a major effect of AQ1 at oncogenes promoters possessing G4 structures, we analyzed the most important pathways regulated by some of the most common oncogenes, such as *MYC*, *BCL2*, *PDGF*, *hTERT* and *VEGF*. Considering *MYC*-related pathway, AQ1 caused the downregulation of *E2F*, *MDM2*, *p53*, *p73* and *BCL6* in HMC1.2 cells. 

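E2F1, E2F2 and E2F3, which drive entry into S phase, had log2 fold changes of -2.27 ± 0.37, -2.10 ± 0.38 and -1.18 ± 0.12 in HMC1.2 at 2 µM (adjusted p = 2.17e-05, 6.32e-05 and 5.89e-08 from edgeR). E2F4 and E2F5 were at -0.51 ± 0.10 and -0.69 ± 0.18, E2F6 at 0.09 ± 0.15 and E2F8 at -0.55 ± 0.38, none past the threshold, and E2F7, a repressor, was at 2.15 ± 0.16. MDM2, a ubiquitin ligase of p53, was at 2.30 ± 0.13 at 2 µM and TP53 at 1.57 ± 0.09 (adjusted p = 3.16e-11 and 2.99e-11 from edgeR). BCL6 was at 3.42 ± 0.28, going from 0.936 ± 0.25 to 10.2 ± 2.58 CPM (adjusted p = 3.94e-09 from edgeR). TP73 was below the filter on low counts and was not tested. MYC itself was at -0.99 ± 0.11 (adjusted p = 1.35e-07 from edgeR), just under the 2-fold limit, and at -1.16 with scaling by total counts alone.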

Interestingly, the latter two genes showed a similar behavior also in canine cells. 

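BCL2 (ENSG00000171791, chromosome 18 of GRCh38 from 63123346 to 63320128) fell in HMC1.2 from 36.1 ± 7.52 CPM with DMSO to 4.68 ± 0.944 CPM at 2 µM, a log2 fold change of -2.98 ± 0.19, and of -2.20 ± 0.17 at 1 µM (adjusted p = 1.52e-10 and 5.03e-09 from edgeR). In C2, it went from 135 ± 17.6 to 24 ± 3.63 CPM, a log2 fold change of -2.50 ± 0.12, and of -1.38 ± 0.11 at 1 µM (adjusted p = 4.26e-12 and 2.37e-08 from edgeR). Of its pro-apoptotic relatives, BIK rose by 2.30 ± 0.29 in HMC1.2 at 2 µM (adjusted p = 8.34e-07 from edgeR), and BAK1 by 1.16 ± 0.10, a value not past the limit under some alternatives. No C2 identifier that rose in the counts could be named, so these relatives were not examined in C2.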

*BCL2* was modulated by the AQ1 treatment in both cell lines with the consequent increase in apoptosis-related pathways confirmed by the increasing expression of pro-apoptotic factors as BIK, BMF and NOXA (the last one only in HMC1.2 cells). In general, it is well demonstrated as anthraquinone derivatives have been shown to induce apoptosis *in vitro*, and such a phenomenon usually implies a decrease of *BCL2* mRNA/protein^50–53^. The *PDGF* signaling pathway was affected only in HMC1.2 cells, with the downregulation of *TIAM2*, *VAV1*, *VAV2* and *NF-kβ*. 

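TIAM2, an exchange factor of Rac, was at -1.89 ± 0.30 in HMC1.2 at 2 µM, VAV1 at -1.91 ± 0.10 and VAV2 at -4.27 ± 0.27 (adjusted p = 1.79e-05, 1.28e-11 and 1.27e-10 from edgeR). NFKB1, which encodes a subunit of NF-κB, was at -1.43 ± 0.09 (adjusted p = 8.78e-11 from edgeR), and RELA, which encodes another, at 1.06 ± 0.11, not past the 2-fold limit under some alternatives. The ligand genes PDGFA and PDGFB were at -1.36 ± 0.47 and -1.27 ± 0.14, and PDGFA was not past the limit under some alternatives. Of 20 tested genes of the PDGF pathway, 13 were lower and 1 higher, the same when adjusted over the list alone (median -1.39, camera, adjusted p = 0.00246, and 0.252 with an estimated correlation). Once the trend with gene span was removed, the median was -0.40 and did not pass (limma's camera, adjusted p = 0.2). In C2, TIAM1, a relative of TIAM2, was at -1.72 ± 0.06, and 5 of 23 symbols of the list are named, so the pathway could not be tested there.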

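TERT, the catalytic subunit of telomerase, lies on chromosome 5 of GRCh38 from 1253147 to 1295068 and had 4 G4 motifs within 2000 bases of its start. In HMC1.2, its log2 fold change was -0.51 ± 0.16 at 2 µM (adjusted p = 0.00768 from edgeR), under the 2-fold limit. Of 12 tested genes of shelterin and telomerase, 2 were lower and 0 higher with edgeR, also when adjusted over the list alone, among them POT1 (-2.36 ± 0.17), and the list did not pass the test (camera, adjusted p = 0.284). TERT is not named in C2 by the sources used here.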

No variation in mRNA levels of *TERT* gene were noticed in both cell lines, despite the important role of G4 sequences in its regulation and transcription^54^. 

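CASP9, an initiator caspase of apoptosis, was at -1.24 ± 0.15 in HMC1.2 at 2 µM (adjusted p = 4.59e-07 from edgeR), and SOS2, a relative of SOS1, at -1.57 ± 0.17. GRB2 lies on chromosome 17 of GRCh38 from 75318076 to 75405709 and went from 574 ± 4.44 CPM with DMSO to 159 ± 21.5 CPM (adjusted p = 6.09e-12 from edgeR). PLCG1, the other phospholipase C-γ, was at 0.29 ± 0.16 and did not pass the test (adjusted p = 0.115 from edgeR). HIF1A, which drives VEGFA expression under low oxygen, was at 0.25 ± 0.11.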

Finally, VEGF pathway was only partially influenced by AQ1 in human cells, as shown by caspase 9, *GRB2* and *SOS* downregulation. In dog cell line, VEGF pathway was negatively enriched by GSEA, likewise to human.

Interestingly, in this study we identified new oncogenes affected by AQ1; for example, the gene *FYN* was downregulated in both cell lines. 

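FYN (ENSG00000010810), a kinase of the Src family, lies on chromosome 6 of GRCh38 from 111660332 to 111873452 and had 2 G4 motifs within 2000 bases of its start. In HMC1.2, it fell from 44.7 ± 2.7 CPM with DMSO to 9.63 ± 2.36 CPM at 2 µM (log2 fold change -2.24, standard error 0.17, adjusted p = 8.33e-10 from edgeR). In C2, it fell from 50.2 ± 7.67 to 7.42 ± 1.03 CPM (log2 fold change -2.77, standard error 0.15, adjusted p = 3.11e-11 from edgeR). The difference between the lines was 0.52 with the scaling of each line's own genes and did not pass the test (adjusted p = 0.0505 from edgeR). With the joint scaling over pairs chosen as lower in both lines, which centres their fall and moves all differences nearly alike, it was 1.91 (adjusted p = 7.35e-08 from edgeR). That value says only that FYN stood apart from the other pairs.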

*FYN* is a tyrosine kinase proto-oncogene with a role in proliferation, invasion and migration in human thyroid carcinoma^55,56^. It also plays a critical role in the development, progression and resistance to anti-cancer drugs in breast cancer, prostate cancer and leukemia^56^. No information is available about the presence of G4 in its promoter sequence. On the other hand, two G4 forming sites are present in the human *EGFR* promoter^57^, a transmembrane protein activated by the epidermal growth factor and the transforming growth factor alpha (TGFα). This oncogene was downregulated by AQ1 only in dog, but other G4 ligands have been shown to affect its mRNA levels in a previous human transcriptomic study^26^.

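JUN (ENSG00000177606, chromosome 1 of GRCh38 from 58776845 to 58784048) rose in HMC1.2 from 26.8 ± 6.73 CPM with DMSO to 523 ± 195 CPM at 2 µM (log2 fold change 4.29, standard error 0.31, adjusted p = 6.82e-10 from edgeR), a fold change of 19.5. At 1 µM, its log2 fold change was 1.83 ± 0.28. Of 24 immediate early genes, which respond to signals without new protein synthesis, 17 were higher and 0 lower with edgeR, the same when adjusted over the list alone, among them NR4A2 (3.51 ± 0.16), NR4A3 (4.19 ± 0.26) and IER5 (2.78 ± 0.20). The list's median was 1.64 (camera, adjusted p = 5.76e-06, and 0.252 with an estimated correlation). CDKN2A, which encodes p16INK4a, was at -0.01 ± 0.24 and did not pass the test, and CCNA2, which encodes cyclin A2, fell by 1.35 (adjusted p = 0.000484 from edgeR). JUN is not named in C2 by the sources used here, so its response there was not tested.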

The proto-oncogene *JUN* was upregulated in HMC1.2 (FC = 18) but not in canine cells. Consistent knowledge shows that c-jun contributes to tumor initiation and increased invasiveness^58^. However, few studies discovered some alternative activities of c-jun, suggesting that it may act as a double-edge sword in cancer^58^. As an example, c-jun seems to prevent methylation silencing of p16INK4a, a tumor suppressor and a cell cycle inhibitor gene^59^. Moreover, the anticancer mechanism of action of tylophorine, a plant-derived alkaloid, is mediated by c-jun, resulting in G1 cell cycle arrest in carcinoma cells, occurring through the downregulation of cyclin A2^60^.

Despite the innovative results obtained in this study, several limitations should be considered. Probably, the most important one is the absence of a validation step for the RNA-Seq platform at the protein level. The post-transcriptional mechanisms of regulation and the emerging evidence that 5′- and 3′-untranslated regions (5′- and 3′-UTRs) as well as open reading frames (ORFs) contain putative RNA G4, might play an important role in tumor biology, e.g., switching on/off some tumor-related pathways^61^. From previous data, the AQ1-mediated downregulation of *KIT* was confirmed also at the protein level in human and canine *in vitro* models^31–33^. Hence, the protein evaluation of the kit-downstream pathways could substantiate current transcriptional results. Secondly, in the present study we considered one G4 ligand compound and only tumor cell lines. In perspective, it could be of interest to extend the RNA-Seq analysis also to a non-tumor cell line, to distinguish any non-specific effects. From previous information obtained in MDCK cells, these are much more resistant to AQ1 in term of cytotoxicity and survival^33^, but a more in-depth study investigating also non tumor-specific pathways is still missing. Finally, in terms of pathways analysis (DAVID), a limit derived by the actual scarce annotation of dog genome in comparison with the human one, and this should be consistently taken into consideration in the approach to future studies. Nevertheless, the present work represents the first step to validate dog as suitable translational model with reference to the use of G4-binding compounds.

In conclusion, the present study showed that AQ1 G4-binding compound inhibited *KIT* expression and its downstream signaling molecules *GRB2*, *AKT* and *FYN* in two *in vitro* models of human and canine mast cell neoplasms (HMC1.2 and C2 cells). 

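AKT1 and AKT2 were at -0.91 ± 0.09 and -0.78 ± 0.09 in HMC1.2 at 2 µM (adjusted p = 3.57e-08 and 1.64e-07 from edgeR), under the 2-fold limit, which AKT1 passed with scaling by total counts alone (-1.07). AKT3 lies on chromosome 1 of GRCh38 from 243488233 to 243851079 and had 9 G4 motifs within 2000 bases of its start, and KIT and BCL2 had 3 each. GRB2 and AKT1 are not named in C2 by the sources used here.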

Interestingly, besides *KIT*, AQ1 negatively affected the *MYC*-related pathway whereas it induced both apoptosis and P53-related pathways. Overall, these results suggest a possible role of AQ1 in blocking mast cells proliferation via different pathways, thus representing a potential therapeutic target for comparative mast cell tumors.

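DNMT1 and UHRF1, which keep DNA methylation through S phase, had log2 fold changes of -2.41 ± 0.18 and -3.68 ± 0.32 in HMC1.2 at 2 µM (adjusted p = 1.14e-09 and 8.11e-09 from edgeR), and the cyclin gene CCND3 of -2.28 ± 0.18. Of 27 E2F targets of S phase, 21 were lower and 1 higher, the same when adjusted over the list alone, with a median of -2.09 (camera, adjusted p = 0.00011, and 0.431 with an estimated correlation). Of 24 tested mast cell genes, 7 were lower and 3 higher, also when adjusted over the list alone, among them MITF (-3.27 ± 0.19), the interleukin receptor gene IL1RL1 (-1.36 ± 0.19) and the monoamine transporter gene SLC18A2 (-1.45 ± 0.13), and the list did not pass the test (median 0.01, limma's camera, adjusted p = 0.506). From the lower expression of KIT and of genes that act after it, the lower MYC-related genes and the higher p53 and apoptosis genes, the paper proposes that AQ1 may block mast cell proliferation through several pathways.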

## Methods

All methods were carried out in accordance with relevant guidelines and regulations generally used for handling human and animal cell lines in the Department of Comparative Biomedicine and Food Science and at the University of Padua.

### Ligand

AQ1 was synthesized by Prof. G. Zagotto (University of Padua, Italy), and its chemical structure and affinity studies with h_kit1 and h_kit2 G4 sequences were previously published^31^. Stock solutions (10 mM) of the ligand were prepared in DMSO (Sigma-Aldrich Co., St. Louis, USA).

### Cell culture

The human mast cell leukemia HMC1.2 expressing mutated *KIT* (D816V substitution) was kindly provided by Dr. Joseph Butterfield (Mayo Clinic, Rochester, MN, USA). The canine MCT cell line C2, expressing mutated *KIT* (48 bp internal tandem duplication in the juxtamembrane domain) was kindly provided by Dr. Patrice Dubreuil (Centre de Recherche en Cancérologie de Marseille, France). Cells were cultured in RPMI 1640 medium supplemented with 10% fetal bovine serum (FBS), 2 mM L-glutamine, 1% penicillin/streptomycin (Gibco, Thermo Scientific, Waltham, USA). The C2 culture medium was supplemented with 1 mM sodium pyruvate.

Cell viability was checked by using the Trypan Blue dye exclusion test (Sigma-Aldrich Co., St. Louis, USA). For all the experiments, cells were used from passage 5 to passage 30. Cell cultures were screened routinely for *Mycoplasma spp*. contamination through PCR Mycoplasma Test Kit (PromoKine, Heidelberg, Germany).

For the dose-response assay, 2 × 10^4^ cells were seeded in P96 well plates and treated with a range of doses comprised between 0.2 µM and 10 µM (final concentrations). Cell proliferation was assessed by CellTiter-Blue^®^ Cell Viability Assay (Alamar Blue, Promega, Madison, USA) at T_12_. Fluorescence was measured at 560 nm (excitation wavelength) and 590 nm (emission wavelength), by using a VICTOR^™^X4 Multilabel Plate Reader (Perkin Elmer, Waltham, USA). Three independent experiments were performed, and each concentration was tested six times.

### Cell treatment and qPCR

Cells were seeded in 6-well plates (9 × 10^5^ cells/well) and treated with two doses of AQ1 (1 µM and 2 µM) for 12 hours. For each experiment, we included also untreated and DMSO-treated cells. Five different experiments were conducted for each cell line.

Total RNA was extracted by RNeasy Mini Kit (Qiagen Italia, Milano, Italy). To reduce the possible presence of genomic DNA contamination, a 15-minutes on-column DNase digestion step was included in the RNA isolation protocol. Total RNA concentration was determined using the NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies Inc., Wilmington, USA), and its quality was assessed using the 2100 Bioanalyzer and RNA 6000 Nano kit (Agilent Technologies, Santa Clara, CA, USA). The reverse-transcription of mRNA into cDNA were carried out as previously published^31^.

The list of primers used in the present study for qPCR analysis is reported in Supplementary Table S6.

Target genes to be tested in qPCR cross-validation assay were selected considering different expression trends in both cell lines. Specifically, we selected two genes that were downregulated (*RPTOR* and *HDAC4*) as well as two other ones that were shown to be upregulated (*BMF* and *CDKN1A*) in both cell lines. 

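KSR2, a scaffold of Ras signaling, EGFR and TNFRSF11B, a decoy receptor of bone turnover, were below the filter on low counts in HMC1.2 and were not tested there. KSR2 had 4 G4 motifs within 2000 bases of its start on GRCh38, EGFR 5 and TNFRSF11B 1. In C2, CDK6, MID1, EGR2 and CYP1A1 are not named by the sources used here, so a difference between the lines was not tested for them. The paper's supplement lists CDK6 and MID1 as not expressed in C2, and none of these genes as differentially expressed there.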

We also included two DEGs that were downregulated (*EGFR* and *KRS2*) and two genes upregulated (*TNFRSF11b* and *FAXDC2*) exclusively in C2 cell line; finally, two DEGs that were downregulated (CDK6 and MID1) and two genes upregulated (*EGR2* and *CYP1A1*) exclusively in HMC1.2 cell line. Oligonucleotide primers were designed using the software UPL Assay Design Centre web service (Roche Diagnostics, Mannheim, Germany), and each assay specificity was evaluated *in silico*, by using the BLAST tool.

Quantitative real-time PCR reactions (10 µL final volume) were performed as previously reported^28^, using 0.83 ng −1 ng of cDNA and 1–1.25 ng for C2 and HMC1.2, respectively. The analysis was conducted in a LightCycler 480 Instrument (Roche Applied Science, Indianapolis, IN) using standard qPCR conditions (95 °C for 10 min; 45 cycles at 95 °C for 10 s and at 60 °C for 30 s; 40 °C for 30 s). Calibration curves were performed using serial dilutions of a cDNA pool and corresponding values of slope, efficiency (E) and dynamic range are reported in Supplementary Table S7. The assays with an E (%) between 90% and 110% were considered efficient.

The obtained qPCR data were analyzed using the LightCycler480 software release 1.5.0 (Roche Applied Science, Indianapolis, USA) and the second derivative method; the relative quantification (RQ) was calculated with the ^ΔΔ^Ct method^62^. For the normalization step, four internal control genes (ICGs) were used: for C2, the transmembrane BAX inhibitor motif containing 4 (*CGI-119*) and the CCZ1 vacuolar protein trafficking and biogenesis associated homolog (*CCZ1*); for HMC1.2, the glyceraldehyde-3-phosphate dehydrogenase (GAPDH) and the beta-2-microglobulin (ß2M). A cDNA pool was used as calibrator.

### Library preparation and RNA-Seq analysis

Strand-specific RNA-Seq libraries were prepared using the SureSelect strand-specific mRNA library preparation kit (Agilent Technologies, Santa Clara, CA, USA) as per the manufacturer’s instructions. In brief, poly(A) RNA was purified from 1 µg of total RNA using two serial rounds of binding to oligo(dT) magnetic particles; then, fragmented RNA was reverse transcribed to generate cDNA. An Illumina-specific adaptor was sequentially ligated to the 3′ end of cDNA fragments, purified using the AMPure XP beads (Beckman Coulter, Brea, CA, USA), and finally PCR-amplified (13 cycles) using an appropriate indexing primer to allow further samples multiplexing. The PCR-amplified libraries were purified with the AMPure XP beads (Beckman Coulter, Brea, CA, USA) and, then, assessed for their quality and fragments distribution using the 2100 Bioanalyzer DNA 1000 assay (Agilent Technologies, Santa Clara, CA, USA). In the presence of adaptor-dimers (Electropherogram’s peak at 100 to 150-bp), another round of magnetic beads purification was performed. Libraries were quantified using both the Qubit® Fluorometer (Life Technologies, USA) and the qPCR-based NEBNext library quantification kit (New England BioLabs, UK). Finally, equimolar amounts of each ten index-tagged libraries were multiplexed together in one pool (total 4 pools) and then sequenced by an Illumina HiSeq4000 for 50 sequencing cycles. The raw 50 bp single-end sequences (Sanger/Illumina 1.9 encoding) were quality-controlled using FastQC v.0.11.4 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), the low-quality bases (quality scores <30) and the adaptor contamination (if present) were removed by Trimmomatic v.0.36^63^ using the parameters ‘LEADING:3 SLIDINGWINDOW:4:20 MINLEN:25′. In the quality control step, we eliminated one biological replicate that showed a non-sufficient output. The high-quality reads were mapped by HISAT2 v.2.0.5^64^ against the Ensembl reference genomes of *Canis lupus familiaris* (CanFam3.1, ftp://ftp.ensembl.org/pub/release-90/fasta/canis_familiaris/dna) or *Homo sapiens* (GRCh38, ftp://ftp.ensembl.org/pub/release-90/fasta/homo_sapiens/dna/). The uniquely-mapped reads aligned to exons were counted with HTSeq v.0.6.1, then tested using the DESeq2 R package v.1.14.1 for the presence of DEGs^65,66^. Genes with a FDR less than 0.05 and a FC value more than 2 were considered as DEGs. The sequencing data associated with this project were deposited in the GenBank’s Gene Expression Omnibus (GEO) under the accession number GSE120272. The statistical analysis of RNA-Seq data was performed considering AQ1 (1 or 2 µM) *versus* DMSO in each cell line. 

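Across tested genes, Pearson's r of log2 CPM between libraries of the same group was at least 0.9686 in HMC1.2 and 0.9868 in C2. Between DMSO and 2 µM libraries, the median r was 0.864 in HMC1.2 and 0.959 in C2, and between untreated and DMSO libraries 0.9884 and 0.990.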

In order to establish the congruency among biological replicates, a PCA and a hierarchical clustering were performed.

## Electronic supplementary material

Supplementary file 1

Supplementary file 2

Supplementary file 3

# Supplementary material for: Whole-Transcriptome Profiling of Canine and Human in Vitro Models Exposed to a G-Quadruplex Binding Small Molecule
**Source:** Sci Rep. 2018 Nov 20;8:17107. doi: 10.1038/s41598-018-35516-y
**Supplement:** Supplementary file 1

**WHOLE-TRANSCRIPTOME PROFILING OF CANINE AND HUMAN IN VITRO MODELS EXPOSED TO A G-QUADRUPLEX BINDING SMALL MOLECULE**

Eleonora Zorzan, Ramy Elgendy, Mery Giantin, Mauro Dacasto and Claudia Sissi

LIST OF SUPPLEMENTARY MATERIALS:

**Supplementary file:** Ensemble of figures (S1-S7) , tables (S1-S7), HMC1.2 KEGG analysis (pg. 16-27), C2 KEGG analysis (pg. 28-42).

**Supplementary Dataset S1:** Excel file reporting the whole list of DEGs for both cell lines.

**Supplementary Dataset S2:** Excel file reporting the whole list of common downregulated DEGs for both cell lines.

**Supplementary Figure S1:** **Molecular structure of the G4 ligand used in this study (A) and sequences of the human and canine *KIT* promoter where conserved G4-forming sites have been found (B).**

**
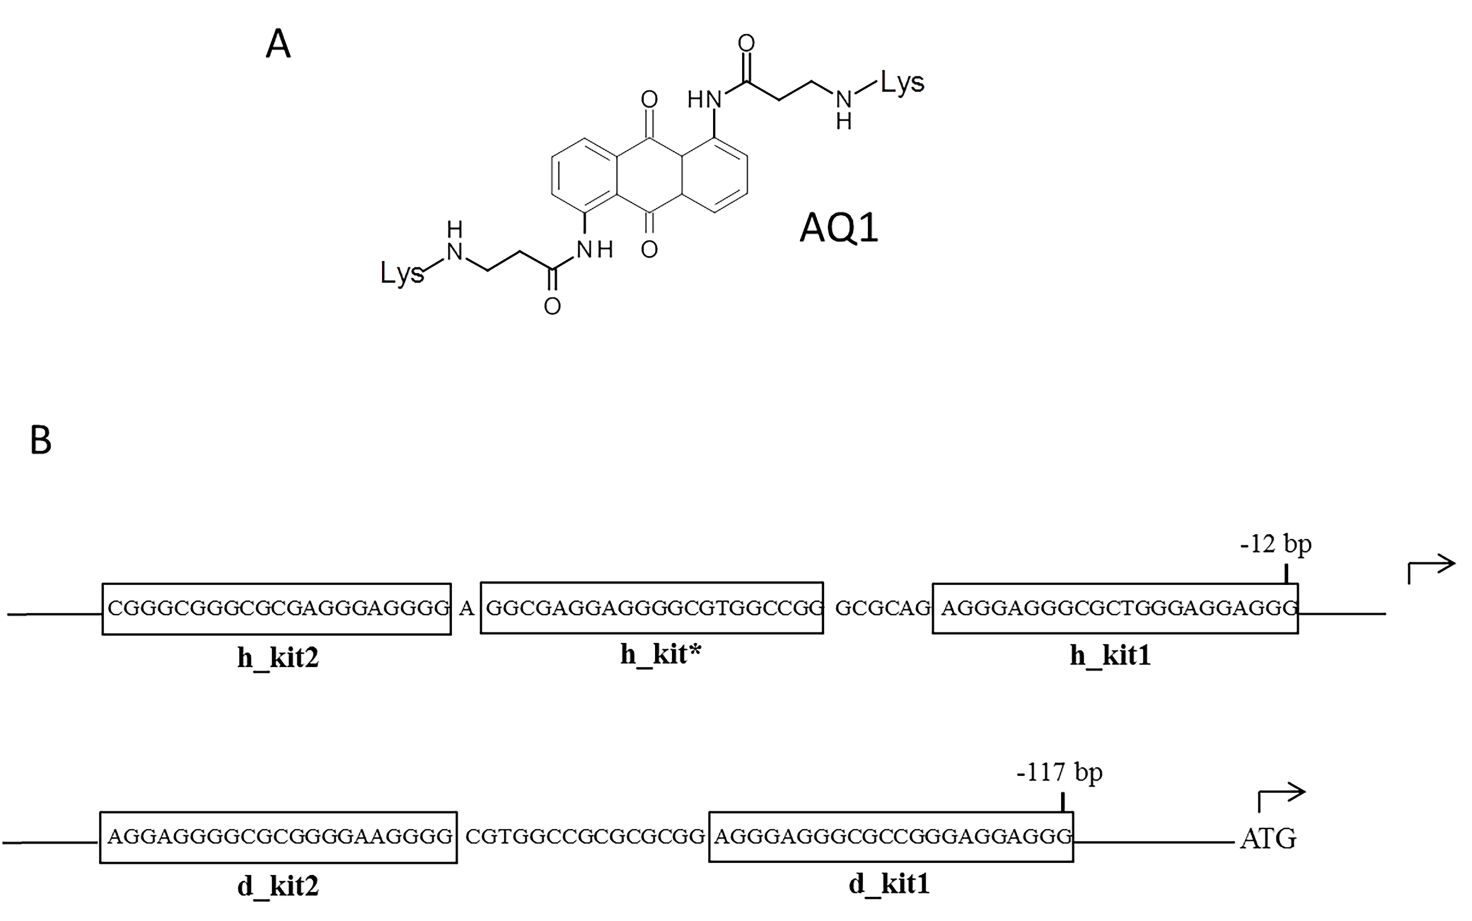
**

**Supplementary Figure S2:** **Effect of the exposure to increasing concentrations of AQ1 on HMC1.2 (A) and C2 (B) cell line proliferation measured by Alamar blue test.** Data referring to the effect of increasing concentrations of AQ1 upon HMC1.2 and C2 cell proliferation after 12 hours of incubation. Data are expressed as the percentage of survival cells (T/mean controls*100). Data points are represented as means ± S.D. of three independent experiments, each one performed in sextuplicate.

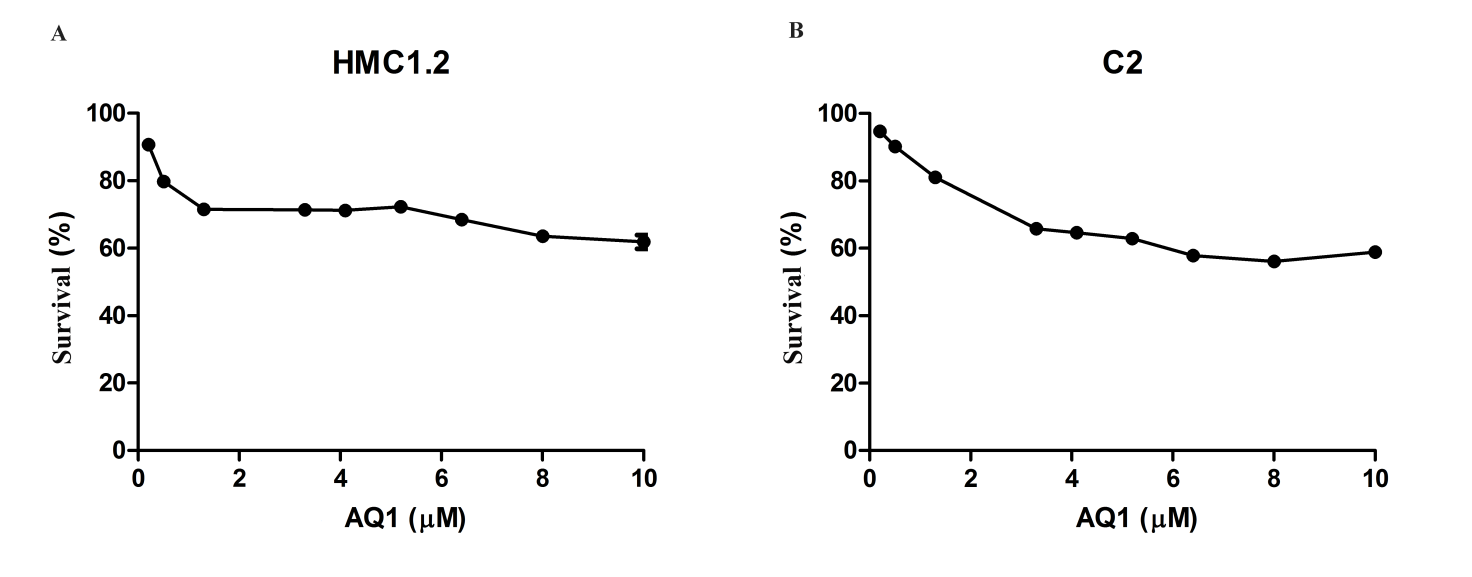

**Supplementary Figure S3:** **Effect of AQ1 on *KIT* and *BCL2*** **mRNA in HMC1.2 and C2 cell lines**. *KIT* and *BCL2* mRNA levels were measured by qPCR, and data (arithmetic means ± S.D.) are expressed as n-fold change (arbitrary units, a.u.) normalized to the RQ of DMSO-treated cells, to which an arbitrary value of 100 was assigned. The one-way ANOVA followed by Bonferroni post-test were used to check for statistical differences between doses and time of treatment.

^**, ***^: p<0.01; p<0.001.

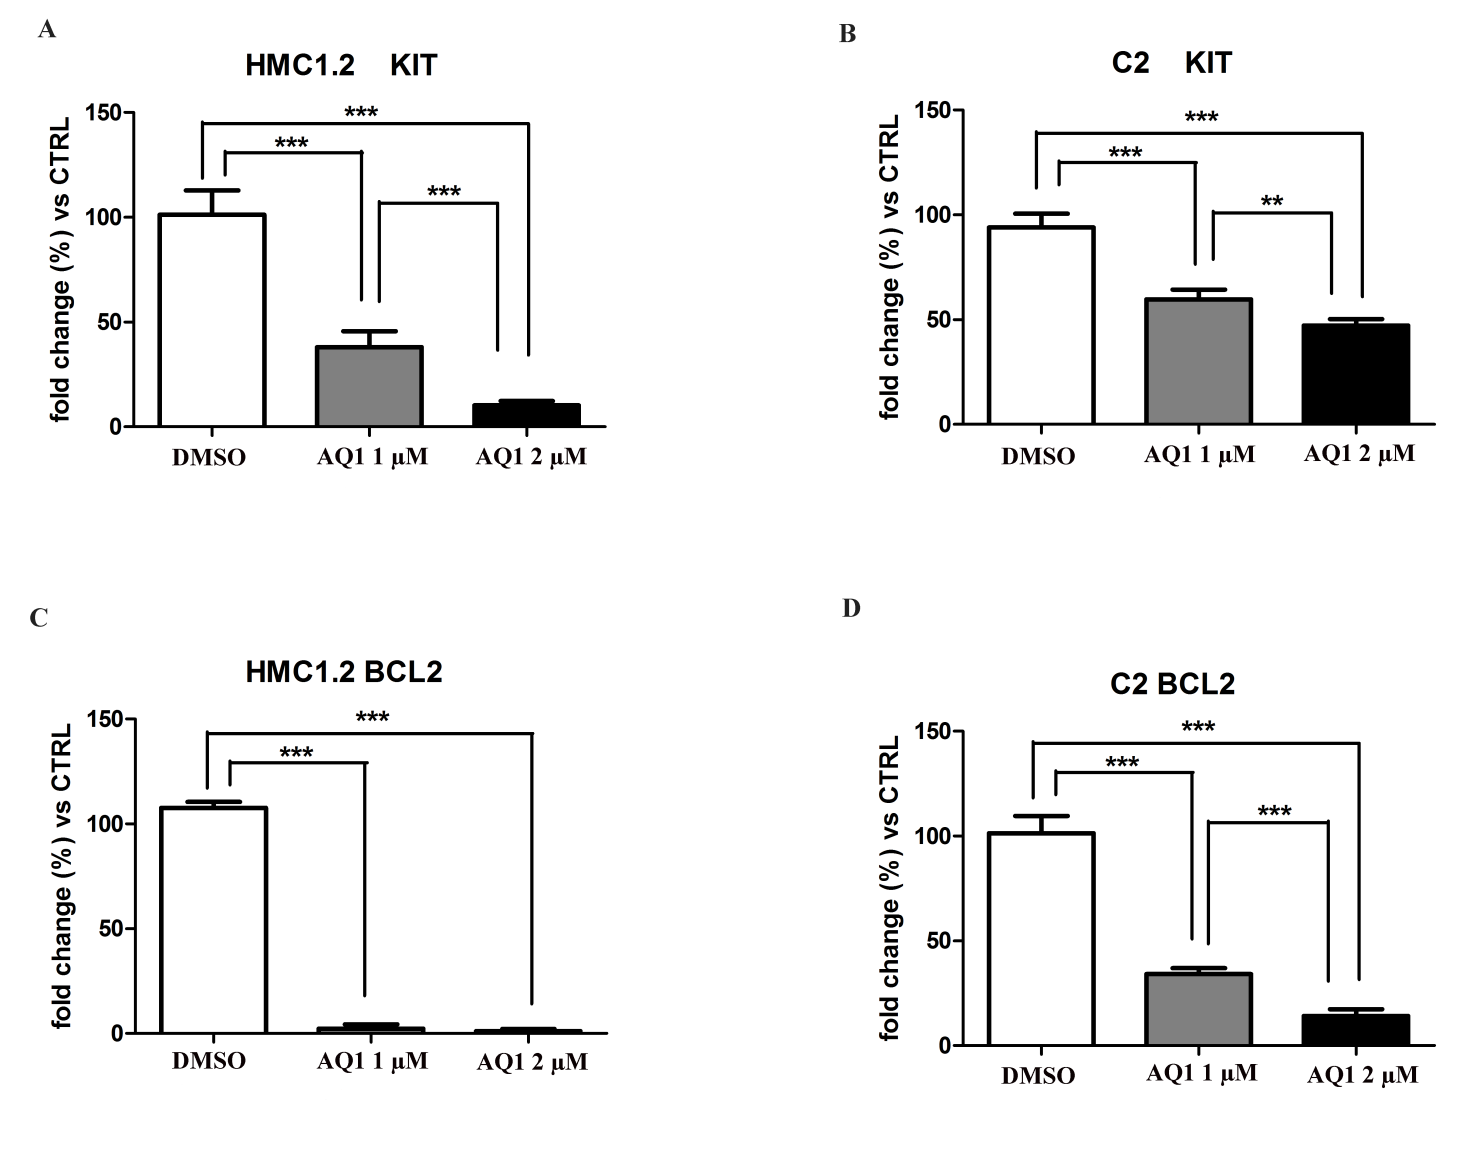

# Supplementary Figure S4. Heatmaps of the top 100 differentially expressed genes. The heatmaps were made using the ClustVis tool (<https://biit.cs.ut.ee/clustvis/>) . (A) HMC1.2 and (B) C2.

#####
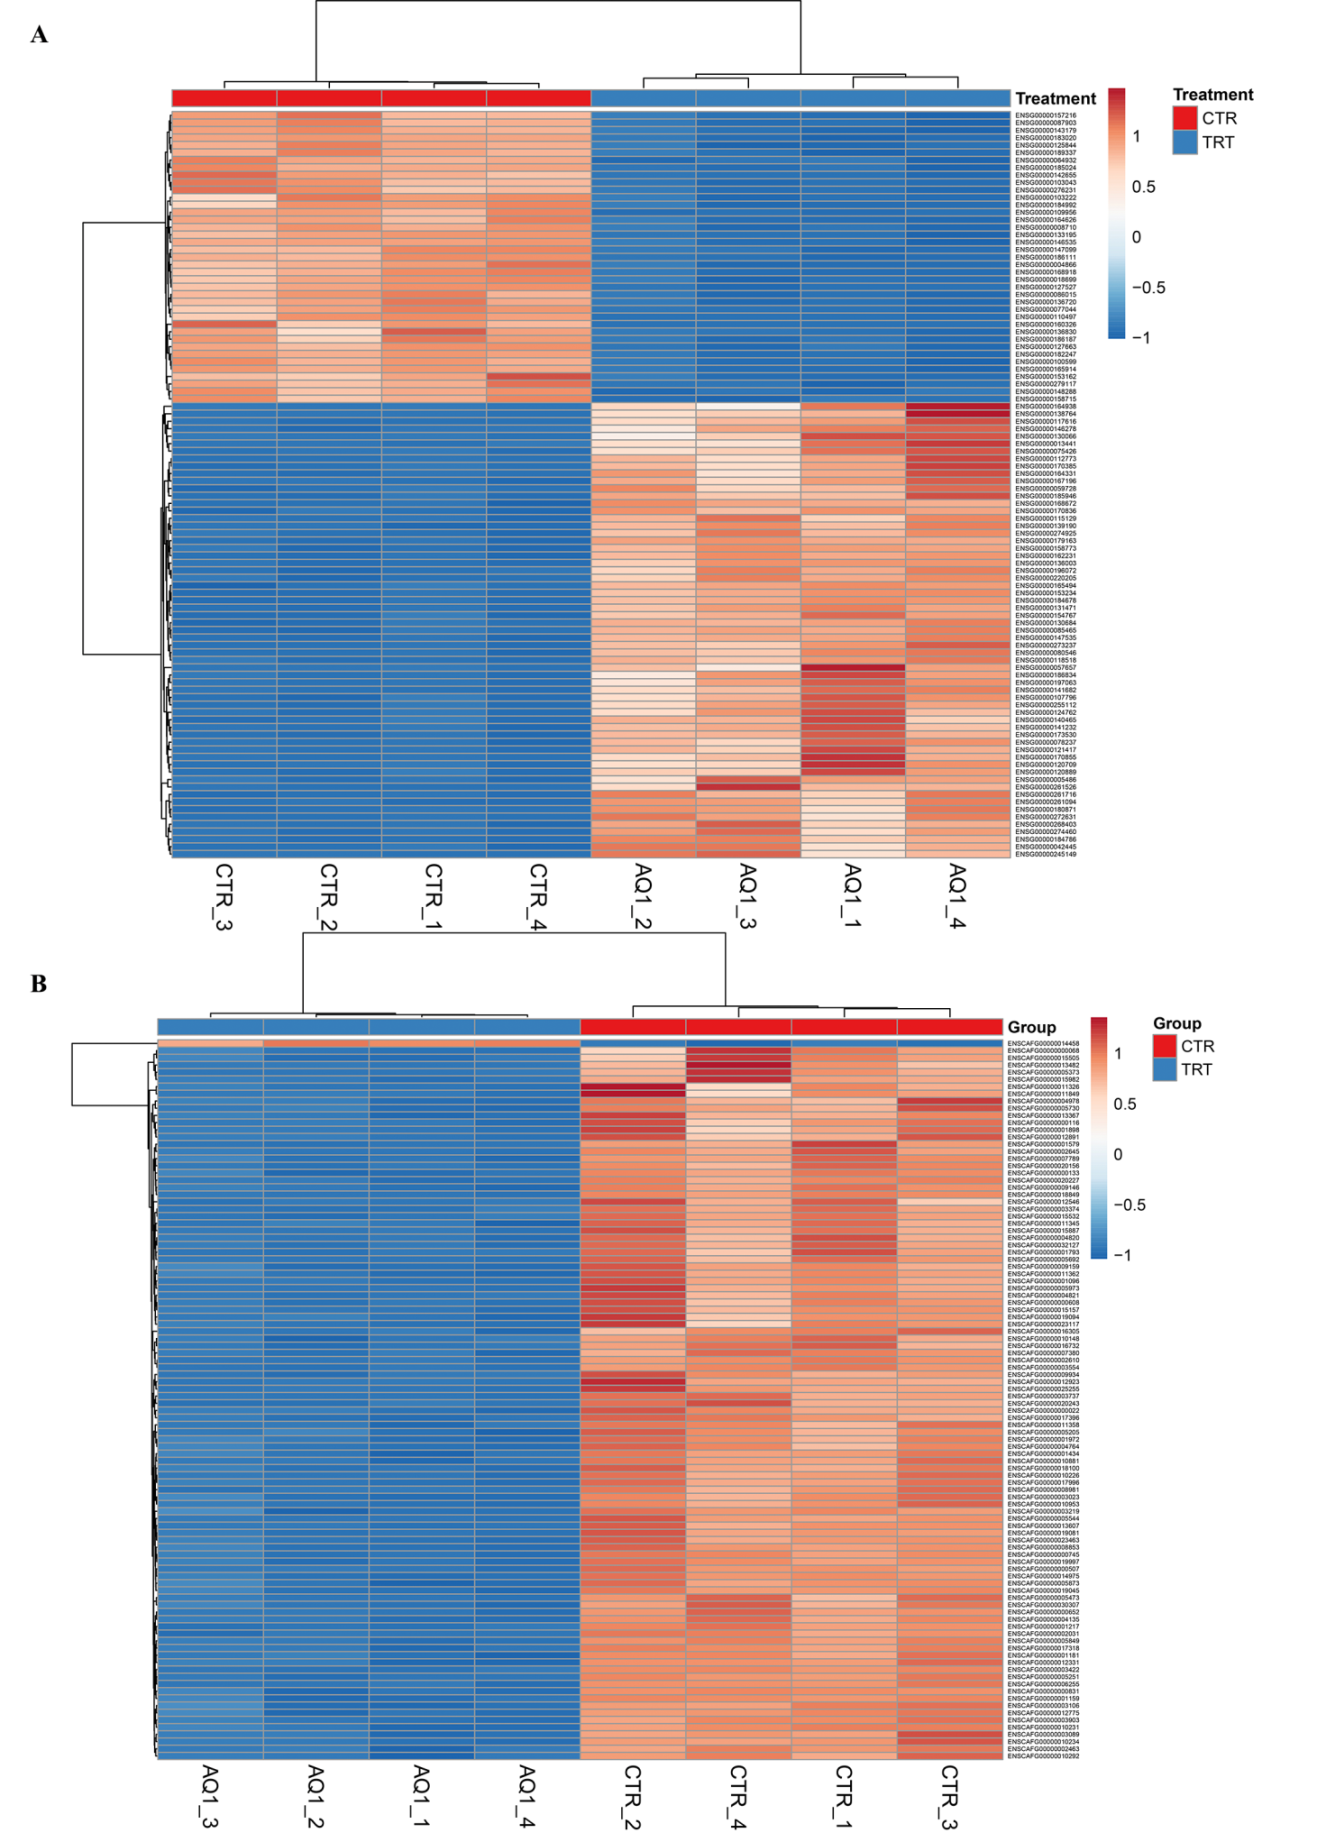

**Supplementary Figure S5:** Cross-validation of RNA-Seq data with qPCR of four genes modulated by AQ1 in HMC1.2 and C2. The mRNA relative quantification (RQ) was calculated by the ^ΔΔ^Ct method (Livak et al., 2001), and normalized using the average of the RQ values of two internal control (reference) genes (*GAPDH* and B2M for human cells, *CCZ1* and *CGI-119* for canine cells). Data (arithmetic means ± S.E.M.) are expressed as n-fold change (arbitrary units, a. u.) normalized to the RQ of vehicle (DMSO) treated cells, to which an arbitrary value of 1 was assigned.

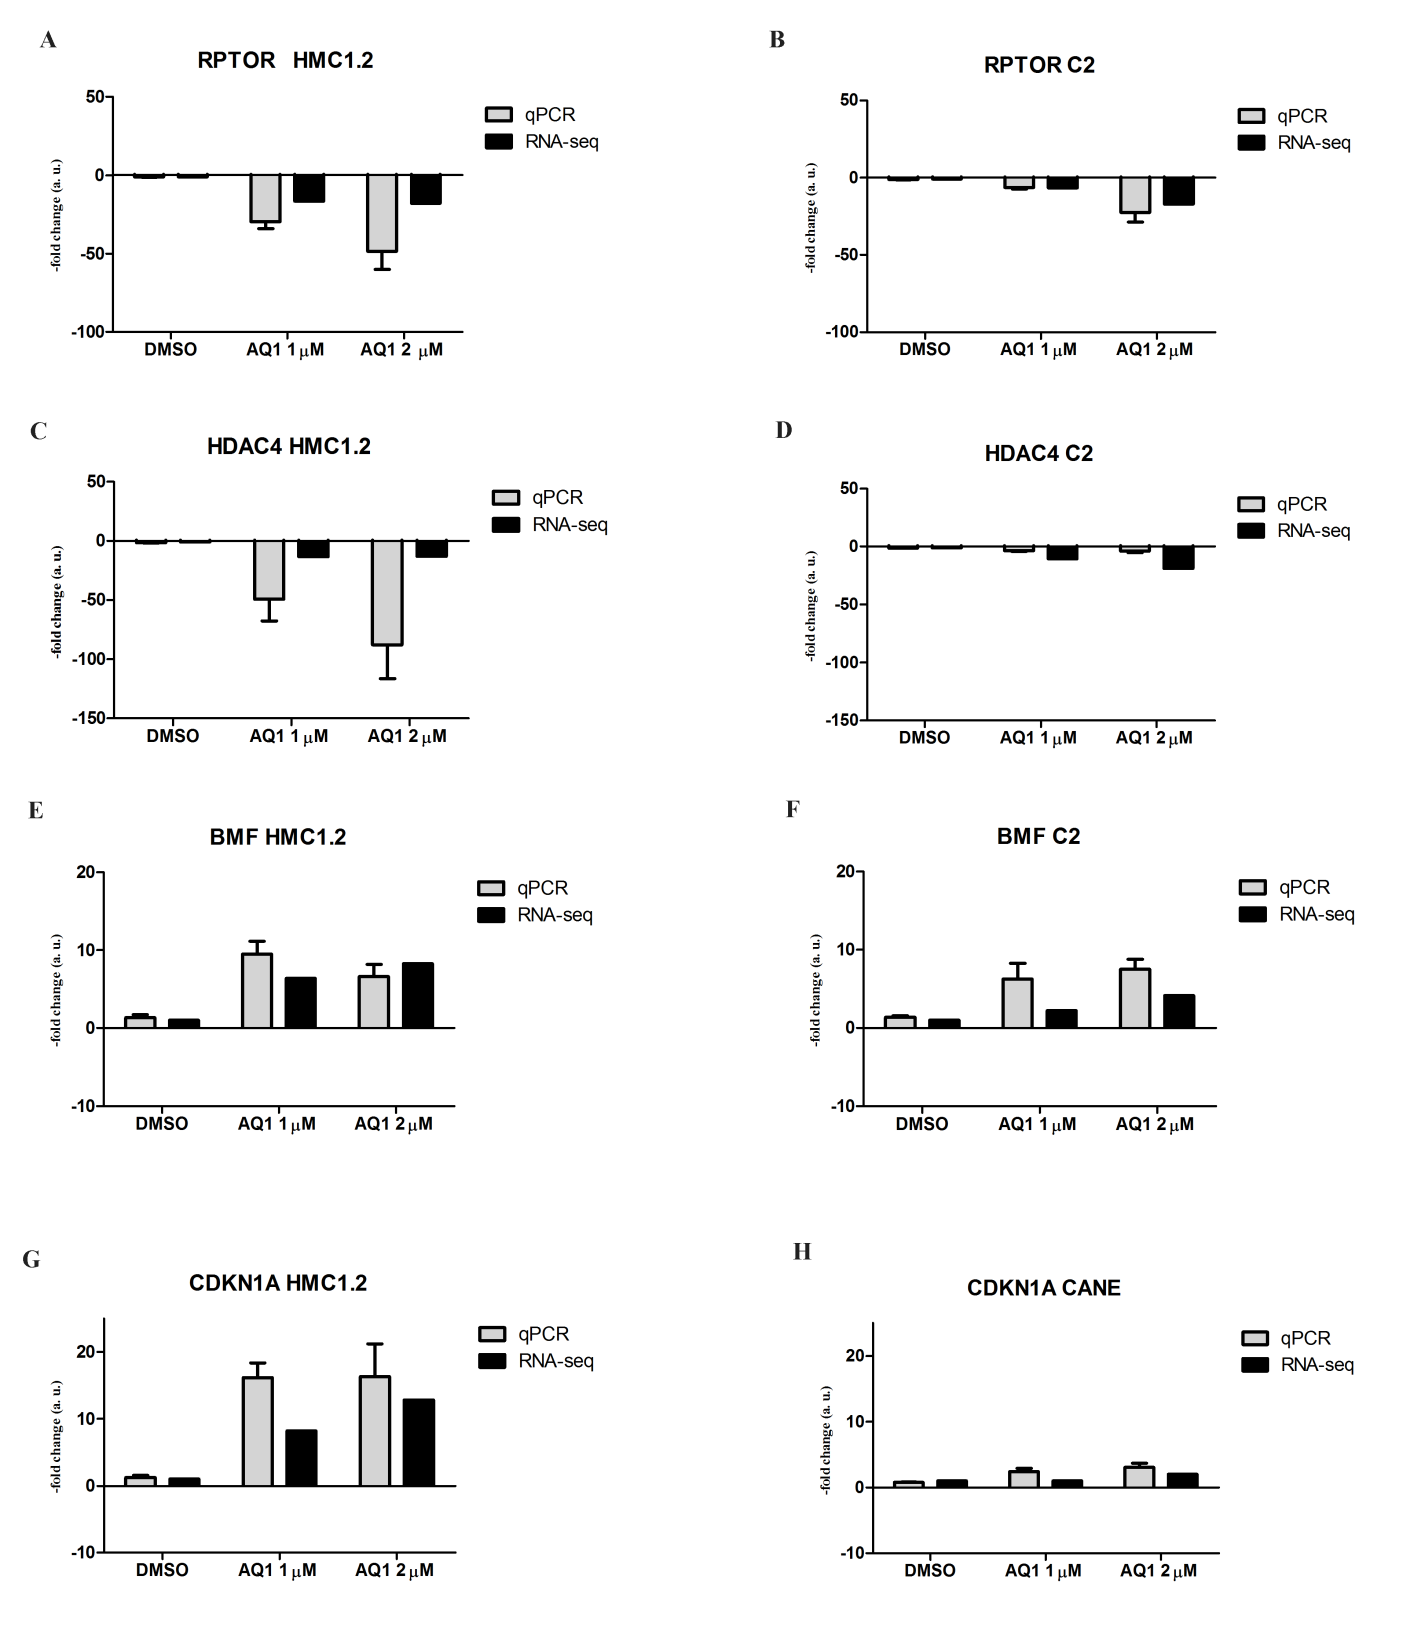

**Supplementary Figure S6:** Cross-validation of RNA-Seq data with qPCR of four genes differentially expressed in HMC1.2 treated with AQ1. The mRNA relative quantification (RQ) was calculated by the ^ΔΔ^Ct method (Livak et al., 2001) , and normalized using the average of the RQ values of two internal control (reference) genes (*GAPDH* and *B2M* for human cells). Data (arithmetic means ± S.E.M.) are expressed as n-fold change (arbitrary units, a. u.) normalized to the RQ of vehicle (DMSO) treated cells, to which an arbitrary value of 1 was assigned.

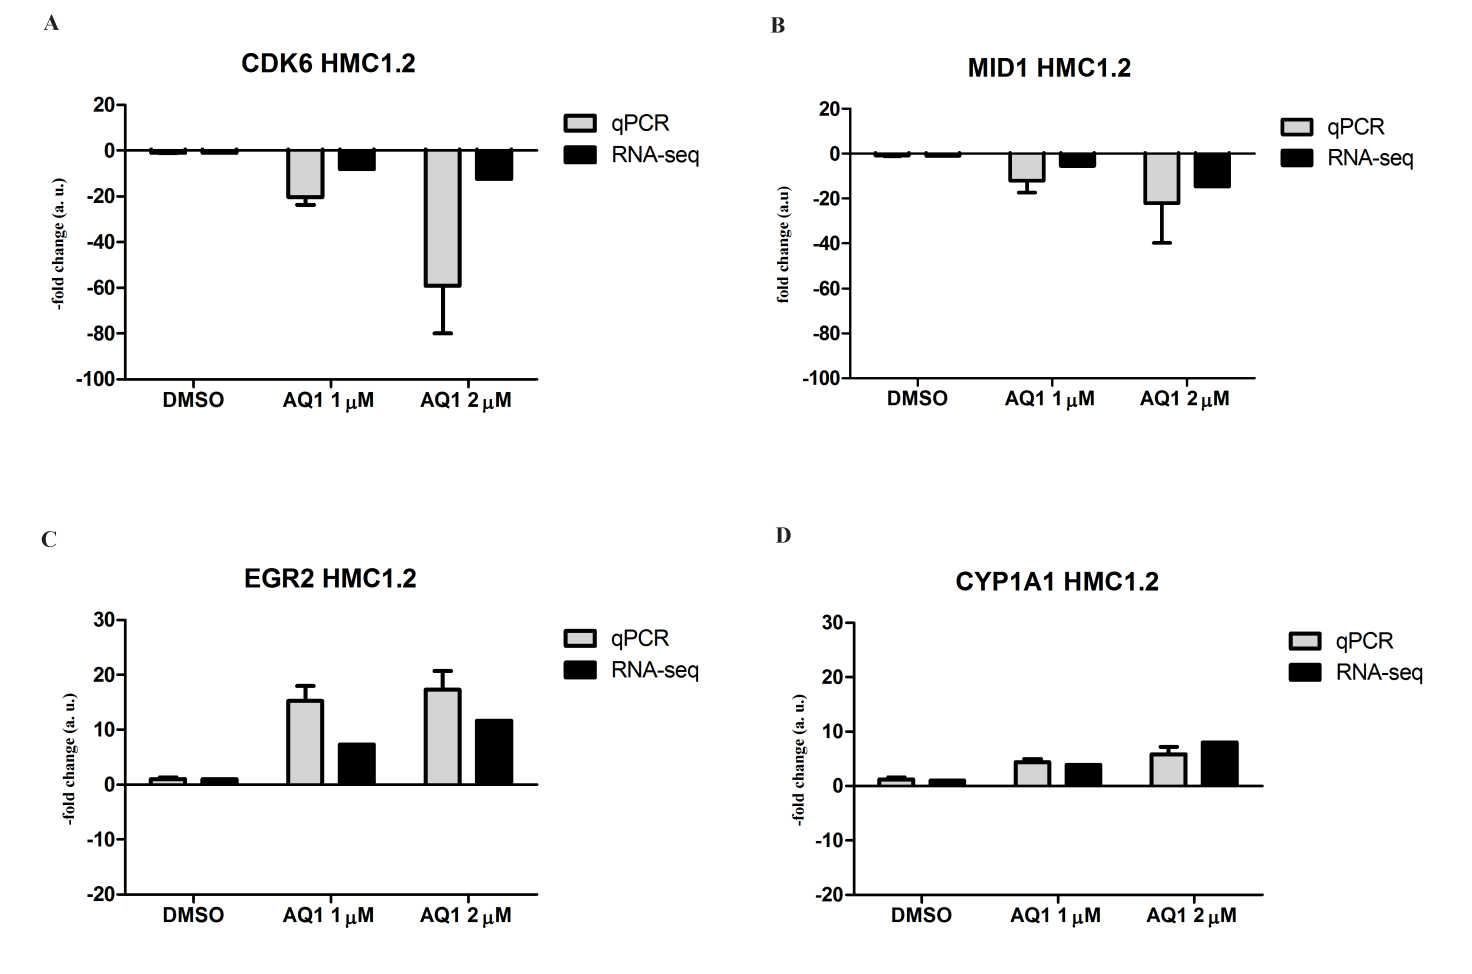

**Supplementary Figure S7:** Cross-validation of RNA-Seq data with qPCR in C2 of four genes differentially expressed in C2 treated with AQ1. The mRNA relative quantification (RQ) was calculated by the ^ΔΔ^Ct method (Livak et al., 2001), and normalized using the average of the RQ values of two internal control (reference) genes (*CCZ1* and *CGI-119*). Data (arithmetic means ± S.E.M.) are expressed as n-fold change (arbitrary units, a. u.) normalized to the RQ of vehicle (DMSO) treated cells, to which an arbitrary value of 1 was assigned.

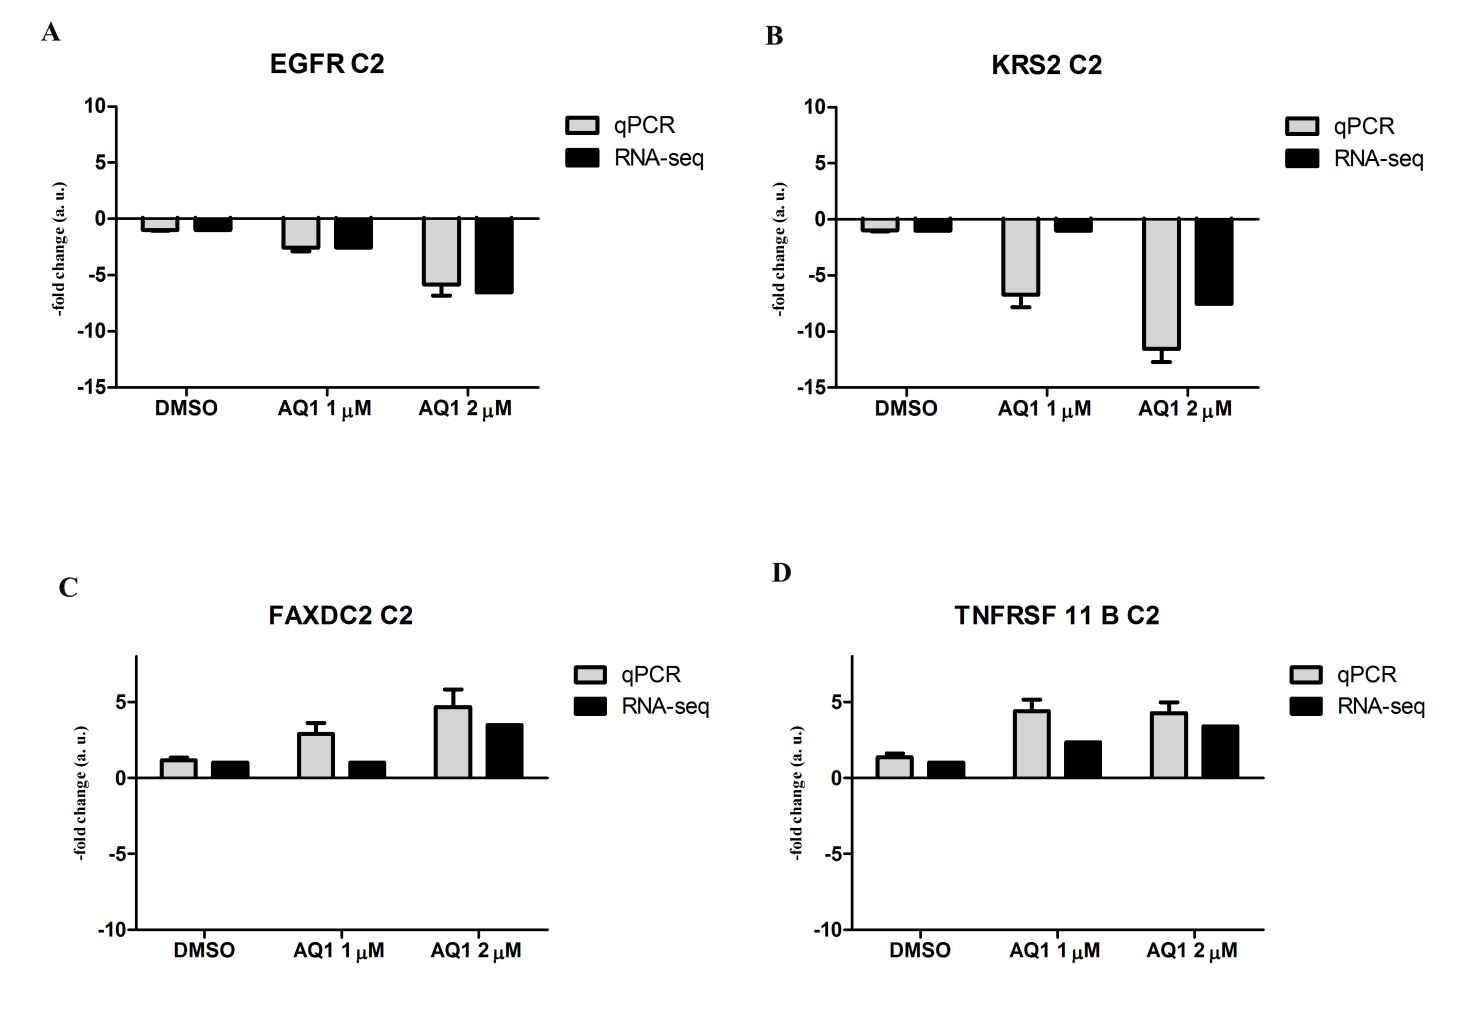

**Supplementary Table S1:** KEGG PATHWAY ANALYSIS - HMC1.2 AQ1 2 µM vs DMSO, FDR<0.05. PATHWAYS NEGATIVELY REGULATED

**Supplementary Table S2:** KEGG PATHWAY ANALYSIS - HMC1.2 AQ1 2 µM vs DMSO, FDR<0.05. PATHWAYS POSITIVELY REGULATED

Kanehisa, M. et al. KEGG: new perspectives on genomes, pathways, diseases and drugs. *Nucleic Acids Res*. **45**, D353-D361 (2017). Kanehisa, M., et al. KEGG as a reference resource for gene and protein annotation. *Nucleic Acids Res.* **44**, D457-D462 (2016). Kanehisa, M. & Goto, S. KEGG: Kyoto Encyclopedia of Genes and Genomes. *Nucleic Acids Res.* **28**, 27-30 (2000).

**Supplementary Table S3:** KEGG PATHWAY ANALYSIS - C2 AQ1 2 µM vs DMSO, FDR<0.05. PATHWAYS NEGATIVELY REGULATED

Kanehisa, M. et al. KEGG: new perspectives on genomes, pathways, diseases and drugs. *Nucleic Acids Res*. **45**, D353-D361 (2017). Kanehisa, M., et al. KEGG as a reference resource for gene and protein annotation. *Nucleic Acids Res.* **44**, D457-D462 (2016). Kanehisa, M. & Goto, S. KEGG: Kyoto Encyclopedia of Genes and Genomes. *Nucleic Acids Res.* **28**, 27-30 (2000).

**Supplementary Table S4:** KEGG PATHWAY ANALYSIS – C2 AQ1 2 µM vs DMSO, FDR<0.05. PATHWAYS POSITIVELY REGULATED

|  |  |  |  |  |  |  |  |  |  |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |

Kanehisa, M. et al. KEGG: new perspectives on genomes, pathways, diseases and drugs. *Nucleic Acids Res*. **45**, D353-D361 (2017). Kanehisa, M., et al. KEGG as a reference resource for gene and protein annotation. *Nucleic Acids Res.* **44**, D457-D462 (2016). Kanehisa, M. & Goto, S. KEGG: Kyoto Encyclopedia of Genes and Genomes. *Nucleic Acids Res.* **28**, 27-30 (2000).

**Supplementary Table S5:** EuQuad output (Quadbase2 tool) related to genes selected for the qPCR confirmation. DEG= differentially expressed gene. O= overlapping G4, NO = non overlapping G4.

| **HUMAN** | | | | | | **GENE SYMBOL** | **DOG** | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Seq. length** | **GC %** | **NO:G4:+** | **NO:G4:-** | **O:G4:+** | **O:G4:-** |  | **Seq. length** | **GC %** | **NO:G4:+** | **NO:G4:-** | **O:G4:+** | **O:G4:-** |
| 4001 | 48.49 | 0 | 2 | 0 | 2 | **RPTOR** | 4001 | 50.39 | 2 | 3 | 9 | 3 |
| 4001 | 59.99 | 2 | 7 | 6 | 20 | **HDAC4** | 4001 | 48.34 | 3 | 6 | 8 | 25 |
| no DEG | | | | | | **EGFR** | 4001 | 48.89 | 0 | 0 | 0 | 0 |
| no DEG | | | | | | **KSR2** | 4001 | 48.19 | 1 | 1 | 4 | 2 |
| 4001 | 50.04 | 1 | 3 | 6 | 14 | **CDK6** | no DEG | | | | | |
| 4001 | 35.94 | 0 | 0 | 0 | 0 | **MID1** | no DEG | | | | | |
| 4001 | 56.64 | 1 | 4 | 2 | 6 | **BMF** | 4001 | 54.84 | 1 | 4 | 2 | 9 |
| 4001 | 48.94 | 0 | 0 | 0 | 0 | **CDKN1A** | 4001 | 64.48 | 1 | 2 | 7 | 8 |
| no DEG | | | | | | **TNFRSF11B** | 4001 | 50.79 | 4 | 0 | 7 | 0 |
| no DEG | | | | | | **FAXDC2** | 4001 | 48.89 | 1 | 0 | 2 | 0 |
| 4001 | 37.69 | 0 | 0 | 0 | 0 | **EGR2** | no DEG | | | | | |
| 4001 | 60.33 | 2 | 2 | 8 | 2 | **CYP1A1** | no DEG | | | | | |

**Supplementary Table S6:** Primers and probes used for the qPCR analysis either obtained from previous publications or specifically designed for this study.

| GENE | HUMAN PRIMER | PROBE | CANINE PRIMER | REFERENCE | PROBE |
| --- | --- | --- | --- | --- | --- |
| B2M | F: AGGCTATCCAGCGTACTCCA  R: TGTCGGATGGATGAAACCCA | #42 |  | Zorzan et al., 2016* |  |
| BCL2 | F: ATGTGTGTGGAGAGCGTCAA  R: GCCGTACAGTTCCACAAAGG |  | F: ACAACGGAGGCTGGGAATG  R: CCTTCAGAGACAGCCAGGAGAA | designed *ex novo* | #110 |
| BMF | F: AGACAAAGCTACCCAGACTCTCA  R: AGCCGATAGCCAGCATTG | #26 | F: TCCCCAAGTCAGGGTGTCAT  R: GGTAGCCAGCGTTGCCATAA | designed *ex novo* | #45 |
| CCZ1 |  |  | F:TGAAGCACTGCATTTAATTGTTTAT  R:CTTCGGCAAAAATCCAATGT | Giantin et al., 2016* | #148 |
| CDK6 | F:CGATGAACTAGGCAAAGACCTACT  R: GGTGGGAATCCAGGTTTTCT | #85 | F: AACAAGGCAAAGACCTCCTTC  R: GATGGGAATCCAAGTTTTCCT | designed *ex novo* | #87 |
| CDKN1A | F: TCACTGTCTTGTACCCTTGTGC  R: CGGCGTTTGGAGTGGTAG | #85 | F: GGACCTGTCGCTGACCTG  R: CGGCGTTTGGAGTGATAGA | designed *ex novo* | #51 |
| CGI-119 |  |  | F:TCTACAATCTAAGAGAGATTTCAGCAA  R:TTCCTGACAAGCACAAAATCC | Aresu et al., 2011* | #15 |
| CYP1A1 | F: CTACAAAACCTTTGAGAAGGGC  R: TCATCTGACAGCTGGACATTG | #2 | F: GCTTCATGCAAAAGATGGTCAAG  R: GTTGTGACTGTGTCAAATCCAGC | designed *ex novo* | #42 |
| EGFR | F: AGCAACAGAGGTGAAAACAGC  R: ACATTCCGGCAAGAGACG | #57 | F: CCACCTGCGTGAAGAAATGC  R: CTTACACTTGCGGACACCATC | designed *ex novo* | #25 |
| EGR2 | F: TTGACCAGATGAACGGAGTG  R: TGGTTTCTAGGTGCAGAGACG | #3 | F: CATCTACCCGGTGGAGGAC  R: TCTTCTCTCCAGTCATGTCAATG | designed *ex novo* | #60 |
| FAXDC2 | F: ACTTCATCTCTCGCTACCGAAT  R: GGTCTCTCCACCATTTGAGG | #137 | F: ACTTCATCTCTCGCTACCGAAT  R: GGACGGGATAGAGGAGAACC | designed *ex novo* | #137 |
| HDAC4 | F: CAGGAGCCCATTGAGAGC  R: GACGCCTGGTAGTTCCTCAG | #67 | F: AGATCCTCATCGCCGAGTT  R: TCCTGCTGATGCTTCATGG | designed *ex novo* | #17 |
| KIT | F: GGCACGGTTGAATGTAAGGC  R: CAGGGTGTGGGGATGGATTT |  | F: CCTTGGAAGTAGTAGATAAAGGATTCA  R: CAGATCCACATTCTGTCCATCA | designed *ex novo* | #60 |
| KRS2 | F: GCTCCTTCTTTGTGGGACAC  R: TCTCTGCGAGGGATCTGC | #8 | F: TGCATCGAAGCAAGTCTCAC  R: TGAGGTTCAATGGTTTGCTTT | designed *ex novo* | #142 |
| GAPDH | F: CTCTGCTCCTCCTGTTCGAC  R: ACGACCAAATCCGTTGACTC | #60 |  | Zorzan et al., 2016* |  |
| MID1 | F: AGACTGCTAAGAATATCACCGAGAG  R: TGAGGTTGATTTCAGGAATTAGAA | #88 | F: TGTAGCTGGAAATGTGTTCATTG  R: TCACTACCCAGTTATTGTGACAGC | designed *ex novo* | #38 |
| RPTOR | F:TGAAGGCTCCAAATCCTTAGC  R:AGAGCTTTCTGAGGACCCATC | #65 | F:TGGGGTCACACTGGATTTG  R:CTGTGAAGATCCAGTTCAGTTCTC | designed *ex novo* | #72 |
| TNFRSF11B | F: GAAGGGCGCTACCTTGAGAT  R: GCAAACTGTATTTCGCTCTGG | #17 | F: TGTGTGCGAGTGTGAGGAA  R: TGCAAACTGTATTTCGTTCTGG | designed *ex novo* | #17 |

* Giantin, M., et al. Transcriptomic analysis identified up-regulation of a solute carrier transporter and UDP glucuronosyltransferases in dogs with aggressive cutaneous mast cell tumours. *Vet J*. **212,** 36-43 (2016).

Aresu, L., et al. Matrix metalloproteinases and their inhibitors in canine mammary tumors. *BMC Vet Res* **7**, 33-43 (2011).

Zorzan, E., et al. Screening of candidate G-quadruplex ligands for the human c-KIT promotorial region and their effects in multiple in-vitro models. Oncotarget, 7, 21658-21675 (2016).

**Supplementary Table S7:** qPCR assay standard curve parameters obtained in HMC1.2 and C2 cell lines.

| **Gene** | **HMC1.2** | | | **C2** | | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **Slope** | **Efficiency (%)** | **Dynamic range (Ct)** | **Slope** | **Efficiency (%)** | **Dynamic range (Ct)** |
| c-KIT | Zorzan et al., 2016 | | | Zorzan et al., submitted manuscript | | |
| BCL2 | Zorzan et al., 2016 | | | Zorzan et al., submitted manuscript | | |
| B2M | Zorzan et al., 2016 | | |  | | |
| GAPDH | Zorzan et al., 2016 | | |  | | |
| CCZ1 |  | | | Zorzan et al., submitted manuscript | | |
| CGI-119 |  | | | Zorzan et al., submitted manuscript | | |
| RPTOR | -3.28 | 101.7 | 23.65-33.33 | -3.49 | 93.3 | 23.60-34.94 |
| HDAC4 | -3.14 | 108 | 30.01-38.04 | -3.26 | 102.9 | 29.37-34.63 |
| EGFR | not expressed in HMC1.2 | | | -3.21 | 104.8 | 26.33-36.00 |
| KRS2 | not expressed in HMC1.2 | | | -3.49 | 93 | 27.66-36.16 |
| CDK6 | -3.12 | 109.1 | 28.66-37.34 | not expressed in C2 | | |
| MID1 | -3.12 | 109 | 29.31-36.87 | not expressed in C2 | | |
| BMF | -3.13 | 108.7 | 25.27-36.32 | -3.26 | 102.6 | 28.65-37.89 |
| TNFRSF11B | not expressed in HMC1.2 | | | -3.36 | 98.6 | 27.41-36.57 |
| EGR2 | -3.21 | 104.7 | 25.77-35.76 | -3.11 | 109.5 | 26.56-34.12 |
| CDKN1A | -3.11 | 109.5 | 26.01-36.52 | -3.51 | 92.7 | 26.71-36.11 |
| FAXDC2 | -3.43 | 95.9 | 31.54-35-72 | -3.09 | 110 | 26.77-32.34 |
| CYP1A1 | -3.14 | 108.3 | 25.63-35.49 | -3.43 | 95.8 | 26.4-38.15 |

# HMC1.2 KEGG ANALYSIS

# A permission for the use of the images was obtained by KEGG (Kanehisa Laboratories rif. 180271).

Kanehisa, M. et al. KEGG: new perspectives on genomes, pathways, diseases and drugs. *Nucleic Acids Res*. **45**, D353-D361 (2017). Kanehisa, M., et al. KEGG as a reference resource for gene and protein annotation. *Nucleic Acids Res.* **44**, D457-D462 (2016). Kanehisa, M. & Goto, S. KEGG: Kyoto Encyclopedia of Genes and Genomes. *Nucleic Acids Res.* **28**, 27-30 (2000).

ENRICHED KEGG PATHWAYS IN HMC1.2 AQ1 2 µM vs DMSO

1. KEGG_PHOSPHATIDYLINOSITOL_SIGNALING_SYSTEM

|  |  |
| --- | --- |
| Dataset | GSEA_Dog_AQ1 2 µMvsDMSO |
| Phenotype | NoPhenotypeAvailable |
| Upregulated in class | na_neg |
| GeneSet | KEGG_PHOSPHATIDYLINOSITOL_SIGNALING_SYSTEM |
| Enrichment Score (ES) | -0.66214985 |
| Normalized Enrichment Score (NES) | -1.7667592 |
| Nominal p-value | 0.0 |
| FDR q-value | 0.0032498706 |
| FWER p-Value | 0.027 |

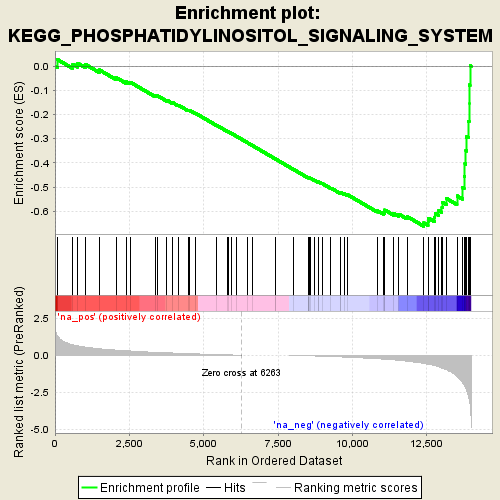

2. KEGG_ADHERENS_JUNCTION

|  |  |
| --- | --- |
| Dataset | GSEA_Dog_AQ1 2 µMvsDMSO |
| Phenotype | NoPhenotypeAvailable |
| Upregulated in class | na_neg |
| GeneSet | KEGG_ADHERENS_JUNCTION |
| Enrichment Score (ES) | -0.74831843 |
| Normalized Enrichment Score (NES) | -1.9646155 |
| Nominal p-value | 0.0 |
| FDR q-value | 0.0 |
| FWER p-Value | 0.0 |

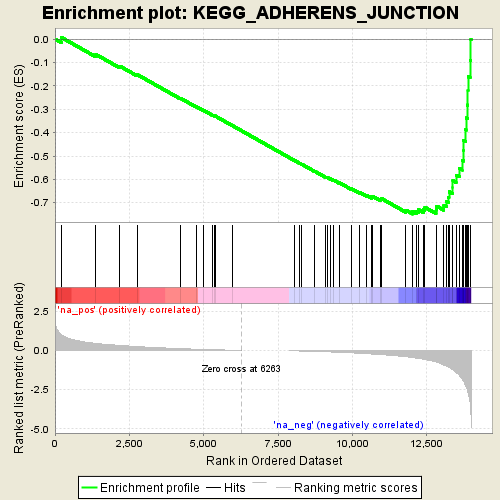

3. KEGG_FOCAL_ADHESION

|  |  |
| --- | --- |
| Dataset | GSEA_Dog_AQ1 2 µMvsDMSO |
| Phenotype | NoPhenotypeAvailable |
| Upregulated in class | na_neg |
| GeneSet | KEGG_FOCAL_ADHESION |
| Enrichment Score (ES) | -0.62239873 |
| Normalized Enrichment Score (NES) | -1.8083886 |
| Nominal p-value | 0.0 |
| FDR q-value | 9.4507134E-4 |
| FWER p-Value | 0.006 |

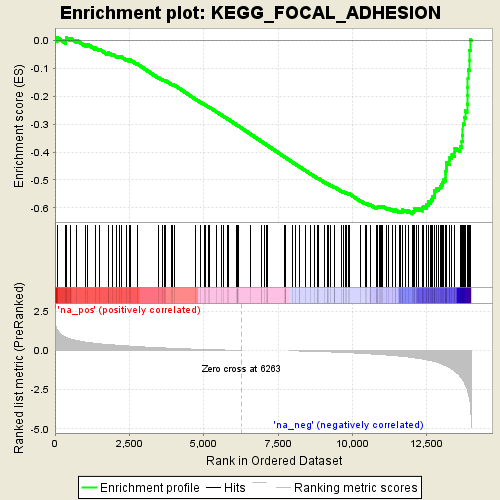

4. KEGG_COMPLEMENT_AND_COAGULATION_CASCADES

|  |  |
| --- | --- |
| Dataset | GSEA_Dog_AQ1 2 µMvsDMSO |
| Phenotype | NoPhenotypeAvailable |
| Upregulated in class | na_pos |
| GeneSet | KEGG_COMPLEMENT_AND_COAGULATION_CASCADES |
| Enrichment Score (ES) | 0.5901233 |
| Normalized Enrichment Score (NES) | 1.9275452 |
| Nominal p-value | 0.0 |
| FDR q-value | 0.010780026 |
| FWER p-Value | 0.009 |

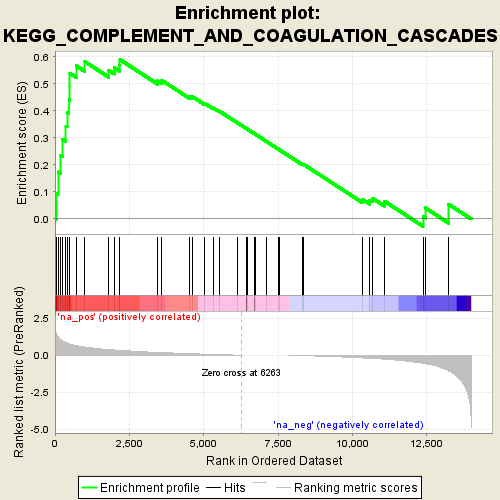

|  | PROBE | RANK IN GENE LIST | RANK METRIC SCORE | RUNNING ES | CORE ENRICHMENT |
| --- | --- | --- | --- | --- | --- |
| 1 | [F11](https://www.affymetrix.com/LinkServlet?probeset=F11) | 38 | 1.495 | 0.0957 | Yes |
| 2 | [C5AR1](https://www.affymetrix.com/LinkServlet?probeset=C5AR1) | 99 | 1.257 | 0.1741 | Yes |
| 3 | [SERPINE1](https://www.affymetrix.com/LinkServlet?probeset=SERPINE1) | 194 | 1.041 | 0.2359 | Yes |
| 4 | [C4BPB](https://www.affymetrix.com/LinkServlet?probeset=C4BPB) | 243 | 0.964 | 0.2958 | Yes |
| 5 | [C3AR1](https://www.affymetrix.com/LinkServlet?probeset=C3AR1) | 366 | 0.857 | 0.3435 | Yes |
| 6 | [SERPINA1](https://www.affymetrix.com/LinkServlet?probeset=SERPINA1) | 403 | 0.829 | 0.3954 | Yes |
| 7 | [F2R](https://www.affymetrix.com/LinkServlet?probeset=F2R) | 468 | 0.778 | 0.4420 | Yes |
| 8 | [SERPINC1](https://www.affymetrix.com/LinkServlet?probeset=SERPINC1) | 499 | 0.756 | 0.4896 | Yes |
| 9 | [CD55](https://www.affymetrix.com/LinkServlet?probeset=CD55) | 500 | 0.756 | 0.5394 | Yes |
| 10 | [PLAUR](https://www.affymetrix.com/LinkServlet?probeset=PLAUR) | 708 | 0.652 | 0.5674 | Yes |
| 11 | [C8G](https://www.affymetrix.com/LinkServlet?probeset=C8G) | 1000 | 0.551 | 0.5828 | Yes |
| 12 | [F2](https://www.affymetrix.com/LinkServlet?probeset=F2) | 1804 | 0.382 | 0.5503 | Yes |
| 13 | [CFI](https://www.affymetrix.com/LinkServlet?probeset=CFI) | 1993 | 0.355 | 0.5602 | Yes |
| 14 | [PROS1](https://www.affymetrix.com/LinkServlet?probeset=PROS1) | 2172 | 0.329 | 0.5691 | Yes |
| 15 | [C1R](https://www.affymetrix.com/LinkServlet?probeset=C1R) | 2182 | 0.329 | 0.5901 | Yes |
| 16 | [CFD](https://www.affymetrix.com/LinkServlet?probeset=CFD) | 3453 | 0.188 | 0.5114 | No |
| 17 | [C3](https://www.affymetrix.com/LinkServlet?probeset=C3) | 3590 | 0.176 | 0.5132 | No |
| 18 | [C1S](https://www.affymetrix.com/LinkServlet?probeset=C1S) | 4529 | 0.105 | 0.4529 | No |
| 19 | [F5](https://www.affymetrix.com/LinkServlet?probeset=F5) | 4607 | 0.099 | 0.4538 | No |
| 20 | [CD59](https://www.affymetrix.com/LinkServlet?probeset=CD59) | 5033 | 0.074 | 0.4282 | No |
| 21 | [SERPING1](https://www.affymetrix.com/LinkServlet?probeset=SERPING1) | 5322 | 0.053 | 0.4111 | No |
| 22 | [FGB](https://www.affymetrix.com/LinkServlet?probeset=FGB) | 5518 | 0.042 | 0.3999 | No |
| 23 | [A2M](https://www.affymetrix.com/LinkServlet?probeset=A2M) | 6130 | 0.005 | 0.3564 | No |
| 24 | [C1QB](https://www.affymetrix.com/LinkServlet?probeset=C1QB) | 6424 | 0.000 | 0.3354 | No |
| 25 | [C1QC](https://www.affymetrix.com/LinkServlet?probeset=C1QC) | 6425 | 0.000 | 0.3354 | No |
| 26 | [C4BPA](https://www.affymetrix.com/LinkServlet?probeset=C4BPA) | 6436 | 0.000 | 0.3347 | No |
| 27 | [C5](https://www.affymetrix.com/LinkServlet?probeset=C5) | 6439 | 0.000 | 0.3345 | No |
| 28 | [C8A](https://www.affymetrix.com/LinkServlet?probeset=C8A) | 6448 | 0.000 | 0.3340 | No |
| 29 | [C8B](https://www.affymetrix.com/LinkServlet?probeset=C8B) | 6449 | 0.000 | 0.3340 | No |
| 30 | [C9](https://www.affymetrix.com/LinkServlet?probeset=C9) | 6453 | 0.000 | 0.3337 | No |
| 31 | [F10](https://www.affymetrix.com/LinkServlet?probeset=F10) | 6699 | 0.000 | 0.3162 | No |
| 32 | [F13A1](https://www.affymetrix.com/LinkServlet?probeset=F13A1) | 6700 | 0.000 | 0.3162 | No |
| 33 | [F13B](https://www.affymetrix.com/LinkServlet?probeset=F13B) | 6701 | 0.000 | 0.3162 | No |
| 34 | [F7](https://www.affymetrix.com/LinkServlet?probeset=F7) | 6703 | 0.000 | 0.3161 | No |
| 35 | [FGA](https://www.affymetrix.com/LinkServlet?probeset=FGA) | 6742 | 0.000 | 0.3134 | No |
| 36 | [MASP1](https://www.affymetrix.com/LinkServlet?probeset=MASP1) | 7095 | 0.000 | 0.2881 | No |
| 37 | [SERPINA5](https://www.affymetrix.com/LinkServlet?probeset=SERPINA5) | 7528 | 0.000 | 0.2572 | No |
| 38 | [SERPIND1](https://www.affymetrix.com/LinkServlet?probeset=SERPIND1) | 7536 | 0.000 | 0.2567 | No |
| 39 | [C1QA](https://www.affymetrix.com/LinkServlet?probeset=C1QA) | 8325 | -0.033 | 0.2023 | No |
| 40 | [FGG](https://www.affymetrix.com/LinkServlet?probeset=FGG) | 8357 | -0.033 | 0.2023 | No |
| 41 | [SERPINF2](https://www.affymetrix.com/LinkServlet?probeset=SERPINF2) | 10322 | -0.183 | 0.0735 | No |
| 42 | [MASP2](https://www.affymetrix.com/LinkServlet?probeset=MASP2) | 10578 | -0.210 | 0.0691 | No |
| 43 | [C7](https://www.affymetrix.com/LinkServlet?probeset=C7) | 10665 | -0.220 | 0.0774 | No |
| 44 | [C6](https://www.affymetrix.com/LinkServlet?probeset=C6) | 11078 | -0.271 | 0.0657 | No |
| 45 | [PLAU](https://www.affymetrix.com/LinkServlet?probeset=PLAU) | 12372 | -0.546 | 0.0089 | No |
| 46 | [CPB2](https://www.affymetrix.com/LinkServlet?probeset=CPB2) | 12447 | -0.571 | 0.0412 | No |
| 47 | [F8](https://www.affymetrix.com/LinkServlet?probeset=F8) | 13235 | -1.056 | 0.0542 | No |

5. KEGG_P53_SIGNALING_PATHWAY

|  |  |
| --- | --- |
| Dataset | GSEA_Dog_AQ1 2 µMvsDMSO |
| Phenotype | NoPhenotypeAvailable |
| Upregulated in class | na_pos |
| GeneSet | KEGG_P53_SIGNALING_PATHWAY |
| Enrichment Score (ES) | 0.37832382 |
| Normalized Enrichment Score (NES) | 1.219188 |
| Nominal p-value | 0.12571429 |
| FDR q-value | 0.48476326 |
| FWER p-Value | 0.996 |

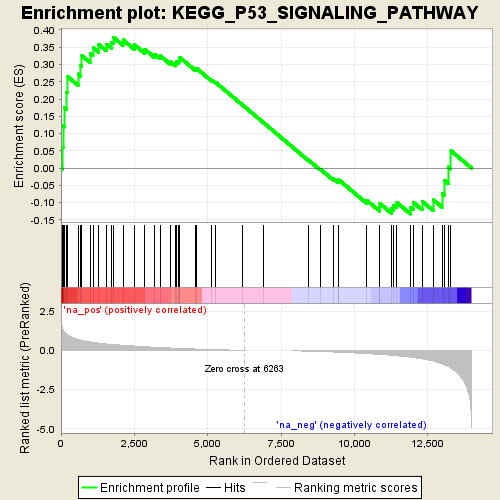

**C2 KEGG PATHWAYS ANALYSIS**

# A permission for the use of the images was obtained by KEGG (Kanehisa Laboratories rif. 180271).

Kanehisa, M. et al. KEGG: new perspectives on genomes, pathways, diseases and drugs. *Nucleic Acids Res*. **45**, D353-D361 (2017). Kanehisa, M., et al. KEGG as a reference resource for gene and protein annotation. *Nucleic Acids Res.* **44**, D457-D462 (2016). Kanehisa, M. & Goto, S. KEGG: Kyoto Encyclopedia of Genes and Genomes. *Nucleic Acids Res.* **28**, 27-30 (2000).

ENRICHED KEGG PATHWAYS IN C2 AQ1 2 µM vs DMSO

1. KEGG_DNA_REPLICATION

| Dataset | GSEA_Human_AQ1 2 µM vs DMSO |
| --- | --- |
| Phenotype | NoPhenotypeAvailable |
| Upregulated in class | na_neg |
| GeneSet | KEGG_DNA_REPLICATION |
| Enrichment Score (ES) | -0.77317685 |
| Normalized Enrichment Score (NES) | -1.7819222 |
| Nominal p-value | 0.0 |
| FDR q-value | 0.007581893 |
| FWER p-Value | 0.012 |

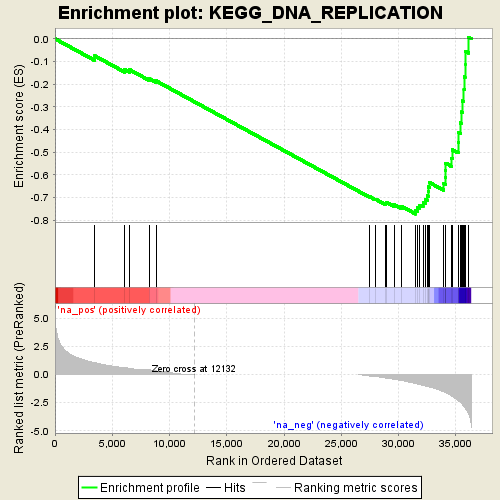

|  | PROBE | RANK IN GENE LIST | RANK METRIC SCORE | RUNNING ES | CORE ENRICHMENT |
| --- | --- | --- | --- | --- | --- |
| 1 | [PCNA](https://www.affymetrix.com/LinkServlet?probeset=PCNA) | 3477 | 1.044 | -0.0754 | No |
| 2 | [RNASEH1](https://www.affymetrix.com/LinkServlet?probeset=RNASEH1) | 6075 | 0.615 | -0.1349 | No |
| 3 | [POLE3](https://www.affymetrix.com/LinkServlet?probeset=POLE3) | 6524 | 0.542 | -0.1367 | No |
| 4 | [POLD4](https://www.affymetrix.com/LinkServlet?probeset=POLD4) | 8208 | 0.412 | -0.1750 | No |
| 5 | [POLE4](https://www.affymetrix.com/LinkServlet?probeset=POLE4) | 8816 | 0.319 | -0.1855 | No |
| 6 | [RFC4](https://www.affymetrix.com/LinkServlet?probeset=RFC4) | 27430 | -0.134 | -0.6956 | No |
| 7 | [POLD2](https://www.affymetrix.com/LinkServlet?probeset=POLD2) | 27971 | -0.167 | -0.7072 | No |
| 8 | [LIG1](https://www.affymetrix.com/LinkServlet?probeset=LIG1) | 28863 | -0.308 | -0.7258 | No |
| 9 | [RNASEH2C](https://www.affymetrix.com/LinkServlet?probeset=RNASEH2C) | 28959 | -0.324 | -0.7221 | No |
| 10 | [RPA3](https://www.affymetrix.com/LinkServlet?probeset=RPA3) | 29639 | -0.429 | -0.7324 | No |
| 11 | [FEN1](https://www.affymetrix.com/LinkServlet?probeset=FEN1) | 30243 | -0.527 | -0.7387 | No |
| 12 | [SSBP1](https://www.affymetrix.com/LinkServlet?probeset=SSBP1) | 31495 | -0.797 | -0.7576 | Yes |
| 13 | [RFC5](https://www.affymetrix.com/LinkServlet?probeset=RFC5) | 31626 | -0.833 | -0.7449 | Yes |
| 14 | [RPA2](https://www.affymetrix.com/LinkServlet?probeset=RPA2) | 31846 | -0.887 | -0.7337 | Yes |
| 15 | [MCM7](https://www.affymetrix.com/LinkServlet?probeset=MCM7) | 32135 | -0.959 | -0.7229 | Yes |
| 16 | [RNASEH2B](https://www.affymetrix.com/LinkServlet?probeset=RNASEH2B) | 32326 | -1.006 | -0.7085 | Yes |
| 17 | [RNASEH2A](https://www.affymetrix.com/LinkServlet?probeset=RNASEH2A) | 32508 | -1.055 | -0.6929 | Yes |
| 18 | [RPA1](https://www.affymetrix.com/LinkServlet?probeset=RPA1) | 32602 | -1.081 | -0.6743 | Yes |
| 19 | [MCM2](https://www.affymetrix.com/LinkServlet?probeset=MCM2) | 32623 | -1.087 | -0.6537 | Yes |
| 20 | [MCM5](https://www.affymetrix.com/LinkServlet?probeset=MCM5) | 32670 | -1.099 | -0.6335 | Yes |
| 21 | [POLD1](https://www.affymetrix.com/LinkServlet?probeset=POLD1) | 33953 | -1.545 | -0.6387 | Yes |
| 22 | [RPA4](https://www.affymetrix.com/LinkServlet?probeset=RPA4) | 34069 | -1.594 | -0.6107 | Yes |
| 23 | [POLD3](https://www.affymetrix.com/LinkServlet?probeset=POLD3) | 34110 | -1.614 | -0.5803 | Yes |
| 24 | [MCM4](https://www.affymetrix.com/LinkServlet?probeset=MCM4) | 34123 | -1.620 | -0.5490 | Yes |
| 25 | [RFC1](https://www.affymetrix.com/LinkServlet?probeset=RFC1) | 34642 | -1.906 | -0.5261 | Yes |
| 26 | [POLE](https://www.affymetrix.com/LinkServlet?probeset=POLE) | 34693 | -1.936 | -0.4897 | Yes |
| 27 | [DNA2](https://www.affymetrix.com/LinkServlet?probeset=DNA2) | 35198 | -2.298 | -0.4588 | Yes |
| 28 | [RFC2](https://www.affymetrix.com/LinkServlet?probeset=RFC2) | 35228 | -2.329 | -0.4141 | Yes |
| 29 | [MCM6](https://www.affymetrix.com/LinkServlet?probeset=MCM6) | 35398 | -2.467 | -0.3707 | Yes |
| 30 | [POLA2](https://www.affymetrix.com/LinkServlet?probeset=POLA2) | 35458 | -2.537 | -0.3228 | Yes |
| 31 | [RFC3](https://www.affymetrix.com/LinkServlet?probeset=RFC3) | 35585 | -2.669 | -0.2742 | Yes |
| 32 | [POLA1](https://www.affymetrix.com/LinkServlet?probeset=POLA1) | 35709 | -2.814 | -0.2226 | Yes |
| 33 | [PRIM1](https://www.affymetrix.com/LinkServlet?probeset=PRIM1) | 35744 | -2.864 | -0.1677 | Yes |
| 34 | [POLE2](https://www.affymetrix.com/LinkServlet?probeset=POLE2) | 35803 | -2.948 | -0.1118 | Yes |
| 35 | [MCM3](https://www.affymetrix.com/LinkServlet?probeset=MCM3) | 35809 | -2.959 | -0.0542 | Yes |
| 36 | [PRIM2](https://www.affymetrix.com/LinkServlet?probeset=PRIM2) | 36121 | -3.523 | 0.0060 | Yes |

| 2. KEGG_PHOSPHATIDYLINOSITOL_SIGNALING_SYSTEM | |  |  |
| --- | --- | --- | --- |
| Dataset | | GSEA_Human_AQ1 2 µMvsDMSO | |
| Phenotype | | NoPhenotypeAvailable | |
| Upregulated in class | | na_neg | |
| GeneSet | | KEGG_PHOSPHATIDYLINOSITOL_SIGNALING_SYSTEM | |
| Enrichment Score (ES) | | -0.63760126 | |
| Normalized Enrichment Score (NES) | | -1.6943592 | |
| Nominal p-value | | 0.0017271157 | |
| FDR q-value | | 0.008913939 | |
| FWER p-Value | | 0.076 | |

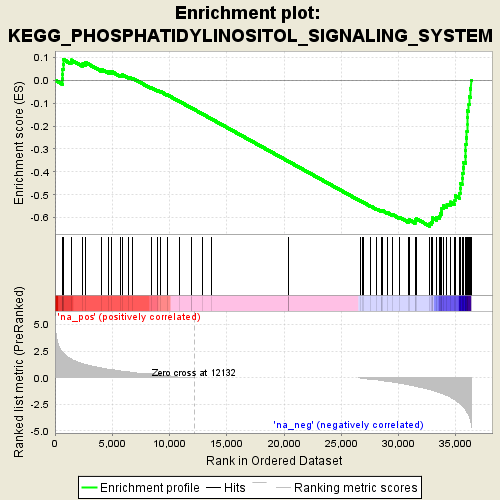

3. KEGG_HOMOLOGOUS_RECOMBINATION

| Dataset | GSEA_Human_AQ1 2 µMvsDMSO |
| --- | --- |
| Phenotype | NoPhenotypeAvailable |
| Upregulated in class | na_neg |
| GeneSet | KEGG_HOMOLOGOUS_RECOMBINATION |
| Enrichment Score (ES) | -0.7878233 |
| Normalized Enrichment Score (NES) | -1.7285544 |
| Nominal p-value | 0.0018552876 |
| FDR q-value | 0.009233484 |
| FWER p-Value | 0.043 |

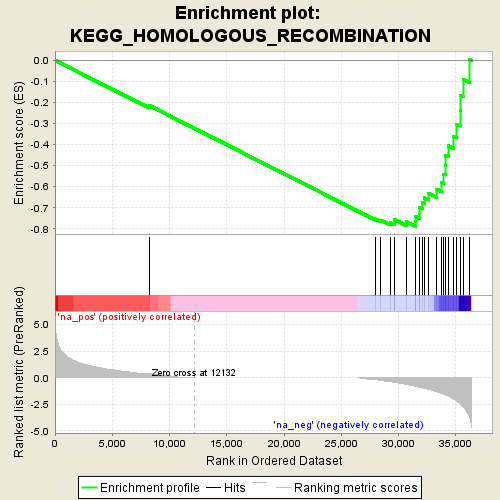

|  | PROBE | RANK IN GENE LIST | RANK METRIC SCORE | RUNNING ES | CORE ENRICHMENT |
| --- | --- | --- | --- | --- | --- |
| 1 | [POLD4](https://www.affymetrix.com/LinkServlet?probeset=POLD4) | 8208 | 0.412 | -0.2139 | No |
| 2 | [POLD2](https://www.affymetrix.com/LinkServlet?probeset=POLD2) | 27971 | -0.167 | -0.7531 | No |
| 3 | [TOP3B](https://www.affymetrix.com/LinkServlet?probeset=TOP3B) | 28422 | -0.242 | -0.7584 | No |
| 4 | [RAD52](https://www.affymetrix.com/LinkServlet?probeset=RAD52) | 29266 | -0.371 | -0.7707 | Yes |
| 5 | [XRCC3](https://www.affymetrix.com/LinkServlet?probeset=XRCC3) | 29623 | -0.426 | -0.7679 | Yes |
| 6 | [RPA3](https://www.affymetrix.com/LinkServlet?probeset=RPA3) | 29639 | -0.429 | -0.7556 | Yes |
| 7 | [RAD51C](https://www.affymetrix.com/LinkServlet?probeset=RAD51C) | 30676 | -0.620 | -0.7659 | Yes |
| 8 | [EME1](https://www.affymetrix.com/LinkServlet?probeset=EME1) | 31474 | -0.793 | -0.7644 | Yes |
| 9 | [SSBP1](https://www.affymetrix.com/LinkServlet?probeset=SSBP1) | 31495 | -0.797 | -0.7415 | Yes |
| 10 | [MUS81](https://www.affymetrix.com/LinkServlet?probeset=MUS81) | 31843 | -0.886 | -0.7249 | Yes |
| 11 | [RPA2](https://www.affymetrix.com/LinkServlet?probeset=RPA2) | 31846 | -0.887 | -0.6988 | Yes |
| 12 | [TOP3A](https://www.affymetrix.com/LinkServlet?probeset=TOP3A) | 32072 | -0.947 | -0.6770 | Yes |
| 13 | [NBN](https://www.affymetrix.com/LinkServlet?probeset=NBN) | 32241 | -0.986 | -0.6526 | Yes |
| 14 | [RPA1](https://www.affymetrix.com/LinkServlet?probeset=RPA1) | 32602 | -1.081 | -0.6306 | Yes |
| 15 | [XRCC2](https://www.affymetrix.com/LinkServlet?probeset=XRCC2) | 33334 | -1.302 | -0.6123 | Yes |
| 16 | [RAD54L](https://www.affymetrix.com/LinkServlet?probeset=RAD54L) | 33746 | -1.453 | -0.5808 | Yes |
| 17 | [POLD1](https://www.affymetrix.com/LinkServlet?probeset=POLD1) | 33953 | -1.545 | -0.5408 | Yes |
| 18 | [RPA4](https://www.affymetrix.com/LinkServlet?probeset=RPA4) | 34069 | -1.594 | -0.4970 | Yes |
| 19 | [POLD3](https://www.affymetrix.com/LinkServlet?probeset=POLD3) | 34110 | -1.614 | -0.4505 | Yes |
| 20 | [RAD51D](https://www.affymetrix.com/LinkServlet?probeset=RAD51D) | 34333 | -1.719 | -0.4059 | Yes |
| 21 | [RAD50](https://www.affymetrix.com/LinkServlet?probeset=RAD50) | 34806 | -2.009 | -0.3596 | Yes |
| 22 | [BRCA2](https://www.affymetrix.com/LinkServlet?probeset=BRCA2) | 35074 | -2.193 | -0.3023 | Yes |
| 23 | [RAD51](https://www.affymetrix.com/LinkServlet?probeset=RAD51) | 35384 | -2.457 | -0.2383 | Yes |
| 24 | [RAD54B](https://www.affymetrix.com/LinkServlet?probeset=RAD54B) | 35415 | -2.490 | -0.1657 | Yes |
| 25 | [BLM](https://www.affymetrix.com/LinkServlet?probeset=BLM) | 35644 | -2.742 | -0.0911 | Yes |
| 26 | [RAD51B](https://www.affymetrix.com/LinkServlet?probeset=RAD51B) | 36205 | -3.735 | 0.0037 | Yes |

4. KEGG_CELL_CYCLE

|  |  |
| --- | --- |
| Dataset | GSEA_Human_AQ1 2 µMvsDMSO |
| Phenotype | NoPhenotypeAvailable |
| Upregulated in class | na_neg |
| GeneSet | KEGG_CELL_CYCLE |
| Enrichment Score (ES) | -0.5822364 |
| Normalized Enrichment Score (NES) | -1.6288642 |
| Nominal p-value | 0.0 |
| FDR q-value | 0.014391109 |
| FWER p-Value | 0.205 |

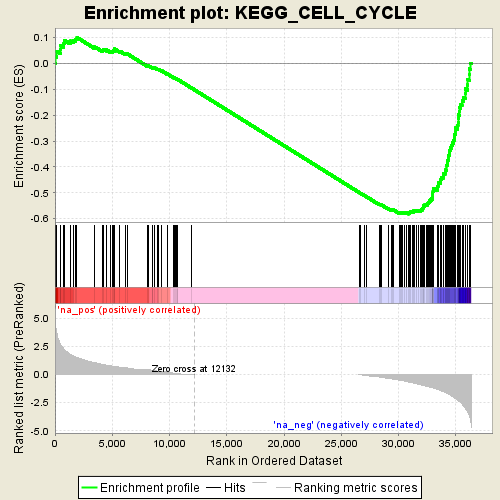

5. KEGG_COMPLEMENT_AND_COAGULATION_CASCADES

|  |  |
| --- | --- |
| Dataset | GSEA_Human_AQ1 2 µMvsDMSO |
| Phenotype | NoPhenotypeAvailable |
| Upregulated in class | na_pos |
| GeneSet | KEGG_COMPLEMENT_AND_COAGULATION_CASCADES |
| Enrichment Score (ES) | 0.68904805 |
| Normalized Enrichment Score (NES) | 1.8417476 |
| Nominal p-value | 0.0 |
| FDR q-value | 6.401953E-4 |
| FWER p-Value | 0.004 |

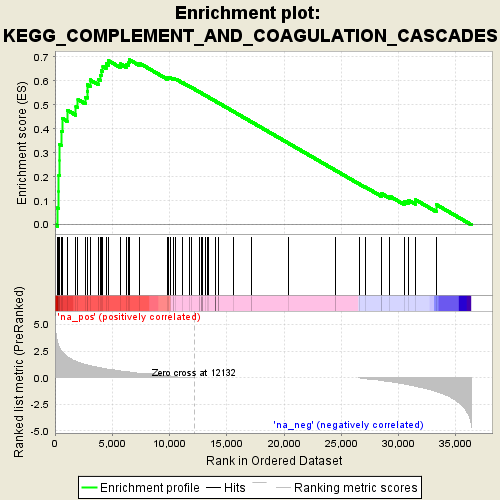

6. KEGG_METABOLISM_OF_XENOBIOTICS_BY_CYTOCHROME_P450

| Dataset | GSEA_Human_AQ1 2 µMvsDMSO |
| --- | --- |
| Phenotype | NoPhenotypeAvailable |
| Upregulated in class | na_pos |
| GeneSet | KEGG_METABOLISM_OF_XENOBIOTICS_BY_CYTOCHROME_P450 |
| Enrichment Score (ES) | 0.5789783 |
| Normalized Enrichment Score (NES) | 1.5651768 |
| Nominal p-value | 0.0 |
| FDR q-value | 0.033017956 |
| FWER p-Value | 0.444 |

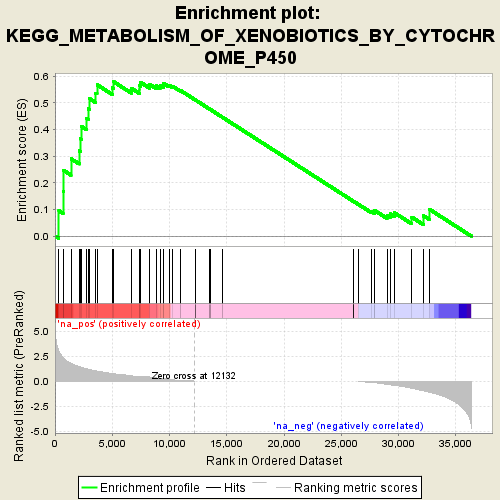

7. KEGG_P53_SIGNALING_PATHWAY

|  |  |
| --- | --- |
| Dataset | GSEA_Human_BAL2vsDMSO |
| Phenotype | NoPhenotypeAvailable |
| Upregulated in class | na_pos |
| GeneSet | KEGG_P53_SIGNALING_PATHWAY |
| Enrichment Score (ES) | 0.51501703 |
| Normalized Enrichment Score (NES) | 1.3792183 |
| Nominal p-value | 0.03504673 |
| FDR q-value | 0.1218395 |
| FWER p-Value | 0.955 |

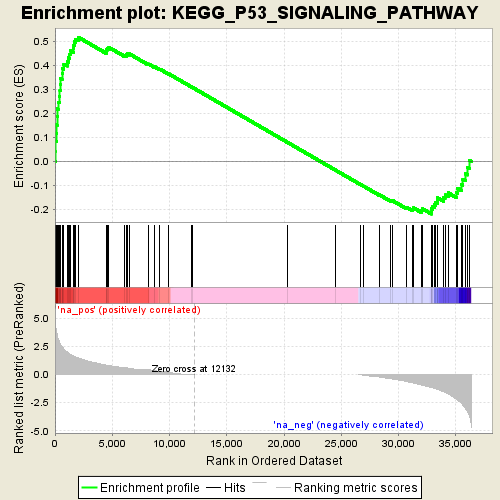

How the deposited data were processed for this re-analysis (not part of the article)

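RNA-Seq counts were available for 16 libraries of HMC1.2 cells and 16 libraries of C2 cells, 4 for each of untreated cells, DMSO, 1 µM AQ1 and 2 µM AQ1 at 12 hours. The paper states that more experiments were run and that a replicate was eliminated, and 4 libraries per group were deposited and used here. The deposited counts were made by the authors from poly(A) RNA: single-end reads of strand-specific libraries were trimmed with Trimmomatic, mapped with HISAT2 version 2.0.5 to GRCh38 or CanFam3.1, counted per Ensembl gene with HTSeq version 0.6.1, and not scaled between libraries. The strand setting of the counting is not named in the paper's text. Antisense reads that overlap a gene could therefore not be told from its own reads. The values held whole numbers with a different total in each library, as raw counts do. The authors tested them with DESeq2 version 1.14.1, and here DESeq2 version 1.42.0 was used.

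Each HMC1.2 file holds 58051 gene identifiers, of which 56948 have a symbol in the reference table of gene names. The C2 files hold 32704 identifiers with no names. Names for 614 of them came from Supplementary Dataset S2, which lists genes lower in both lines. The other C2 identifiers therefore carry no name, and no identifier that rose in C2 is named. Dataset S1 was at hand only in part, as 1996 genes lower at 1 µM and 1290 genes lower at 2 µM in HMC1.2. Between 20856 and 25003 genes had at least 1 count in an HMC1.2 library and between 16873 and 17528 in a C2 library. The total counts per group are given with the experiment. The 10 genes with the highest counts held 5.91% to 6.91% of an HMC1.2 library with DMSO and 11.4% to 14.0% at 2 µM. Within groups, the counts varied 5.71 to 38.2 times as much as counting error alone gives (chi-square per degree of freedom). This is a mean over genes. It does not show how far replicate spread or counting error sets the precision of a given gene.

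The following choices were made before the data were examined. In each line, genes with too few counts for the smallest group were removed with edgeR's filterByExpr, which left 16259 of 33146 HMC1.2 genes with a count and 13537 of 21541 C2 genes. Counts were scaled by TMM and fitted with edgeR version 4.0.16 (quasi-likelihood F test, R version 4.3.3) with a term for the group only, over the 16 libraries of a line. The comparisons were 1 µM against DMSO, 2 µM against DMSO, DMSO against untreated cells, and 2 µM against 1 µM. The threshold was the paper's, an adjusted p (Benjamini-Hochberg) under 0.05 and a log2 fold change beyond 1 in either direction. Standard errors of log2 fold changes were derived from the edgeR fit. Differences in response between the lines were tested with an edgeR interaction term over all 32 libraries, with TMM over both lines together. All genes paired by symbol were to be used, but only 596 pairs of genes have a name in C2 and were tested in both lines.

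Gene lists were tested with camera in limma version 3.58.1 at a preset correlation between genes of 0.01, on log2 CPM with a prior count of 2, with adjustment over the 49 lists. The lists cover KEGG pathways given in the supplement, modules after KIT, proteins of Figs 5 and 6, and targets of p53, MYC, E2F, mTORC1, hypoxia, TNF, interferon, NRF2 and AHR. Further lists cover apoptosis, mitosis, repair, histones, ribosomal and mitochondrial genes, stress responses, G4 helicases, internal controls, mast cell genes and markers of other lineages. A list was tested in C2 only if 80% of its symbols had a named C2 gene, which only the list of Fig. 6 reached, with 29 of 34 symbols. Principal components were computed from centred log2 CPM over the 100 genes of smallest p at 2 µM. G4 motifs were counted as 4 runs of at least 3 G, with loops of up to 7 bases, on either strand within 2000 bases of the annotated gene start. Shares were compared with Fisher's exact test. Gene span, exon length, GC content and gene start came from GENCODE on GRCh38, the build the paper names, in a later release of the annotation than the one the authors used. Of the 16259 tested HMC1.2 genes, 16117 (99.1%) have a span there. The relation of log2 fold change to gene span was measured by Spearman's rho across genes and by regression on ranks with rival properties. The trend with span was removed from the fold changes with a loess curve (span of 0.3 on the log scale). No dog genome or annotation was at hand, so motifs and spans were not analysed in C2. Figures were drawn with matplotlib version 3.10.9 in Python version 3.11.15.

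Genes are named by a rule with several parts. They are the genes the paper names in its text or figures. They are also the 8 genes with the largest and the 8 with the smallest log2 fold change at 2 µM in each line, among named genes past the threshold with a mean log2 CPM of at least 3 and the same direction in all 4 pairs of libraries with the same number. Up to 4 members of smallest p of each list were added in each line, then genes past the threshold in DMSO against untreated cells, of which there were none, and genes with opposite signs in both lines in the interaction test, of which there were 2. In HMC1.2, 1310 higher and 2491 lower genes met the limits on level and direction, and in C2, 446 lower genes with a name did. Values of many of the genes the paper names, and of those at the head of Dataset S1, were seen in the paper's tables first. The gene of unknown name given for C2 and single genes outside the rule were chosen after their values were seen.

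The replicate number was checked as a pairing. Once the group means were removed, libraries with the same number correlated from 0.178 to 0.452 at 1 µM against DMSO in HMC1.2, and libraries with other numbers from -0.273 to 0.0224. In C2 at 2 µM against DMSO the ranges were 0.138 to 0.481 and -0.361 to 0.192, and 7 of the 8 libraries were closest to the one of their own number. The fit was tested on simulated data, with 100 genes changed by a log2 fold change of 1.5 in counts drawn from a negative binomial model with each line's levels and spread. Of these, edgeR recovered 94% in HMC1.2 and 97% in C2 at 2 µM, with at most 4 false calls, and 100% at a log2 fold change of 3. Few genes were changed, as many up as down and none at low levels, and no pairing of libraries was drawn. The simulation therefore does not show how the scaling and the calls behave where many genes move, as in the AQ1 data.

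The alternatives set in advance were DESeq2's size factors in edgeR, total counts alone (library size only), no filter on low counts, DESeq2, DESeq2 with the prior on the fold change that was the default of the version the paper used, only the 2 groups compared, the replicate number as a block, the set in the library code as a block, untreated cells in place of DMSO, no fold limit, and each library left out in turn. For the lists, they were camera with an estimated correlation, fry, fgsea version 1.28.0 (10000 permutations), the replicate block and library size only. For the other results, they were 500 genes or all tested genes in the components, windows of 1000 and 500 bases, genes at 1 µM, exon length in place of span, TMM within each line apart, and DESeq2 size factors or the replicate block in the interaction test. Added after seeing the data were protein-coding genes only, fold changes with the span trend removed for the lists, other sets of libraries in the components, and a fit without the 2 libraries of lowest total at 2 µM. Results of qPCR and of the cell proliferation assays were not analysed here, since no deposited file holds them.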

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

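The tests of depth and of exon length as explanations of the relation to gene span were chosen after the result was seen.

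Libraries far from the others of their group were sought in 48 groups of 4 values (totals, genes with a count, TMM factors, the share of the 10 genes with the highest counts, and the levels of KIT and BCL2), and 3 were found, where chance gives about 1 in 20 groups. In HMC1.2, DMSO replicate 1 had 5.91% of its counts in its 10 highest genes against 6.83% to 6.91% in the others, a gap of 0.92 of the group's range. In C2, DMSO replicate 4 had 17229 genes with a count against 16873 to 16928, a gap of 0.846 of the range. The BCL2 level in C2 was far from the others in AQ1 2 µM replicate 2, with a gap of 0.895 of the range. Leaving out any of these libraries moved no count of called genes by more than 1.5 times.

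A different response in the lines was tested by an interaction over 596 pairs of genes. With TMM within each line apart, 356 pairs differed at 2 µM, and with joint scaling, which centres the fall of these chosen pairs in each line, 131 stood apart from the others. GABBR2 had a difference in log2 fold change (HMC1.2 minus C2) of 5.31 with the own scaling (adjusted p = 7.22e-13 from edgeR). In HMC1.2 it rose from 0.786 ± 0.432 to 5.88 ± 0.899 CPM, and in C2 it fell from 90.5 ± 6.29 to 17.2 ± 5.76 CPM. PTPRF, a receptor phosphatase, had a difference of 2.06 (adjusted p = 4.74e-06 from edgeR). It went from 62.4 ± 7.27 to 15.7 ± 2.86 CPM in C2, and in HMC1.2 its log2 fold change was 0.09 ± 0.36, which did not pass the test (adjusted p = 0.827 from edgeR), so only the difference between the lines was shown, not a rise in HMC1.2.

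Several signals lie in groups of genes most of which the paper does not discuss, although it names JUN and EGR2 among the immediate early genes and its supplement has a table of homologous recombination. In HMC1.2 at 2 µM, log2 fold change and gene span had a Spearman's rho of -0.498 across genes. The median log2 fold change was 2.21 in histone genes, for which only transcripts with a poly(A) tail were counted. It was 1.64 in immediate early genes, 0.93 in genes of cytosolic ribosomal proteins and -1.57 in genes of DNA damage kinases and double-strand break repair. Of the long non-coding RNA genes, 763 were higher. In DMSO against untreated cells, edgeR called 0 genes (201 at an unadjusted p under 0.05, and 0 with DESeq2).

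The fall of long genes under AQ1 was weighed first (rho -0.498 at 2 µM and 0.007 with DMSO against untreated cells). In regressions on ranks at 2 µM, the coefficient of gene span was -0.498 alone, -0.509 beside the mean level and -0.497 beside exon GC content. It was -0.5 beside the number of G4 motifs near the start, -0.504 beside their number along the gene body and -0.579 beside exon length. None of these measures accounts for the relation at 2 µM. Exon length was summed over all annotated exons of a gene, which is not the length of the RNA expressed. RNA integrity was not examined, so degradation is not excluded. Lower depth is excluded as the whole cause, since rho was -0.398 at 1 µM, where the AQ1 libraries had a median total of 21350496 against 18326074.5 with DMSO. Scaling by total counts alone gave -0.498 and decides nothing, because 1 factor per library keeps the order of the genes, and at 1 µM the body motifs had a coefficient of -0.115 beside span, so a part of them stays open there. The hypothesis that AQ1 may hinder transcription through long genes stays untested by other means, and the spans of C2 genes were not analysed here.

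The fall of gene lists was weighed against the span of their genes in HMC1.2 at 2 µM. With the span trend removed, the median log2 fold change of 67 genes of phosphatidylinositol signaling was -0.08 (-0.78 before, SD 1.04 after) and that of 46 genes of adherens junctions was -0.12 (-1.28 before, SD 1.22 after), and neither list passed limma's camera any longer (adjusted p = 0.522 and 0.581), so span may carry the fall of both lists, while single members moved both ways. For 32 genes of the Ras/Erk and PI3K modules after KIT, the median was -0.35 (-1.01 before, SD 0.70 after), and the span of these genes and another cause cannot be told apart, since the value lies between what either would leave. Removing the trend also removes any biological effect that follows span.

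The rise of p53 targets was weighed against their span in the same way. The median of 32 targets was 2.47 before and 2.47 after removal of the trend (SD 1.27 after; adjusted p = 8.28e-25 from limma's camera), which excludes span as the cause. The choice between TMM and total counts does not account for it either, since library size only moves the median of all tested genes to -0.157, far from 2.47. Both scalings are relative, so the rise is shown against the other genes and not per cell. The p53 protein was not measured in these data, so a response of p53 to AQ1, with a median of 2.14 already at 1 µM, stays a hypothesis.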

How the results depend on the processing

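The counts over protein-coding genes, the lists with the span trend removed, the components over other sets of libraries and the fit without the 2 libraries of lowest total were tests chosen after the results were seen. Under the alternatives that were run, no named gene called within a line, no list called by camera and neither rank correlation with gene span at 1 or 2 µM changed its direction. Of 333 results of named genes, 298 kept their side of the threshold under all alternatives. Of 8306 alternative values, 170 lay on the other side of it, in 22 results that lost the call somewhere and 13 that gained one. Library size only changed the most calls among the scalings (15 lost, 6 gained), DESeq2's size factors changed 2 (both lost), and DESeq2 changed 1 (gained). No filter on low counts lost 6 and gained 5, untreated cells in place of DMSO lost 8 and gained 6, and the prior on the fold change lost 7.

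Without a fold limit, all comparisons with AQ1 gained genes by construction. In HMC1.2, 9859 genes were called at 1 µM (4875 higher, 4984 lower), 11656 at 2 µM (5775 higher, 5881 lower) and 6671 between the doses (3023 higher, 3648 lower). In C2, 3666 were called at 1 µM (1570 higher, 2096 lower), 6524 at 2 µM (3172 higher, 3352 lower) and 3048 between the doses (1185 higher, 1863 lower). With protein-coding genes only, 1275 HMC1.2 genes were higher at 1 µM and 1949 at 2 µM, since fewer genes are counted.

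The prior pulls fold changes toward 0. With DESeq2 and this prior, 404 C2 genes were called at 1 µM (25 higher) and 55 between the doses (3 higher, 52 lower), and in HMC1.2 825 between the doses (366 lower). DESeq2 without it called 25 higher C2 genes between the doses, and the cause was not tested. At both doses against DMSO in HMC1.2, the totals with the alternatives set in advance that keep the fold limit ran from 4385 to 5491 and from 6367 to 8423. The share of lower HMC1.2 genes at 2 µM was 54.0% and went under an even split with DESeq2 (49.6%), and between the doses it did so with DESeq2 size factors (48.3%), DESeq2 (47.0%), the prior (44.4%) and only the 2 groups compared (49.5%), and the cause was not tested. In C2 at 2 µM, they ran from 1334 to 1707. With library size only, 355 HMC1.2 genes were higher and 1523 lower between the doses, and the median of all tested genes was -0.223, so the scaling decides that balance. DMSO against untreated C2 cells gave 0 genes with edgeR (1004 at an unadjusted p under 0.05), 3 with the replicate block (1 higher, 2 lower, and 2354 at an unadjusted p under 0.05) and 1 lower with DESeq2, and the cause was not tested.

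When each library was left out in turn, no count moved by more than 1.5 times. The totals ran from 4660 to 4879 at 1 µM, from 6904 to 7366 at 2 µM and from 1188 to 1743 between the doses in HMC1.2, and from 597 to 671, from 1439 to 1525 and from 185 to 280 in C2. Between the doses in HMC1.2, the balance of directions moved most without AQ1 2 µM replicate 2 (656 higher, 532 lower). Without the 2 libraries of lowest total, replicates 3 and 4 at 2 µM, 7313 genes were called at 2 µM (52.6% lower) and 1722 between the doses (60.0% lower). Rho of log2 fold change and gene span at 2 µM ran from -0.517 to -0.477 when each library was left out, and was -0.331 with exon length in place of span.

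The test of differences between the lines depends on the scaling. With TMM within each line apart, 356 of 596 pairs differed at 2 µM (13 higher and 343 lower in HMC1.2 than in C2) and 418 at 1 µM (4 higher, 414 lower). With joint scaling, 131 differed at 2 µM and 109 at 1 µM, mostly higher in HMC1.2. The joint scaling rests on genes chosen as lower in both lines and centres their fall in each line, so all differences move nearly alike by construction. The median difference over the pairs was 0.16 with it and -1.23 with the own scaling, and the change of sign does not bear on which line fell more.

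Of 49 lists, 28 passed camera at 2 µM and 29 at 1 µM in HMC1.2. With an estimated correlation, 0 passed at 2 µM with limma's camera (all 28 lost) and 1 at 1 µM. Fry called 46 lists at each dose, since it does not compare a list with other genes, and fgsea called 31 and 29. The replicate block kept 26 of the 28 lists at 2 µM. With the span trend removed, 19 lists passed at each dose, of which 15 at 2 µM and 17 at 1 µM were among those called before. A list whose change follows the span of its genes loses it by construction, and at 2 µM 4 lists were gained. In C2, where only the list of Fig. 6 was tested, it passed with all list alternatives run there, which its choice of genes as lower in both lines gives by construction.

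The share of variance on the first component, 97.1% in both lines, fell to 95.9% in HMC1.2 and 95.2% in C2 with 500 genes, and to 71.2% and 56.6% with all tested genes, since fewer of them were chosen for their difference. It was 99.2% in both lines with only the 8 libraries of DMSO and 2 µM, and 97.7% and 97.8% with all 16. The odds ratio of a G4 motif near the start was 1.04 for lower against uncalled genes and 1.11 for lower against higher ones among protein-coding genes, no longer past Fisher's exact test, and the cause was not tested. It stayed past the test with the smaller windows and at 1 µM.

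For the 6 comparisons with AQ1, the real grouping of the libraries gave more genes than any other. Among 35 splits of the 8 libraries of each comparison, only the real split, 1 of 35, gave as many genes. No smaller share can be reached with 35 splits, so they cannot exclude chance on their own. Each other split mixes libraries of both groups, so the difference between the groups widens its spread and lowers its count. The real counts and the highest of the other splits were 4718 and 0, 6993 and 0, and 1384 and 136 in HMC1.2 at 1 µM, 2 µM and between the doses, and 642 and 0, 1450 and 0, and 227 and 0 in C2. Among the 8 splits that part all 4 pairs of libraries with the same number, the highest other count was 0. For DMSO against untreated cells, edgeR's real count was 0 (201 HMC1.2 genes had an unadjusted p under 0.05, and DESeq2 called 0), which every split reaches, so the splits decide nothing there (highest other count 3 in HMC1.2 and 4 in C2). Depth may limit the calls at low levels, which was not tested. At 2 µM in HMC1.2, 2 libraries had totals of 7309039 and 7704478 against 13292695 to 22831082 with DMSO, and 16259 of the 33146 HMC1.2 genes with a count passed the filter. With no filter, 8423 genes were called at 2 µM, 6783 of them also called with it, and how many of the others lay under the filter was not counted.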

Differences from the paper's values

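The counts over protein-coding genes, the components over 8 libraries and the lists with the span trend removed were tests chosen after the results were seen. Counts and shares are taken as apart when one is more than 1.5 times the other, and shares stated as a lower bound only when they are also under it. Fold changes are apart when they also differ by more than the standard error here on the log2 scale, log2 fold changes when they differ by more than that standard error or in sign, and enrichment scores when they differ in sign. Of 92 values of the paper that were also computed here, 8 were apart. In C2 at 1 µM, the paper gives 397 genes at the thresholds used here, and edgeR called 642. Of the alternatives set before the data were examined, DESeq2 with the prior on the fold change (404) and only the 2 groups compared (575) are not apart from the paper's count, and the others are. In HMC1.2 at 2 µM, the paper's number of higher genes, with and without a motif, is about 2100 in Fig. 7, read by eye as the whole bar, against 3216 here. Untreated cells in place of DMSO (3138), library size only (2717) and only the 2 groups compared (2886) are not apart from that count, and the other alternatives set before the data were examined are. Protein-coding genes only (1949), a set chosen after seeing the values, are not apart from it either.

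For MID1 in HMC1.2 at 2 µM, the paper's Supplementary Fig. S6, a qPCR figure read by eye, shows a fall of about 15 times, and edgeR gave 23.2 times from RNA-Seq. MID1 stood at 0.0513 CPM at 2 µM, a level too low for an exact fold, so the size of this gap is not informative. The alternatives set before the data were examined that are not apart from it for MID1 are the library set as a block (20.9), only the 2 groups compared (22.4), the prior on the fold change (14.5), and the fits without DMSO replicate 1 (22.5), DMSO replicate 3 (21.3), AQ1 1 µM replicate 4 (22.7), AQ1 2 µM replicate 2 (17.4) or AQ1 2 µM replicate 3 (19.5), and the others are apart. Without AQ1 2 µM replicate 4 the fall of MID1 was 35.9 times. For the C2 genes of Dataset S2 at 2 µM, the paper's log2 fold change of BRAF is -1.2 and the value here is -1, and only untreated cells in place of DMSO (-1.21) is not apart from it among the alternatives set before the data were examined. The paper's value of RPTOR is -4 and the value here -4.16, and untreated cells in place of DMSO (-4.05), library size only (-4.06), the prior (-4.09) and the fit without AQ1 2 µM replicate 1 (-4.08) are not apart, while the others are. The paper's value of HDAC4 is -4.12 and the value here -4.51, where only the prior (-4.25) is not apart. Near the start of human EGR2, the paper's Table S5 has 0 motifs on the plus and 0 on the minus strand, and 2 and 1 were found here on GRCh38, with no alternative set for single genes. The table also gives a lower GC content around EGR2 than the 55.1% found here.

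Several statements of the paper go against values here. The paper states a larger majority of lower genes in HMC1.2 than the 54.3% at 1 µM and 54.0% at 2 µM found here. Library size only reaches it at 2 µM (61.3%) and not at 1 µM (51.9%), and protein-coding genes only, a split chosen after seeing the values, reach it at both doses (63.7% and 62.9%). With a later version of DESeq2 and no prior on the fold change, more genes were higher than lower at 2 µM (49.6% lower). With the prior, which was the default of the paper's version, 50.7% were lower, a slight majority. Of the genes held of Dataset S1, all lower, 1987 of 1996 at 1 µM and 1285 of 1290 at 2 µM are protein coding, so this set drops few of them, and the types of the paper's higher genes are not given in the sources used here. In C2, the share at 2 µM (68.3%) is also under the paper's bound, which only the 2 groups compared (70.2%) exceeds and the prior (70.0%) equals, and the share at 1 µM (78.3%) is over it. The paper's share of variance on the first component is for DMSO and 2 µM, and over the 8 libraries of these groups, a set chosen after seeing the values, it was 99.2% here in both lines, past the paper's bound. The 97.1% found with 12 libraries also includes 1 µM and is not a like value. The share of called HMC1.2 genes with a G4 motif was 74.4% at 2 µM, just under the paper's bound, and 76.0% at 1 µM, and protein-coding genes only, chosen after seeing the values, gave 79.3%. The paper describes this share as not different between lower and higher genes and names no test, although its human shares lie apart in the same direction as here. Here it was 76.6% of lower against 71.8% of higher genes (Fisher's exact test, adjusted p = 1.54e-05), at 2 µM within 2000 bases. Among protein-coding genes, a set chosen after seeing the values and nearer to the genes held of Dataset S1, the shares in that window and at that dose did not differ past the test (79.9% against 78.2%, Fisher's exact test, adjusted p = 0.2). They did differ within 1000 bases (adjusted p = 0.00295), within 500 bases (adjusted p = 0.002) and at 1 µM within 2000 bases (adjusted p = 0.00239) by Fisher's exact test in this set chosen after seeing the values.

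The paper names E2F, MDM2, p53, p73 and BCL6 as lower in HMC1.2. Here MDM2 (2.30 ± 0.13), TP53 (1.57 ± 0.09) and BCL6 (3.42 ± 0.28) rose at 2 µM, TP73 was not tested after the filter, and the E2F genes were mixed. E2F1 (-2.27 ± 0.37) and E2F3 (-1.18 ± 0.12) fell, as the paper states, E2F7 rose (2.15 ± 0.16), and E2F8 did not pass the test (-0.55 ± 0.38, adjusted p = 0.198 from edgeR). TERT is described as unchanged, and here it was -0.51 ± 0.16 (adjusted p = 0.00768 from edgeR), which is under the 2-fold limit as the paper's statement would have it. The PDGF pathway is described as changed in HMC1.2 alone, with VAV2 among its genes, and here VAV2 (-1.86 ± 0.29) and TIAM1 (-1.72 ± 0.06) were lower in C2 too. KIT is in Dataset S2 as past the limit in C2 at 2 µM, and here it is just short of it (-0.99). KIT passed with untreated cells in place of DMSO, with no filter, and without DMSO replicate 2, DMSO replicate 3, AQ1 2 µM replicate 1 or AQ1 2 µM replicate 4. BRAF in C2, also short of the limit, passed with untreated cells, no filter (-1.01), the library set as a block, DESeq2, and without untreated replicate 4, DMSO replicate 1, DMSO replicate 4, AQ1 2 µM replicate 2 or AQ1 2 µM replicate 3. Of the 596 pairs that Dataset S2 gives as lower in both lines, 563 were called lower in C2 and 589 in HMC1.2. GABBR2 is in that list of lower genes, although the dataset's own HMC1.2 value is positive, as here (2.90). Over the genes held of Dataset S1, Pearson's r of its log2 fold changes with those here was 0.992 at 1 µM and 0.963 at 2 µM, and all 1908 and 1250 matched genes had the same sign. For Dataset S2 at 2 µM, r was 0.974 in HMC1.2 and 0.951 in C2, and all 598 matched genes had the same sign in each line. At 1 µM, r for Dataset S2 was 0.969 in HMC1.2 and lower in C2, at 0.815, where the median over 233 genes was -1.37 in the paper and -1.55 here.

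Some statements disagree within the paper. In the supplement's KEGG analysis, tables under the heading of HMC1.2 carry a dataset name with dog, and those under C2 one with human. The ranking values of the 7 tables named human had a Spearman's rho of at least 0.998 with the HMC1.2 log2 fold changes here, and those of the 5 tables named dog at most 0.774. Over named C2 genes, the 4 tables named dog that hold any lay within a median of 0.02 to 0.05 of the C2 values here, so the headings are exchanged between the lines. Fig. 4 prints negative scores for the complement cascade, which the text and legend give as positive, and the score here was positive (fgsea, 1.67). The axis of Fig. 5 gives 1 µM and its legend 2 µM, and the fold changes at 2 µM here match the drawn values. Fig. 5 draws GRB2, MAPK1 and MTOR as lower in both lines while they are not in Dataset S2, and it draws BRAF for HMC1.2 alone while BRAF is in Dataset S2.

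Gene lists here are shorter than the paper's and differ in their members. Targets of hypoxia and TNF, which the paper has as rising, did not pass limma's camera at 2 µM (adjusted p = 0.9 and 0.316), and TNF targets passed with fry (adjusted p = 0.00745, limma) and not with fgsea (adjusted p = 0.352). Hypoxia targets passed with none of the list alternatives (0.152 with fry, 0.861 with fgsea, all adjusted p). MYC targets, which the paper has as falling, had an adjusted p of 0.0706 with limma's camera and passed with the replicate block (0.0475), library size only (0.0308) and fry (9.49e-07), and with the span trend removed (0.0165), a test chosen after seeing the values. They did not pass with fgsea (adjusted p = 0.267) or with an estimated correlation (limma's camera, adjusted p = 0.376). At 1 µM they passed with limma's camera (adjusted p = 0.000758, and 0.206 with an estimated correlation). The complement cascade had an adjusted p of 0.0769 with limma's camera and passed with fgsea (0.0218), fry (9.65e-06) and with the span trend removed (0.0112), again a test chosen after seeing the values, and not with an estimated correlation (limma's camera, adjusted p = 0.252). The Ras/Erk module after KIT, which the paper has as falling, passed with fry (adjusted p = 8.9e-09) and fgsea (adjusted p = 0.0249) but not with limma's camera (adjusted p = 0.153). Immune pathways are described as predominant among those that rose, and the interferon list passed with fry alone (adjusted p = 2.13e-07, against 0.165 with limma's camera).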

Other observations

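The lists with the span trend removed were tests chosen after the results were seen. Histone genes rose together in the poly(A) RNA of HMC1.2 at 2 µM, among them H2BC21 (log2 fold change 3.04, standard error 0.12), which went from 10.1 ± 1.22 to 82.7 ± 4.5 CPM (SD, n = 4), H2BC8 (3.29 ± 0.20), H2BC5 (2.98 ± 0.21) and H2AC11 (2.18 ± 0.13). The counts cover only transcripts with a poly(A) tail, so the total mRNA of these genes was not measured. All 14 tested histone genes were higher, also when adjusted over the list alone, with a median of 2.21 (camera, adjusted p = 1.97e-06, and 0.155 with an estimated correlation). At 1 µM, 12 were higher and 0 lower with edgeR, with a median of 1.85. Histone genes are short, with a median span of 1.74 kb, and their median was 1.57 once the trend with span was removed (limma's camera, adjusted p = 2.11e-05). Genes of cytosolic ribosomal proteins moved by less. RPL30 and RPS18 rose by 1.19 ± 0.10 and 1.09 ± 0.09, RPS18 not past the limit with library size only (0.92), and RPL5 and RPS7 stood at the 2-fold limit and were not past it under several alternatives. Of 39 such genes, 12 were higher and 0 lower with edgeR at 2 µM, also when adjusted over the list alone, with a median of 0.93 (camera, adjusted p = 7.92e-10, and 0.252 with an estimated correlation), and at 1 µM edgeR called 0, with a median of 0.34 (camera, adjusted p = 9.31e-05, and 0.394 with an estimated correlation). With the span trend removed, the median at 2 µM was 0.37 and did not pass (limma's camera, adjusted p = 0.152).

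Many but not all genes that mend broken DNA fell in HMC1.2 at 2 µM. XRCC4, which joins DNA ends, went from 17.4 ± 2.11 to 1.48 ± 0.524 CPM (log2 fold change -3.65, standard error 0.21), RAD50 was at -2.01 ± 0.17, the end-binding gene XRCC5 at -1.26 ± 0.09 and the topoisomerase gene TOP1 at -1.35 ± 0.10. Of 25 genes of DNA damage kinases and double-strand break repair, 20 were lower and 0 higher with edgeR, also when adjusted over the list alone, with a median of -1.57 (camera, adjusted p = 2.71e-05, and 0.252 with an estimated correlation). At 1 µM, 14 were lower, with a median of -1.17. With the span trend removed, the median at 2 µM was -0.97 (limma's camera, adjusted p = 0.0137). FANCC, a gene of the repair of crosslinks, was at -2.09 ± 0.19 in C2. Among 13 helicases and proteins that bind G4, the helicase genes WRN (-2.79 ± 0.26) and BRIP1 (-3.54 ± 0.31) fell, and DDX5 was at 1.01 ± 0.08, close to the limit. In all, 4 were lower and 1 higher, also when adjusted over the list alone, and the list passed with fgsea (normalized enrichment score -1.79, adjusted p = 0.00966) but not with limma's camera (median -0.05, adjusted p = 0.469). ATRX, which binds G4 in chromatin, was at -1.55 ± 0.08 in C2.

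In HMC1.2 at 2 µM, other stress lists did not pass limma's camera. Of 5 tested AHR targets, 2 were higher and 0 lower with edgeR (median 0.55, adjusted p = 0.165 with limma's camera, and 0.0226 with the span trend removed), with TIPARP at 1.34 ± 0.16, NQO1 at 0.55 ± 0.15 and AHRR at -0.11 ± 0.11. Of 14 NRF2 targets, 1 was higher and 3 were lower (median -0.39, limma's camera, adjusted p = 0.498), with HMOX1 at 1.68 ± 0.14, ME1 at -1.69 ± 0.16, PIR at -1.72 ± 0.34 and TXNRD1 at -1.02 ± 0.11, close to the limit, as ME1 was in C2 (-1.02 ± 0.09). Of 17 genes of the unfolded protein and integrated stress responses, 2 were higher and 3 lower (median -0.37, limma's camera, adjusted p = 0.469), with XBP1 at -1.32 ± 0.10, DNAJC3 at -1.54 ± 0.18 and VLDLR at -2.08 ± 0.24. That list passed at 1 µM (1 higher, 3 lower, median -0.68, camera, adjusted p = 0.0479, and 0.206 with an estimated correlation). Of 13 mitochondrially encoded genes, 2 were higher and 0 lower with edgeR (median -0.10, limma's camera, adjusted p = 0.54), with MT-ND1 going from 4380 to 11200 CPM (1.35 ± 0.15) and MT-CO2 at 0.85 ± 0.14. Of 4 genes that served as internal controls of the qPCR, 1 was higher and 0 lower with edgeR (median 0.49, limma's camera, adjusted p = 0.261). B2M and GAPDH, the controls that the paper used for HMC1.2, were at 1.47 and 0.86. TMBIM4 and CCZ1, which it used for C2, were at 0.12 ± 0.26 and -0.15 ± 0.20 in HMC1.2. The counts of these 5 lists were the same when adjusted over each list alone.

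Markers of other lineages were few in HMC1.2. Of 12 stromal markers, 4 were tested, and 2 were higher and 0 lower at 2 µM with edgeR (median 1.12, limma's camera, adjusted p = 0.081, and 0.0232 with the span trend removed), the actin gene ACTA2 going from 7.94 ± 1.84 to 82.2 ± 11 CPM (3.37 ± 0.19) and TAGLN at 1.39 ± 0.19. Of 11 epithelial markers, 4 were tested, and 1 was lower and 0 higher with edgeR (median 0.44, limma's camera, adjusted p = 0.469), with CLDN4 at -1.09 ± 0.26, close to the limit, and KRT19 at 0.82 ± 0.12. Of 12 lymphoid markers, 4 were tested, and 2 were higher and 0 lower with edgeR (median 0.90, limma's camera, adjusted p = 0.316), with CD79B going from 1.6 to 5.38 CPM (1.76 ± 0.28). Of 14 erythroid and megakaryocyte markers, 3 were tested and edgeR called 0 (median -0.11, limma's camera, adjusted p = 0.824), with ITGA2B at 2830 CPM with DMSO and 4970 CPM at 2 µM (0.81 ± 0.10). Of 12 monocyte and granulocyte markers, 2 were tested, and 1 was higher and 0 lower with edgeR (median 0.64, limma's camera, adjusted p = 0.316), with LYZ at 1.06 ± 0.19, close to the limit. The counts of these 5 lists were also the same when adjusted over each list alone.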
